# Stem cell-derived brainstem mouse astrocytes obtain a neurotoxic phenotype in vitro upon neuroinflammation

**DOI:** 10.1186/s12950-023-00349-8

**Published:** 2023-06-27

**Authors:** Caroline Lindblad, Susanne Neumann, Sólrún Kolbeinsdóttir, Vasilios Zachariadis, Eric P. Thelin, Martin Enge, Sebastian Thams, Lou Brundin, Mikael Svensson

**Keywords:** Embryonic stem cells, Disease modelling, Traumatic axonal injury, Ventral brainstem- or rostroventral spinal astrocytes, Astrocytes, Neuroinflammation

## Abstract

**Background:**

Astrocytes respond to injury and disease through a process known as reactive astrogliosis, of which inflammatory signaling is one subset. This inflammatory response is heterogeneous with respect to the inductive stimuli and the afflicted central nervous system region. This is of plausible importance in e.g. traumatic axonal injury (TAI), where lesions in the brainstem carries a particularly poor prognosis. In fact, astrogliotic forebrain astrocytes were recently suggested to cause neuronal death following axotomy. We therefore sought to assess if ventral brainstem- or rostroventral spinal astrocytes exert similar effects on motor neurons in vitro.

**Methods:**

We derived brainstem/rostroventral spinal astrocyte-like cells (ES-astrocytes) and motor neurons using directed differentiation of mouse embryonic stem cells (ES). We activated the ES-astrocytes using the neurotoxicity-eliciting cytokines interleukin- (IL-) 1α and tumor necrosis factor-(TNF-)α and clinically relevant inflammatory mediators. In co-cultures with reactive ES-astrocytes and motor neurons, we assessed neurotoxic ES-astrocyte activity, similarly to what has previously been shown for other central nervous system (CNS) regions.

**Results:**

We confirmed the brainstem/rostroventral ES-astrocyte identity using RNA-sequencing, immunocytochemistry, and by comparison with primary subventricular zone-astrocytes. Following cytokine stimulation, the c-Jun N-terminal kinase pathway down-stream product phosphorylated c-Jun was increased, thus demonstrating ES-astrocyte reactivity. These reactive ES-astrocytes conferred a contact-dependent neurotoxic effect upon co-culture with motor neurons. When exposed to IL-1β and IL-6, two neuroinflammatory cytokines found in the cerebrospinal fluid and serum proteome following human severe traumatic brain injury (TBI), ES-astrocytes exerted similar effects on motor neurons. Activation of ES-astrocytes by these cytokines was associated with pathways relating to endoplasmic reticulum stress and altered regulation of MYC.

**Conclusions:**

Ventral brainstem and rostroventral spinal cord astrocytes differentiated from mouse ES can exert neurotoxic effects in vitro. This highlights how neuroinflammation following CNS lesions can exert region- and cell-specific effects. Our in vitro model system, which uniquely portrays astrocytes and neurons from one niche, allows for a detailed and translationally relevant model system for future studies on how to improve neuronal survival in particularly vulnerable CNS regions following e.g. TAI.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12950-023-00349-8.

## Introduction

Astrocytes constitute the most abundant cell type in the central nervous system (CNS) [1], and effectuate diverse functions [2]. Following injury or disease, astrocytes undergo reactive astrogliosis (synonymous to *astrocyte reactivity*) [3–5], an evolutionary conserved response [4] that can be triggered by almost every type of CNS insult, stretching from infectious diseases, traumatic injuries, to neurodegenerative conditions [2]. Reactive astrogliosis encompass a plethora of astrocytic alterations [5], that manifest differently depending on the inductive stimuli [6]. Among these, astrocytes undergo e.g. neuroinflammatory activation [7]. These inflammatory responses are influenced by astrocytic distance from the lesion site [8], as well as the CNS region of injury or disease [9], thus contributing to further complexity and heterogeneity. This is of importance in for example traumatic brain injury (TBI), where brainstem traumatic axonal injury (TAI) is associated with poor neurological outcome [10, 11].

Early work demonstrated signs of neuroinflammation in TAI-specific experimental models [12–14]. Astroglial activation has been shown to coincide with TAI [15], even in the absence of peripheral immune cell infiltration [16]. Recently, reactive forebrain astrocytes have been demonstrated to exert neurotoxic effects, and this has been suggested to be the mechanism through which neurons succumb following axotomy [17]. Whether this also applies to the brainstem and spinal cord has been unclear, as at least some aspects of the astrocytic inflammatory response are CNS region-specific [18]. Recently, *cortical* neurons (derived from human induced pluripotent stem cells [hiPSC] and rodent primary cultures) were shown to upregulate caspase pathways when co-cultured with neurotoxic spinal cord hiPSC-astrocytes [19]. In experimental models of amyotrophic lateral sclerosis, mutated spinal astrocytes have been demonstrated to confer a motor neuron selective neurotoxic effect [20]. How brainstem and spinal cord motor neurons would respond to neurotoxic astrocyte stimulation is however yet unknown. This could be of large interest in TAI, as it could represent an unexplored secondary mechanism aggravating secondary axotomy. We therefore set out to create a translational model system of mouse stem cell-derived brainstem reactive astrocytes in co-culture with motor neurons from the same CNS niche.

## Materials and methods

All experiments were conducted in accordance with Swedish legislation, and as stipulated in the Code of Regulations of the Swedish Board of Agriculture [21]. Ethical approval was granted by the Swedish Board of Agriculture’s regional Stockholm County branch ethics committee (#9182–2018; and #N104/14). Experimental animals were housed at the Karolinska Institutet animal facility with ad libitum access to water and food on a 12 h dark-/light cycle.

### Directed differentiation of embryonic stem cells into brainstem motor neurons

Mouse embryonic stem cells (ES-cells) carrying an enhanced green fluorescent protein (eGFP) under the homeobox gene 9- (Hb9-) promotor (mouse strain origin: B6.Cg-Tg(Hlxb9-GFP)1Tmj/J) were utilized. ES-motor neurons were differentiated in accordance with Wichterle and colleagues [22]. Protocol details are provided in Supplementary Methods. In brief, ES cells were seeded in T25 flasks (VWR) coated with 0.1% gelatin (Merck Millipore) in ES medium (Supplementary Table 1). Differentiation was induced following two days of expansion (Supplementary Table 1). Two days after initiation of differentiation, resulting free-floating embryoid bodies (EBs) were supplemented with 1µM retinoic acid and 0.5 µM smoothened agonist. On day five, medium was replaced with fresh differentiation medium, supplemented with only 10 ng/mL glial cell-line derived neurotrophic factor. On day six, EBs were dissociated into single cell populations of neurons and glial progenitor cells using 0.05% trypsin (Gibco) and trituration. Cells were resuspended in either motor neuron medium (Supplementary Table 1) or as described below.

### Directed differentiation of embryonic stem cells into brainstem astrocyte-like cells

ES-derived brainstem/rostroventral spinal astrocyte-like cells (ES-astrocytes) were differentiated using previously described protocols [23, 24], that we modified. For downstream analysis, we used 96-well plates (Greiner Bio-One) coated with 100 µg/ml poly-L-ornithine hydrobromide and 1 µg/ml laminin (Supplementary Table 2). Dissociated EBs (see Directed differentiation of embryonic stem cells into brainstem motor neurons) were plated at a density of 15 * 10^6^ cells on poly-L-ornithine/laminin coated dishes (VWR) in astrocyte medium (Supplementary Table 2) supplemented with basic fibroblast growth factor (FGFb, 25 ng/mL, R&D) and epidermal growth factor (EGF, 20 ng/mL, R&D). Cells were propagated in adherent monolayer cultures from passage (P) 0 until P3, without addition of differentiation factors. Astrocyte differentiation was initiated using a panel of differentiation factors, previously associated with astrocytic differentiation [23–28] (Supplementary Table 2). The panel was applied one day after plating of P3-astrocytes and maintained for 4 days. The cyclic adenosine monophosphate (cAMP) activator forskolin was used for downstream experiments [29].

### Primary culture validation using subventricular zone stem cells

The subventricular zone (SVZ) of female adult C57BL/6j mice (Charles River, Germany), age three to five months, was isolated in line with Johansson et al. [30]. SVZs were mechanically and enzymatically dissociated (Supplementary Table 3). Deoxyribonuclease I was added to minimize the presence of free-floating DNA fragments. The enzymatic reaction was stopped by adding 1% Bovine Albumin Fraction V diluted in Leibovitz's L-15 Medium + GlutaMAX™ Supplement. Dissociated cells were centrifuged (280 rcf, 5 min), and cells were washed in Leibovitz's L-15 Medium + GlutaMAX™ Supplement. Cells were resuspended in expansion medium (Supplementary Table 3). SVZ propagation into neural spheres was conducted as previously described [31]. EGF (20 ng/mL, Sigma-Aldrich, Supplementary Table 3) and FGFb (5 ng/mL, R&D Systems, Supplementary Table 3) were added every second day. All cells underwent two passages. The proliferating neural stem/progenitor cells formed spheres and underwent the first passage after 5 to 7 days incubation, depending on sphere size. Following passage, cells were seeded in expansion medium at approximately 300 * 10^3^ cells/plate. P2 followed after 7 days. Dissociated cells were plated at a density of 35 * 10^3^ cells/well in 96-well plates coated with poly-D-lysine hydrobromide (20 ng/ml, Sigma-Aldrich, Supplementary Table 3) in astrocyte medium (Supplementary Table 2) supplemented with EGF (20 ng/ml, Supplementary Table 2) and FGFb (25 ng/ml, Supplementary Table 2) (R&D Systems, Supplementary Table 2). Growth factor-supplemented medium was changed every second day. On the seventh and ninth day following plating, differentiation was prompted by only supplementation with forskolin (FSK) [29] (Sigma-Aldrich) at a concentration of 10 µM. On day 12 following plating, cells were fixed or exposed to other downstream assays.

### ES- and SVZ-astrocyte functional assessment using neuroinflammatory stimulation

The astrocytic neuroinflammatory response seen in vitro [17, 19, 24] and in vivo [32] following stimulation was assessed using a combination of interleukin- (IL-) 1α (3 ng/ml, Sigma-Aldrich, Supplementary Table 4) and tumor necrosis factor- (TNF-) α (30 ng/ml, Cell Signaling Technology, Supplementary Table 4) as these have recently been shown to confer astrocyte-activation [17]. Cells were fixed at 2 or 24 h following stimulation, using 4% methanol-free paraformaldehyde (PFA, Thermo Fisher Scientific).

### Co-culture system between ES-astrocytes and ES-motor neurons

For co-cultures of ES-astrocytes and ES-motor neurons, P3 ES-astrocytes were stimulated with first FSK [29] for 5 days, followed by a neuroinflammatory mediator for 24 h. IL-1α (3 ng/ml, Sigma-Aldrich) and TNF-α (30 ng/ml, Cell Signaling Technology) were used as positive controls. Neuroinflammatory proteins recently demonstrated to be enriched in CSF following human TBI [33] were also used and included (Supplementary Table 4): complement component 1Q (C1Q) (400 ng/ml, MyBioSource), complement component 5 (C5) (500 ng/ml, EMD Millipore); IL1-β (5 ng/ml, R&D), IL-6 (10 ng/ml, R&D), and transforming growth factor- (TGF-) β2 (5 ng/ml, R&D). Protein concentrations were derived from Refs. [34–37].

For co-cultures, ES-motor neuron homogeneity was ensured using fluorescence-activated cell sorting with gating optimized for eGFP + . Two co-culture designs were applied. In the first, ES-motor neurons (density 15 kcells/well) were plated on top of ES-astrocytes (15–35 * 10^3^ cells/well) in 96-well plates. ES-astrocyte medium was not omitted before this. ES-motor neuron dissociation was conducted the same day as sorting and plating. In the second design, conditioned medium from the ES-astrocytes (plated in 6-well plates at density 0.99 *10^6^ cells/well) was transferred to an ES-motor neuron monolayer (~ 10 * 10^3^ cells/well in a 96 well-plate). Here, ES-motor neurons were dissociated the same day as the ES-astrocytes were exposed to the neuroinflammatory substances. Conditioned media transfer was conducted the subsequent day. Both designs thus inferred a small risk for residual synthetic cytokines/neuroinflammatory mediators within the cell-culture medium at the time of ES-motor neuron plating, but this is likely neglectable as demonstrated by the very short half-lives of these substances (Supplementary Table 4). Co-cultures were fixed 24 h following co-culture initiation.

### Immunocytochemistry

Cells fixed with 4% PFA were blocked in blocking buffer (Supplementary Table 5) for 1 h and then incubated with primary antibodies (Supplementary Table 5) at + 4° C overnight. Following washing buffer (Supplementary Table 5) rinse, cells were incubated with secondary antibodies (Supplementary Table 5) diluted at 1:500 for 1 h at room temperature. Following additional washing buffer rinse, cells were incubated for 15 min in 4’,6-diamidino-2-phenylindole dihydrochloride (DAPI, Invitrogen) diluted 1:25000. Cells were mounted in 1X PBS (Thermo Fisher Scientific) for imaging following final rinsing steps.

### Image acquisition and cell quantification

A confocal microscope (LSM 880 with Airyscan, Zeiss) was used for image acquisition. Images were obtained using the autofocus fluorescence mode for 96-well plate layout, with automatic acquisition of up to 5 × 5 tiles/well. For sparse amounts of cells, pre-determined locations in each well were optimized for DAPI expression, followed by “scan mode” image collection.

Image quantification was conducted using MetaMorph® (Molecular Devices). Images were preprocessed into 16 bit TIFF files, separated by channels and tiles through ZEN blue (Zeiss), and renamed into a consecutive numerical sequence using the IrfanView software [38]. Images of poor quality were excluded prior to analysis. Images were quantified with regard to total number of cells, cells positive for different stainings, and cells positive for multiple combinations of stainings using a custom-made “journal” (MetaMorph®’s annotation for user-interface based scripts) for the Multiwavelength cell scoring and Neurite Outgrowth tools in MetaMorph®.

### Flow cytometry

We adapted a protocol from Berglund and colleagues [39]. For the experiments we used day 6 EBs (*n* = 4 biological replicates; each biological replicate containing > 1 * 10^6^ cells), thawed at day 5. We used thawed day 3 EBs as negative controls as these had not yet commenced to express eGFP. Cells were dissociated using 0.05% trypsin (Gibco) into single-cell suspension diluted into sterile-filtered flow cytometry-buffer (Supplementary Table 6). Cells were stained using a live/dead dye (Invitrogen, Supplementary Table 6) at 1:500, followed by PFA (2–4%) fixation. Using a permeabilization kit (eBioscience™ Foxp3/Transcription factor staining buffer set, Thermo Fisher Scientific, Supplementary Table 6), cell permeabilization, followed by staining with directly-conjugated Ki67 (BD Bioscience) was conducted. Cell acquisition was analyzed using a BD LSR Fortessa flow cytometer (BD Bioscience). Data was analyzed using the Kaluza software (Beckman Coulter).

### Fluorescence-activated cell sorting

For FACS experiments, we used a SH800 Cell Sorter (Sony Biotechnology), and the Cell Sorter Software (version 2.1). The sorting chip nozzle diameter was 130 μm. Lasers were set to λ-488nm. Sample pressure was kept at 6–10 to maintain an event-rate per second ≤ 3,000, in line with previous FACS experiments on stem-cell derived (motor) neurons [40, 41]. Cells were prepared as a single-cell suspension in FACS buffer **(**Supplementary Table 6**)**, filtered through a 40 μm cell-strainer (VWR). For isolation of the eGFP + fraction of dissociated EBs we used the “purity” mode and “two-way tube sorting” for cell sorting and collection. Cells (15 kcells/well) were sorted into fresh motor neuron medium (Supplementary Table 1). For separation of co-cultivated ES- astrocytes and eGFP + ES-motor neurons we sorted cells into a 96-well plate (~ 200 cells/well), filled with 4 °C lysis buffer, and the sorting setting “single cell mode”.

### Library preparation and RNA-sequencing

We conducted library preparation for cytosolic polyA + RNA using FACS-sorted cells as was recently described for parallelized direct nuclear tagmentation and RNA-sequencing [42]. We refer readers to the protocol by Zachariadis et al. [43] for reagents and procedures. In brief, we lysed ~ 200 cells/sample (n = 4 biological replicates per treatment group) in a lysis buffer containing dNTP and oligo-dT primers. PolyA + RNA was converted to cDNA using a reverse transcriptase reaction, including a template switch mechanism at the 5’ end of the RNA transcript [44], originally employed in the Smart-Seq [45] and Smart-Seq2 [46] protocols to obtain full-length cDNA strands for amplification. For cDNA fragmentation and barcoding, we employed the Tn5-based tagmentation procedure [47], as recommended by Picelli and co-workers [46]. Albeit originally developed for single-cell RNA-sequencing, this methodology is equally applicable for bulk RNA in small numbers [46]. We used Illumina-compatible barcodes (8 base pairs, dual-index). Pooled libraries were sequenced on Illumina NextSeq 550 using paired-end sequencing with 91 cycles. Samples were de-multiplexed and reads were mapped at the sequencing facility using STAR [48], run from a Linux server. Raw data and de-multiplexed raw counts have been deposited in NCBI’s Gene Expression Omnibus [49] and are accessible through GEO Series accession number GSE213804 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213804).

Bulk RNA sequencing experiments where SVZ cells were utilized as negative controls before initiation of differentiation were undertaken and are described in Supplementary Methods.

### Statistical analysis

We used R (version 4.1.1) [50], through the graphical user interface RStudio® (version 1.4.1717). General statistical operations were carried out using the RColorBrewer [51], cowplot [52], gridExtra [53], and tidyverse [54] packages. Technical replicate medians/means were used to calculate mean biological replicate raw data value, from which summary statistics were derived. One biological replicate was defined as one unique vial from a defined passage number for ES cells, and one unique experimental animal for SVZ cells. Two- or multiple-group comparisons were preceded by the Shapiro Wilk test for normality assessment and the Levene test for variance homogeneity using the car package in R [55]. For two-group comparisons fulfilling these criteria, the Student’s t-test was employed. For multiple-group comparisons fulfilling these criteria, a one-way ANOVA followed by Tukey post-hoc testing was conducted. For two-group comparisons not fulfilling these criteria, the Wilcoxon rank sum test was conducted. For multiple-group comparisons not fulfilling these criteria, the Kruskal Wallis test, followed by the Dunn post hoc test was conducted using the R packages FSA [56] and onewaytests [57]. In parallel, linear regression analysis was applied as the focus for the majority of assessments were primarily differences between treatment groups versus control treatment and less often other between-treatment group differences. Independent of analysis, a *p* value (or if multiple comparison, the multiple-comparison adjusted *p* value) ≤ 0.05 was considered significant.

For RNA-sequencing data analysis, we used Ensembl-IDs (*Mus musculus*) for gene annotation through the Bioconductor package biomaRt [58, 59]. Raw read counts and sample metadata were converted to a DESeqDataSet using the Bioconductor package DESeq2 [60, 61]. Explorative data analysis were conducted on prefiltered data (read counts > 1) that were subjected to a variance stabilizing transformation using the rlog() function. Distance matrices derivation and cluster analyses were conducted using the Bioconductor packages DESeq2, M3C, and PoiClaClu [60–63]. For differential gene expression analysis, we employed the DESeq() function of DESeq2 [60, 61] with the false discovery rate set to 10%. A significant differentially expressed gene was defined to exhibit log_2_FC >|1| (or as stipulated in-text), and a FDR-adjusted *p*-value ≤ 0.05. For volcano plots, we used in parallel the non-shrunken and shrunken log_2_ fold changes, together with the adaptive Student’s t prior shrinkage estimator, available through the Bioconductor package apeglm [64]. For gene set enrichment analyses and pathway analyses, we did not use shrunken log_2_ fold changes. Gene set enrichment analysis [65] were conducted using the Bioconductor package fgsea [66], for the gene sets Hallmark [67], Reactome [68], Gene Ontology (GO) [69], and the Kyoto Encyclopedia of Genes and Genomes [70]. Gene sets were acquired through the Molecular Signatures Database available from the Broad Institute [71] through the Bioconductor package msigdbr [72]. GO annotations were accessed using the Bioconductor package GO.db [73]. All custom-written code is available upon request to the corresponding author.

### Data availability

The datasets used and/or analyzed within the current study are available from the corresponding author on reasonable request. For RNA sequencing data, raw data and de-multiplexed raw counts have been deposited in NCBI’s Gene Expression Omnibus [49] and are accessible through GEO Series accession number GSE213804.

(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213804) and GEO Series accession number GSE232232 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232232).

## Results

### Ventral brainstem and rostroventral spinal glial progenitors can be differentiated into ES-astrocytes

The developing CNS is patterned through a complex interplay between spatial and temporal cues [74], initiated by neurogenesis [75]. In the brainstem and rostroventral spinal cord, motor neuron genesis is dependent on retinoic acid and Sonic hedgehog [22], and exposure to these factors in vitro generates postmitotic motor neurons from ES-cells [22]. Employing this strategy **(**Fig. 1A**)**, we could generate Hb9 + motor neurons, using a transgenic pluripotent mouse ES-cell line that expresses eGFP under the Hb9 promoter **(**Fig. 1B**)**. As expected, our cultures were heterogeneous, with in mean 19% (SD 2%) of cells expressing Hb9 + with Ki67-, indicative of postmitotic motor neurons **(**Fig. 1C**)**. This yield is in line with what has been previously reported [76]. The remainder of cells comprised interneurons (Hb9-, Ki67-), and in mean 5% (SD 1.4%) glial progenitors (Hb9-, Ki67 +).

**Fig. 1:**
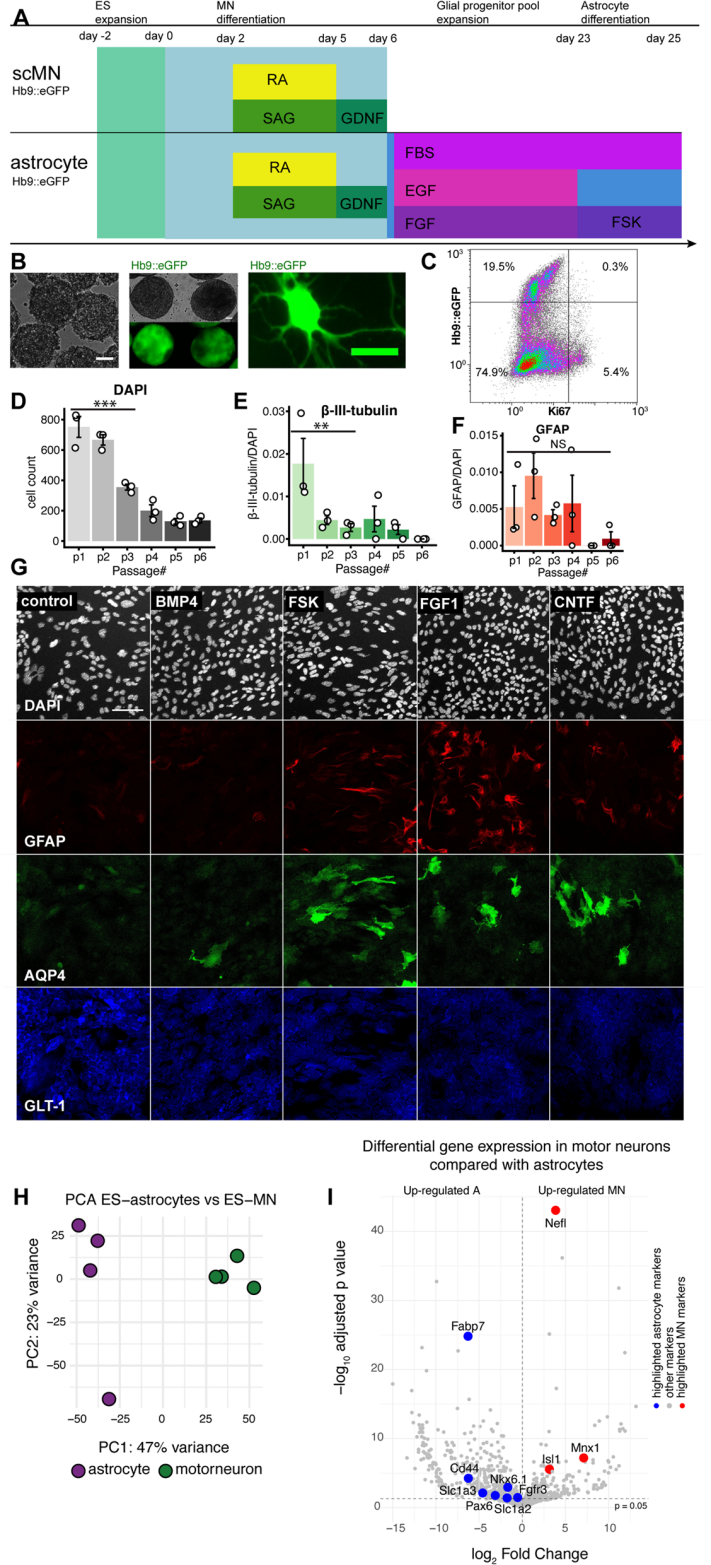
Differentiation of embryonic stem cells into brainstem/spinal motor neurons and astrocytes. By mimicking neurogenesis in vivo, brainstem/spinal motor neurons followed by astrocyte-like cells from the same regional niche were generated (**A**). Motor neuron genesis was monitored by Hb9∷eGFP expression. Scale bars (left to right): 50 μm, 50 μm, 25 μm. **B** At day 8 following plating cultures comprised post-mitotic motor neurons (Hb9 + , Ki67-) and interneurons (Hb9-, Ki67-) as well as a small pool of glial progenitors (Hb9-, Ki67 +). **C** The glial progenitors were further expanded across multiple passages (P), upon which a sharp decrease in proliferation could be observed at P3 (**D**), as well as low β-III-tubulin expression, indicating a successively homogenous glial cell pool (**E**). GFAP expression was constant across passages (**F**). Following addition of the cAMP activator forskolin, or other differentiation factors, we could verify protein expression of mature astrocytic markers. Scale bar: 100 μm. **G** PolyA + bulk-RNA sequencing verified distinct genomic profiles of the ES-derived astrocyte-like cells and ES-derived motor neurons (**H**), of which canonical genes were upregulated in the respective cell types (**I**). Significance level: NS, non-significant; *, *p* ≤ 0.05; **, *p* ≤ 0.01. Abbreviations: cAMP, cyclic adenosine monophosphate; ES, embryonic stem cell; FBS, fetal bovine serum; GFAP, glial fibrillary acidic protein; GLT-1, glutamate transporter 1; Hb9, homeobox Hb9; P, passage; sc, spinal cord/brainstem

Neurogenesis in vivo is succeeded by a gliogenic switch, causing the emergence of astrocytes and oligodendrocytes [75]. We thus assumed that the glial progenitors could be further differentiated into astrocyte-like cells and maintained cultures of ES-derived glial progenitors across multiple passages in FBS-containing medium with proliferative growth factors **(**Fig. 1A**)**. At P3 there was a distinct decrease in number of cells compared with P1, indicative of a diminished self-renewing potential **(**Fig. 1D, *p* < 0.001**)**. At the same passage, there was a significant decrease in the neuronal marker β-III-tubulin (Fig. 1E, *p* = 0.003), indicative of serum-mediated neuronal toxicity [77]. Of note, the mature astrocyte marker glial fibrillary acidic protein (GFAP) [78] was not significantly altered across passages (Fig. 1F, *p* = NS). In order to increment ES-astrocyte maturation at P3, we withdrew proliferative growth factors and supplemented the cultures with bone-morphogenetic protein 4 (BMP-4), ciliary neurotrophic factor (CNTF), acidic fibroblast growth factor (FGF1), or FSK, as these have been implicated in astrocyte differentiation [23, 25–28, 79]. We subsequently assessed the expression of the mature astrocytic markers GFAP, aquaporin-4 (AQP4), and glutamate transporter 1 (GLT-1) [80, 81]. We were predominantly interested in AQP4 + astrocytes as these are important in the neurovascular unit [82]. Notably, all treatments, including FBS-enriched medium alone (control), were superior to BMP4 **(**Fig. 1G**)**. There were no significant differences between CNTF, FGF1, and FSK supplementation with regard to AQP4-expression. GFAP was more enriched in FGF1-treated compared with FSK-treated astrocyte-like cells (*p* = 0.049). No significant differences were detected in GLT1-expression. Based on this, we proceeded with FSK as differentiation factor, given its recent implications in AQP4-mediated CNS edema [29].

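ES-motor neurons and ES-astrocytes both came from mouse embryonic stem cells in which enhanced green fluorescent protein is expressed from the promoter of Hb9, a homeobox gene of motor neurons, so that motor neurons fluoresce and can be sorted. For the differentiation of the stem cells, the paper gives 1 µM retinoic acid and 0.5 µM smoothened agonist, while the sample labels give 1 mM and 0.5 mM. ES-astrocytes were matured with forskolin, an activator of adenylyl cyclase, and sorted ES-motor neurons were then seeded onto them. After co-culture, the cell types were separated again by fluorescence-activated cell sorting into samples of about 200 cells. For the comparison of the cell types, the 4 control samples of each were used, which are biological replicates with the letters A to D. Polyadenylated RNA of the cytosol was copied into cDNA with a template switch, as in Smart-seq2, fragmented and tagged with the Tn5 transposase, and sequenced paired-end on an Illumina NextSeq instrument. The authors deposited the number of reads counted on each gene in each library, without normalization, after mapping with STAR at the sequencing facility. The version of STAR, the genome build and the gene annotation behind these counts are not given in the sources used here. The methods name no molecular identifiers, so reads copied from a single molecule during amplification are counted separately, and the intervals and lower bounds given for single genes cover counting error only.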

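Control ES-astrocyte libraries held 2848750 to 13384392 counts on genes (median 7167111.5), and control ES-motor neuron libraries 240859 to 19717324 (median 1832140). In the shallowest of these 8 libraries, ES-motor neuron replicate C, 3 counts correspond to 12.5 CPM (counts scaled to a common library size), and in the deepest, ES-motor neuron replicate B, to 0.152 CPM. Of the 55487 genes in the count table, 55141 were matched by their Ensembl identifier to GENCODE M21, which gave the symbols and the coordinates on the mouse build GRCm38. Counts were scaled by edgeR's TMM method, genes of low count were removed with filterByExpr, and the 10199 genes left were tested with edgeR's quasi-likelihood test. A gene was taken as differentially expressed at an adjusted p of at most 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1, the thresholds of the paper's methods, and a positive log2 fold change is higher in ES-motor neurons. Means are CPM of the TMM-scaled libraries with their SD over n = 4 libraries. With 4 libraries against 4, an exact two-sided permutation test cannot give a p under 0.0286. For the CPM of single genes, such a test compares the means of log2(CPM + 1). Every ES-astrocyte library carries the second index primer S337 or S339 and every ES-motor neuron library S338 or S340, so that the index primer differs between the cell types in each comparison of them.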

We also compared the transcriptomes of the ES-derived cell types using a co-culture system of ES-motor neurons together with FSK-treated ES-astrocytes. 

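Principal components were computed for the 8 control libraries after DESeq2's rlog transformation, from the 500 genes of highest variance among those with a summed count over 1. The first component (PC1) held 46.2% of the variance, the second (PC2) 22.7% and the third 11.7%. ES-astrocytes lay at -47.2 to -31.9 on PC1 and ES-motor neurons at 30.2 to 51.4, so that the 4 libraries of each cell type did not overlap (exact two-sided permutation test of the difference in means, p = 0.0286, the smallest that 4 against 4 allow). *Arhgap36*, *Spock3* and *Mnx1* had the largest weights towards ES-motor neurons on PC1, and *Ednrb*, *Dcn* and *Cdca3* towards ES-astrocytes (genes chosen after their weights were seen). On PC2 the cell types were not separated (exact two-sided permutation test, p = 0.971). ES-astrocyte replicate A lay at -68.3 on PC2, away from the other 3 ES-astrocyte libraries at 7.98 to 29.8 and from the ES-motor neurons at -5.16 to 12.9. The choice of genes moved the share most: all 19506 genes with a summed count over 1 left 26.1% on PC1. PC2 then held 25.2%, nearly as much, and did not separate the cell types (exact two-sided permutation test, p = 0.4). Without ES-astrocyte replicate A the share of PC1 was 64.5%, and the cell types were separated on PC1 whichever of the 8 libraries was left out.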

Samples clustered depending on cell type origin, with cell type heterogeneity demonstrating 47% of transcriptomic variance **(**Fig. 1H**)**. 

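Genes of the Hoxa, Hoxb, Hoxc and Hoxd clusters encode transcription factors that are expressed in an order along the rostro-caudal axis, so that the combination of Hox genes in a cell reflects its level along the hindbrain and spinal cord. Of 39 Hox genes in the count table, 21 were detected in at least 1 of the 8 control libraries and 13 passed the filter on low counts. None of these 13 was differentially expressed by edgeR's quasi-likelihood test, although 4 had an unadjusted p under 0.05. All 13 had a negative log2 fold change, that is lower in ES-motor neurons, from -5.24 for *Hoxb8* to -0.025 for *Hoxd4*, whose sign changed with the processing. The smallest adjusted p was 0.0600 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for *Hoxb5* with a log2 fold change of -2.23. DESeq2, the tool that the paper's methods name, called 4 of 16 Hox genes (*Hoxa5*, *Hoxb5*, *Hoxb6* and *Hoxb8*), all lower in ES-motor neurons, and limma-voom with quality weights called 1 (*Hoxa5*). An edgeR fit of all 40 libraries called 5 (*Hoxa5*, *Hoxb4*, *Hoxb5*, *Hoxb6* and *Hoxc5*), and a stricter filter on low counts or an adjusted p of up to 0.1 called 1 (*Hoxb5*). Without ES-astrocyte replicate A, edgeR called 2, *Hoxb4* and *Hoxb5*, and with any other of the 8 control libraries left out it called none. The Hox genes other than the Hox 4 paralogs are named here after their values were seen.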

Rostro-caudal positional identity genes (*Hox*) were non-significant between the two cell-types, indicative of a common origin. Among these, all *n* = 4 of Hox 4 paralogs were found (*Hoxa4-Hoxd4*), thus delineating the cells’ brainstem/rostral spinal cord origin along the rostro-caudal axis [83–85]. 

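The Hox 4 paralogs are the genes at the fourth position of each Hox cluster, and each of them was counted in both cell types. *Hoxa4* (ENSMUSG00000000942, chromosome 6 from 52189671 to 52191753) had 27.6 ± 11.9 CPM (SD, n = 4) in ES-astrocytes and 13.8 ± 15.7 CPM in ES-motor neurons, with a log2 fold change of -0.96 (standard error 0.95, adjusted p = 0.845 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxb4* (ENSMUSG00000038692, chromosome 11 from 96318267 to 96321638) had 68.5 ± 52.3 CPM in ES-astrocytes and 17.0 ± 5.27 CPM in ES-motor neurons, a log2 fold change of -1.99 (standard error 0.71, adjusted p = 0.264 by edgeR). It was called lower in ES-motor neurons in an edgeR fit of all 40 libraries (adjusted p = 0.0488), without ES-astrocyte replicate A (adjusted p = 0.0382 by edgeR) and by DESeq2 with all 40 libraries in one fit, a setting chosen after seeing the data, with adjusted p-values of 0.0132 to 0.625 over all alternatives and single libraries left out. *Hoxc4* (ENSMUSG00000075394, chromosome 15 from 103018934 to 103036852) was detected in 3 of 4 ES-motor neuron libraries, at a mean of 8.64 ± 6.26 CPM, and in 4 of 4 ES-astrocyte libraries, at 26.8 ± 10.9 CPM. Its log2 fold change was -1.54 (standard error 0.93, adjusted p = 0.653 by edgeR). *Hoxd4* (ENSMUSG00000101174, chromosome 2 from 74711929 to 74729160) was detected in 3 of 4 libraries of either cell type, at 3.42 ± 4.90 CPM in ES-astrocytes and 3.47 ± 2.37 CPM in ES-motor neurons. The log2 fold change of *Hoxd4* was -0.025 (standard error 1.70, adjusted p = 0.999 by edgeR), and its sign was not stable. It turned positive with limma-voom (2.64), without the filter (0.077) and in a fit of all 40 libraries (0.0070), and without ES-astrocyte replicate A (1.75) or D (0.087) or ES-motor neuron replicate C (0.17) or D (0.64). On GRCm38, *Hoxa4* and *Hoxd4* overlap transcripts of their neighbours *Hoxa3* and *Hoxd3* on the same strand, so that reads of these genes could have been split in the counting.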

Gene expression was similar with regard to genes encoding Slit1 (*Slit1)* and Reelin (*Reln*) [86]. 

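*Slit1* (ENSMUSG00000025020, chromosome 19 from 41600257 to 41743665), which encodes an axon guidance protein, had 45 counts in 3 of 4 ES-astrocyte libraries and 21 counts in 2 of 4 ES-motor neuron libraries, or 1.31 ± 1.77 against 1.22 ± 1.85 CPM (SD, n = 4). *Reln* (ENSMUSG00000042453, chromosome 5 from 21884454 to 22344702), which encodes the extracellular protein reelin, had 151 counts in 3 of 4 ES-astrocyte libraries (5.49 ± 8.09 CPM) and none in ES-motor neurons. In counts summed over each group and scaled by library size, with a floor of 3 counts over the 4 ES-motor neuron libraries, *Reln* was at least 39.7-fold lower in ES-motor neurons. That bound rests mostly on ES-motor neuron replicate B, which held 19717324 counts, against 240859 to 2383502 in the other replicates. Both genes fell below the filter on low counts and were compared by their CPM, with a p of 0.83 for *Slit1* and 0.143 for *Reln* (exact two-sided permutation test, n = 4 against 4). DESeq2, which kept both, gave adjusted p-values of 0.927 for *Slit1* (log2 fold change -0.90) and 0.299 for *Reln*, and over the alternatives that kept them these lay at 0.914 to 0.978 and 0.203 to 0.403.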

The ES-astrocyte positional identity in the ventral domain of the brainstem/rostral spinal cord could be verified through the ES-astrocytic upregulation of *Pax6*, and even more importantly *Nkx6.1* [85, 86], as the latter has been shown to be brainstem astrocyte-specific [85]. 

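*Pax6* (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364) and *Nkx6-1*, the gene written Nkx6.1 in the paper (ENSMUSG00000035187, chromosome 5 from 101658139 to 101664996), encode homeodomain transcription factors that pattern the ventral neural tube. *Pax6* had 21.1 ± 7.34 CPM (SD, n = 4) in ES-astrocytes and 1.09 ± 1.88 CPM in ES-motor neurons, where it was detected in 2 of 4 libraries. Its log2 fold change was -3.87, that is lower in ES-motor neurons (standard error 1.34, adjusted p = 0.243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 (adjusted p = 0.0163) and limma-voom (adjusted p = 0.0208) called it, and over all alternatives and single libraries left out the adjusted p was 0.0163 to 0.477. *Nkx6-1* had 149.9 ± 50.2 CPM in ES-astrocytes and 42.1 ± 13.7 CPM in ES-motor neurons, a log2 fold change of -1.85 (standard error 0.44, adjusted p = 0.0514 by edgeR, on the other side of the threshold by a small margin). It was called by DESeq2 (adjusted p = 0.00110), limma-voom (0.0429), an edgeR fit of all 40 libraries (0.0151), a stricter filter on low counts (0.0438), edgeR without robust dispersion (0.0489) and at an adjusted p of up to 0.1, without ES-astrocyte replicate A (adjusted p = 0.0329 by edgeR), and by DESeq2 with all 40 libraries in one fit, a setting chosen after seeing the data. The range of its adjusted p over the alternatives and single libraries left out was 0.00105 to 0.221. Of either gene, each ES-astrocyte library had a higher CPM than each ES-motor neuron library (exact two-sided permutation test, p = 0.0286 for both). The gene *Pax6os1* lies antisense to *Pax6*, and the counting is not stated to use the strand.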

In line with this, control data of stem cells from the subventricular zone did not express *Nkx6.1*. 

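Between the control ES-motor neurons and the control ES-astrocytes, edgeR's quasi-likelihood test called 228 of 10199 genes, 58 higher and 170 lower in ES-motor neurons (1084 had an unadjusted p under 0.05). The groups did not overlap in CPM for 1100 genes, or 10.8% of those tested, against 2.86% by chance for 4 against 4, and for 225 of the 228 called genes. DESeq2 called 771 (281 higher and 490 lower), among them 227 of the 228. With the replicate letter as a block in the fit, edgeR called 41 of the 228, and neither *Aurkb* nor *Cenpe*. The deviations of same-letter libraries from their group means did not correlate (-0.14 to 0.069). Whether libraries of the same letter come from a shared co-culture is not stated, so that a pairing by design stays open. Each single library left out also moved the number of calls by more than 1.5 times. Without ES-astrocyte replicate A the number was 401, without B 125, without C 132 and without D 134, and without ES-motor neuron replicate A it was 101, without B 72, without C 81 and without D 86. The largest fitted changes among called genes without overlap were those of *Dcn*, *Ednrb*, *Mfap3l*, *Aurkb* and *Cenpe*. *Dcn* (ENSMUSG00000019929, chromosome 10 from 97479609 to 97518143), which encodes the matrix proteoglycan decorin, had 11655 counts in ES-astrocytes and none in ES-motor neurons, at least 3064-fold lower against 3 counts over the group (adjusted p = 0.00554 by edgeR). *Ednrb* (ENSMUSG00000022122, chromosome 14 from 103814625 to 103844402), which encodes the endothelin receptor type B, had 20755 counts in ES-astrocytes and 2 in ES-motor neurons, a ratio of 8185 in scaled counts (95% Clopper-Pearson interval 2265 to 67587, adjusted p = 0.00318 by edgeR). In ES-motor neuron replicate C, a shallow library, *Ednrb* stood at 3.91 CPM. *Mfap3l* (ENSMUSG00000031647, chromosome 8 from 60632827 to 60676729) had 1429 counts in ES-motor neurons and none in ES-astrocytes, at least 604-fold higher. *Aurkb* (ENSMUSG00000020897, chromosome 11 from 69045647 to 69051664) and *Cenpe* (ENSMUSG00000045328, chromosome 3 from 135212537 to 135273611), genes of mitosis, had no counts in ES-motor neurons and were at least 543-fold and 612-fold lower there. The folds of *Dcn*, *Ednrb*, *Aurkb* and *Cenpe*, taken from summed counts, rest mostly on ES-motor neuron replicate B. It held 19717324 counts, against 240859 to 2383502 in the other control ES-motor neuron libraries.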

As expected, a multitude of additional genes were differentially expressed between the two cell types **(**Fig. 1I**)**. 

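*Nefl* (ENSMUSG00000022055, chromosome 14 from 68083863 to 68089095), the gene of the light chain of neurofilaments, the intermediate filaments of axons, had 1833 ± 429.7 CPM (SD, n = 4) in ES-motor neurons and 123 ± 12.7 CPM in ES-astrocytes. Its log2 fold change was 3.89 (standard error 0.41, adjusted p = 0.000863 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called under each alternative tried. All 4 ES-motor neuron libraries, at 1480.3 to 2437 CPM, lay above all 4 ES-astrocyte libraries, at 110.3 to 136 CPM. Leaving out ES-motor neuron replicate C, the shallowest control library, moved the log2 fold change most, to 4.09.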

Neuronal cell identity was confirmed through the upregulation of *Nefl*, encoding the neuronal protein neurofilament light [87, 88] (log_2_ fold change 3.9, p_adjusted_ < 0.001). ES-motor neuron identity could be confirmed through the upregulation of *Mnx1*, encoding Hb9 [89] (log_2_ fold change 7, p_adjusted_ < 0.001), but also other motor neuron-specific markers such as *Isl1* [90]. 

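*Mnx1* (ENSMUSG00000001566, chromosome 5 from 29473034 to 29478470) had 1116 ± 573 CPM (SD, n = 4) in ES-motor neurons. In ES-astrocytes it was detected in 3 of 4 libraries at 5.83 ± 9.76 CPM, with the highest value, 20.3 CPM, in replicate A. Its log2 fold change was 7.50 (standard error 1.39, adjusted p = 0.0176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without ES-astrocyte replicate B (adjusted p = 0.0525 by edgeR), without ES-motor neuron replicate B (0.0514) and without ES-motor neuron replicate C (0.0573), which is also the 1 control library under 20% of the median total of all libraries, while other alternatives gave adjusted p-values down to 2.55e-09. With each library left out in turn the log2 fold change stayed between 7.12 and 9.79. *Isl1* (ENSMUSG00000042258, chromosome 13 from 116298281 to 116309689), a LIM homeobox gene of motor neurons, had 300.4 ± 135 CPM in ES-motor neurons and 30.2 ± 21.6 CPM in ES-astrocytes, where all 4 libraries held counts. The log2 fold change of *Isl1* was 3.30 (standard error 0.60, adjusted p = 0.0160 by edgeR). This call was lost without ES-motor neuron replicate A (adjusted p = 0.0548 by edgeR) and without ES-motor neuron replicate C (0.0559), at log2 fold changes of 3.03 and 3.49. It was also lost with the replicate letter as a block in the fit (adjusted p = 0.0876 by edgeR).

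**Figure D1:**
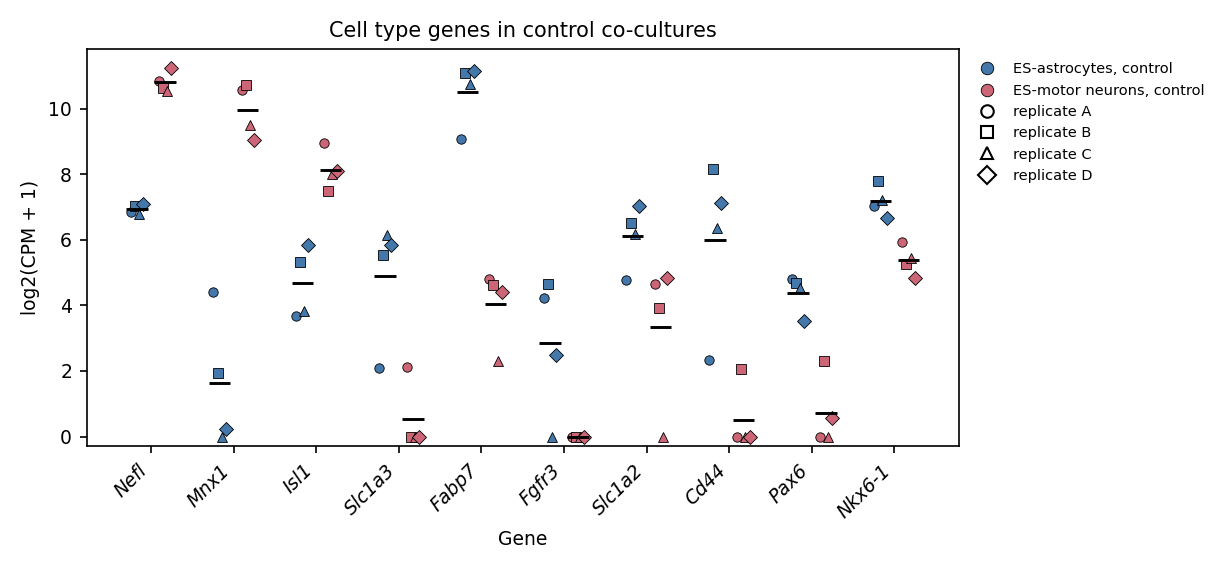
Expression, as log2(CPM + 1), of the genes named for the cell types in the 4 control ES-astrocyte (blue) and the 4 control ES-motor neuron libraries (red), with 1 point per library, a marker shape per replicate letter and a line at the mean of the 4 points. Points of *Nefl*, *Mnx1*, *Isl1*, *Fabp7*, *Cd44*, *Pax6* and *Nkx6-1* do not overlap between the cell types, while points at 0 are libraries without a count.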

We compared the differentially expressed genes with the pivotal microarray data of astrocyte-enriched genes by Cahoy and colleagues [91]. 

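*Slc1a3*, *Fabp7* and *Fgfr3* encode a glutamate transporter, a brain fatty acid binding protein and a fibroblast growth factor receptor of radial glia and astrocytes. *Slc1a3* (ENSMUSG00000005360, chromosome 15 from 8634124 to 8710764) had 43.8 ± 28.9 CPM (SD, n = 4) in ES-astrocytes and 4 counts in 1 of 4 ES-motor neuron libraries (0.838 ± 1.68 CPM). Its log2 fold change was -5.92, lower in ES-motor neurons (standard error 1.74, adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped (exact two-sided permutation test of the CPM, p = 0.0571). It was called by DESeq2 (adjusted p = 0.00783), limma-voom (0.0227), an edgeR fit of all 40 libraries (0.0419), without ES-astrocyte replicate A (0.0375 by edgeR) and by DESeq2 with all 40 libraries in one fit, in a range of 0.00342 to 0.40 over the alternatives and single libraries left out. *Fabp7* (ENSMUSG00000019874, chromosome 10 from 57784881 to 57788450) had 1673 ± 798 CPM in ES-astrocytes and 18.7 ± 10.2 CPM in ES-motor neurons, a log2 fold change of -6.39 (standard error 0.68, adjusted p = 0.00109 by edgeR). None of the alternatives changed the call of *Fabp7*. *Fgfr3* (ENSMUSG00000054252, chromosome 5 from 33721674 to 33737068) had 488 counts in 3 of 4 ES-astrocyte libraries (11.7 ± 11.3 CPM) and none in ES-motor neurons, at least 128-fold lower against 3 counts over the group. The bound rests mostly on ES-motor neuron replicate B, with 19717324 counts, against 240859 to 2383502 in the other replicates. *Fgfr3* fell below the filter on low counts, and the difference in mean log2(CPM + 1) did not pass an exact two-sided permutation test (p = 0.143). DESeq2 kept and called it (adjusted p = 0.0335), and edgeR without the filter gave an adjusted p of 0.223 (range 0.0335 to 0.412 over the alternatives and single libraries left out that kept it).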

We found upregulation of numerous canonical astrocytic genes, such as the early expressed *Slc1a3* (encoding glutamate aspartate transporter [GLAST]), *Fabp7*, and *Fgfr3* [80]. We also found enrichment of mature astrocytic genes, among else *Slc1a2* (encoding GLT-1) [81], and *Cd44* [79]. 

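*Slc1a2* (ENSMUSG00000005089, chromosome 2 from 102658659 to 102790784) had 79.7 ± 42.9 CPM (SD, n = 4) in ES-astrocytes and 16.5 ± 12.4 CPM in ES-motor neurons, a log2 fold change of -2.19 (standard error 0.77, adjusted p = 0.262 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called by DESeq2 (log2 fold change -2.18, adjusted p = 0.0395) and limma-voom (-2.64, adjusted p = 0.0490), with adjusted p-values of 0.0395 to 0.523 over the alternatives and single libraries left out. The gene *Gm13872* lies antisense to *Slc1a2*. *Cd44* (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665), which encodes a receptor for hyaluronan, had 127 ± 119 CPM in ES-astrocytes and 65 counts in 1 of 4 ES-motor neuron libraries, replicate B (0.791 ± 1.58 CPM). Its log2 fold change was -6.46 (standard error 1.36, adjusted p = 0.0321 by edgeR). The call of *Cd44* was lost without ES-astrocyte replicate B (adjusted p = 0.0867 by edgeR), C (0.0614) or D (0.0625) and without ES-motor neuron replicate A (0.117), B (0.0668), C (0.141) or D (0.116). Without ES-motor neuron replicate B, the 1 with counts, its fitted log2 fold change was -12.27, a value that depends on the prior count.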

We thus generated ES-astrocytes with positional identity in the ventral part of the caudal brainstem, that were highly astrocyte-like, with regard to both transcriptomic and surface antigenic features. 

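Of a hand-written list of 16 astrocyte genes, 6 passed the filter on low counts between the control cell types, 5 of them lower and 1 higher in ES-motor neurons (median log2 fold change -3.32). Over all genes tested 1 of the 6 was differentially expressed by edgeR (*Fabp7*), and adjusted over the list alone 4 were lower (*Clu*, *Fabp7*, *Slc1a2* and *Slc1a3*) and 1 higher (*Sox9*, named after its value was seen). As a set they were lower in ES-motor neurons (fry adjusted p = 0.00511, over 13 lists). *Gfap*, whose protein was stained in these cultures, had 1 count in ES-motor neurons and 0 in ES-astrocytes, and *Aqp4* had none in any of the 8 control libraries, so that at this depth their transcripts were not detectable in ES-astrocytes. From the absence of significant differences in Hox genes the paper reasons that the cell types share an origin, which it places in the brainstem or rostral spinal cord by the Hox 4 paralogs and in the ventral domain by *Pax6* and Nkx6.1. From the genes higher in ES-astrocytes, together with surface antigens, the paper concludes that the cells are highly astrocyte-like.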

We next sought to characterize these cells in the context of neuroinflammation.

### ES-astrocytes respond to neuroinflammation by activating a c-Jun N-terminal kinase-dependent pathway

An important role of astrocytes in vivo is their injury response, denoted *reactive astrogliosis* [92]. It was recently shown that a neurotoxic astrogliotic subtype was elicited via the cytokines IL-1α, TNF-α, and C1Q [17]. IL-1α and TNF-α both activate the c-Jun N-terminal kinase (JNK) pathway [93–95], a three-tiered mitogen-activated protein kinase pathway (MAPK) [95] ultimately converging on the MAPK protein JNK. This leads to the phosphorylation of c-Jun at either the Serine site 63 or 73 (P–c-Jun). P–c-Jun forms a homo- or heterodimer, denoted AP-1, that initiates a plethora of downstream transcriptional activities [95–97]. The JNK-AP-1 pathway, albeit versatile in function, is broadly implicated in glial cells in response to inflammation [98], and specifically in astrogliosis [99]. C1Q, in contrast, has been hypothesized to signal through the Multiple EGF-like domains 10 receptor on astrocytes [100]. In non-mammals, the equivalent receptor is known as Draper. As Draper is a downstream target for AP-1 [101] rather than an upstream inducer of the JNK pathway, we decided to assess IL-1α and TNF-α-induced astrocyte activation together while omitting C1Q-induced astrocyte activation. We thus induced astrogliosis in our ES-derived astrocyte-like cells using IL-1α together with TNF-α and evaluated P–c-Jun at serine site 63 and/or 73 **(**Fig. 2A**)**. Already at 2 h following cytokine stimulation, P–c-Jun was increased in a subset of IL-1α and TNF-α treated cells compared with unstimulated cultures (Fig. 2B, C, F, *p* = 0.003). The mature astrocytic marker GLT-1 was stable across treatment groups (Fig. 2G, *p* = NS). When examining co-localization between GLT-1 and P–c-Jun, the treatment effect was still significant (Fig. 2H, *p* = 0.023), indicating that the treatment effect was not exclusive to residual glial progenitor cells. Interestingly, the cytokine-induced JNK-increase was sustained over time, and after 24 h of cytokine-exposure, P–c-Jun was still increased in cytokine-stimulated cells compared with control (Fig. 2D-E, I, *p* < 0.001), while GLT-1 was stable across treatment groups (Fig. 2J, *p* = NS). Co-localization between P–c-Jun and GLT-1 was less clear in this group (Fig. 2K, *p* = NS). Of note, GFAP was not a good marker of astrogliosis at either time-point (Fig. 2B, D, Supplementary Fig. 1A-B). Taken together, this indicates that the mouse ES-astrocytes shared similarities with *bona fide* astrocytes with regard to transcriptome, surface antigens, and hallmark functional features [78–81, 86, 91, 92].

**Fig. 2:**
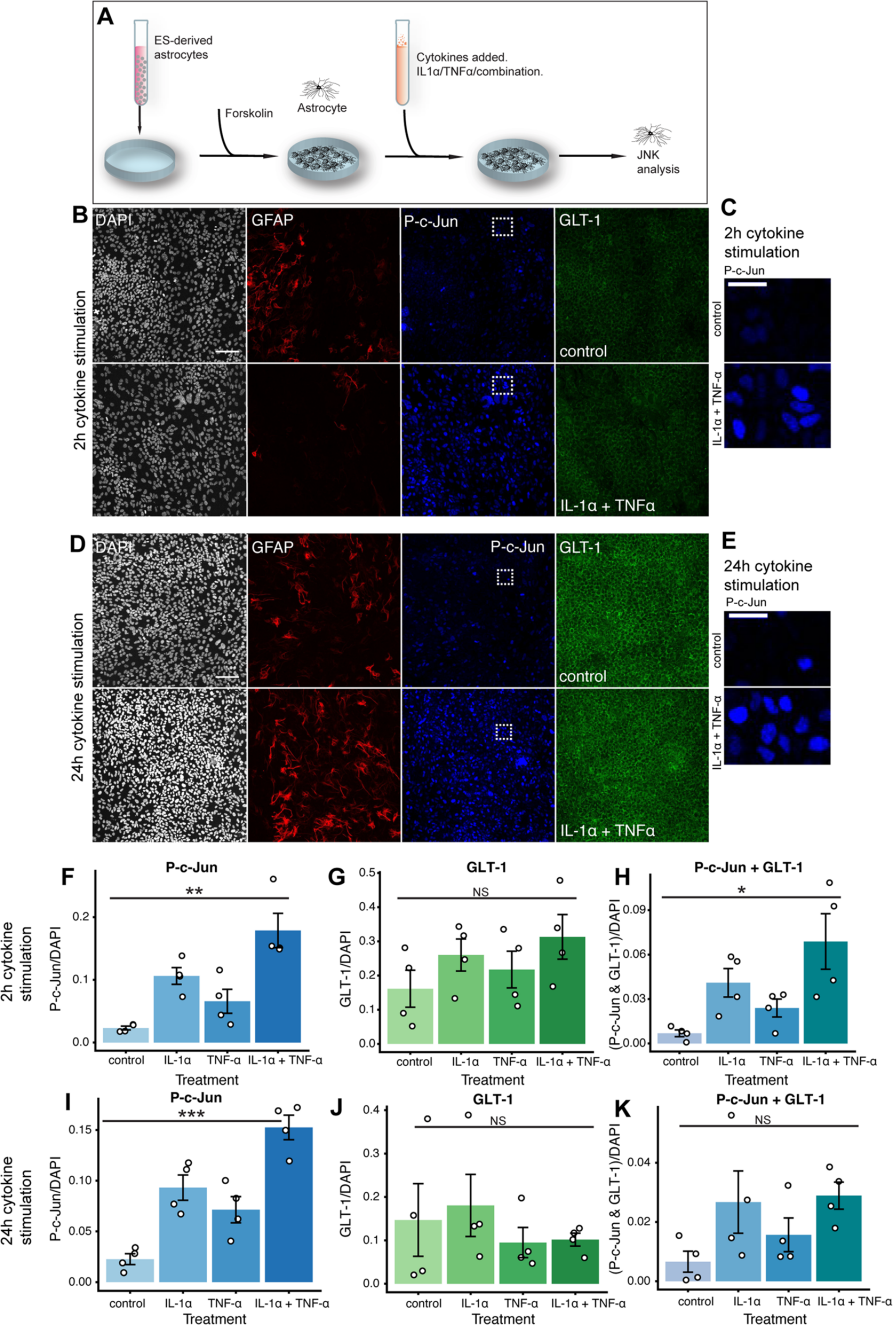
Embryonic stem cell-derived astrocytes undergo activation in response to a neuroinflammatory stimulus. We used the c-Jun N terminal kinase (JNK) pathway, a three-tiered mitogen-activated protein kinase pathway (MAPK) [95], to evaluate neuroinflammatory stimulation of ES-derived astrocyte-like cells by assessing the phosphorylation of c-Jun at either the Serine site 63 or 73. We exposed our cells to cytokines and then evaluated the JNK pathway (**A**) after both 2 h following cytokine stimulation (**B**, **C**), and 24 h after cytokine stimulation (**D**, **E**). At 2 h, P–c-Jun was increased in treated groups (**F**), while GLT-1 expression was similar across treatment groups (**G**), indicative that the maturity state of the cells was not altered, and that the astrocyte-like cells were afflicted by this stimulus (**H**). Congruent findings were seen after 24 h of cytokine stimulation (**I**-**K**). Significance level: NS, non-significant; *, *p* ≤ 0.05; **, *p* ≤ 0.01, ***, *p* < 0.001. Abbreviations: ES, embryonic stem cells; GLT-1, glutamate transporter 1; IL-1α, interleukin 1α; JNK, c-Jun N-terminal kinase; MAPK, mitogen activated protein kinase; P–c-Jun, phosphorylated c-Jun; Ser, serine; TNF-α, tumor necrosis factor α. Scale bars: **B**, **D**: 100 μm; C, E: 25 μm

### Subventricular zone-astrocytes respond to neuroinflammation similarly to ES-astrocytes

We further validated the stem-cell approach by applying the ES-astrocyte culture protocol and assays on primary culture mouse SVZ-astrocytes (Supplementary Fig. 2A). We chose this cell type rather than other primary astrocyte subtypes since SVZ-astrocytes are neural stem cells in the adult animal that both exhibit glial features [102], and respond to inflammatory stimulus [103]. Similarly to the ES-astrocytes, SVZ-astrocytes exhibited a high extent of canonical astrocytic markers such as Nuclear factor 1A [104], vimentin [105], AQP4 [80], GLT-1 [81], and GFAP [78] (Supplementary Fig. 2B-D). Further, SVZ-astrocytes also responded by increasing P–c-Jun within the JNK pathway following neuroinflammatory stimulus (Supplementary Fig. 2E-F, *p* = 0.006). Importantly, the JNK pathway activation could be inferred to SVZ-astrocytes specifically by examining colocalization of P–c-Jun with canonical astrocytic markers such as GLT-1 (Supplementary Fig. 2G, *p* = 0.02). Taken together, ES-astrocytes shared similarities with SVZ-astrocytes. We deemed ES-astrocytes suitable for modeling astrobiological phenomena in vitro.

### Reactive ES-astrocytes may exert a contact-dependent neurotoxic effect on ES-motor neurons

The neurotoxic effect described for forebrain astrocytes stimulated with IL-1α, TNF-α, and C1Q [17] has also been described in hiPSC-astrocytes with a spinal identity [19]. In both studies, the astrocyte-mediated neurotoxic effect was evaluated using cortical neurons. Whether the neurotoxic effect of reactive astrocytes also apply to motor neurons in the brainstem/spinal cord is unclear. We tested this hypothesis by exposing ES-astrocytes to IL-1α and TNF-α for 24 h. Next, we plated FACS-sorted ES-motor neurons on top **(**Fig. 3A, B**)**. Interestingly, ES-motor neurons but not ES-interneurons died following co-cultivation (Fig. 3C,E-G, *p* = NS for β-III-tubulin, *p* = 0.0025 for Hb9∷eGFP, and *p* = 0.030 for β-III-tubulin + Hb9∷eGFP). Moreover, we found important differences in ES-motor neuron neurite metrics (Fig. 3D,H-L). ES-motor neurons had shorter neurites (Fig. 3H, *p* = 0.037), fewer neurites (Fig. 3I, *p* < 0.002), and fewer neurite branches (Fig. 3J, *p* = 0.042). Notably, fewer ES-motor neurons fulfilled viability criteria as measured per significant neurite growth (Fig. 3K, *p* = 0.015). ES-motor neurons also had a smaller cell body area (Fig. 3L, *p* = 0.002). In order to examine whether this effect was contact-dependent or paracrine in nature, we cultured ES-astrocytes and ES-motor neurons separately. After 24 h of ES-astrocyte cytokine exposure, conditioned media was transferred to the ES-motor neurons (Supplementary Fig. 3A). In general, very few cells survived this procedure, independent of treatment (Supplementary Fig. 3B). This indicates that the shear stress inferred from the FACS on the ES-motor neurons is severe, and that ES-motor neurons following FACS need trophic support from ES-astrocytes. Onwards, we therefore pursued contact-dependent assays. Importantly, we can conclude that ventral brainstem and/or rostroventral spinal ES-astrocytes have the potential to undergo a neurotoxic switch, causing decreased survival of neurons with the same regional identity.

**Fig. 3:**
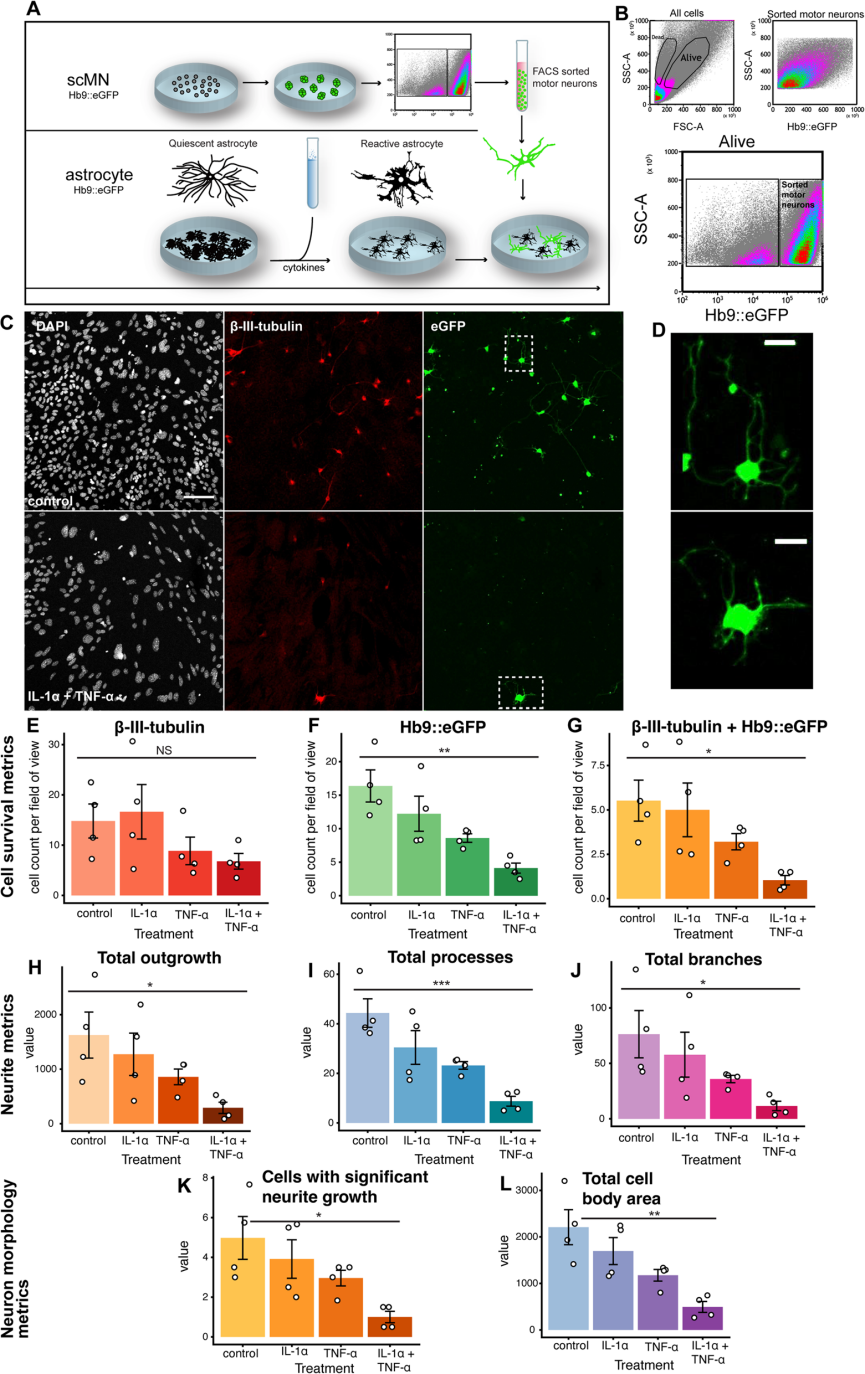
Co-culture system of astrocyte-mediated neurotoxicity. We cultured brainstem/spinal cord motor neurons and astrocytes from the same region in parallel (**A**). We plated FACS sorted motor neurons (**B**) on top of cytokine stimulated reactive astrocytes (**A**). Following co-culture, motor neuron survival decreased distinctly when motor neurons were cultured on top of reactive compared with quiescent astrocytes (**C**, **D**). Whereas there was a trend for decreased overall neuronal survival (**E**), motor neurons significantly decreased (**F**-**G**). Moreover, among surviving and dying motor neurons, both neurite (**H**-**J**), and neuron morphology (**K**-**L**), altered. Significance level: NS, non-significant; *, *p* ≤ 0.05; **, *p* ≤ 0.01, ***, *p* < 0.001. Abbreviations: DAPI, 4’,6-diamidino-2-phenylindole dihydrochloride; FACS, fluorescence activated cell sorting; GFP, green fluorescent protein; Hb9, homeobox Hb9; IL-1α, interleukin 1α; MN, motor neuron; sc, spinal cord/brainstem; SSC-A, side scatter; TNF-α, tumor necrosis factor α. Scale bars: **C**, 100 μm, **D**, 25 μm

### Trauma-relevant neuroinflammatory stimuli induce a neurotoxic potential in ES-astrocytes

We recently described proteins associated with blood–brain barrier integrity, long-term functional outcome, and neuroinflammation in the cerebrospinal fluid and blood proteome following severe human TBI [33]. From these, we selected the innate immunity proteins complement components C1Q, C5, IL-1β, IL-6, and TGF-β2 [33]. We used these as inducing cytokines in the contact-dependent co-culture system **(**Fig. 4A, Supplementary Fig. 4) to study if these proteins were implicated in ES-astrocyte-mediated ES-motor neuron death. The cytokines IL-1β and IL-6 are core neuroinflammatory mediators following both experimental and clinical TBI [106] and as some authors suggest they are inter-dependent [107], we assessed them jointly in our set-up. In a similar line of reasoning, we also combined the complement components C1q and C5 (Fig. 4B, C, Supplementary Fig. 4) together. Among all neuroinflammatory groups, JNK pathway upregulation measured using P–c-Jun was highest in IL-1β and IL-6 treated cells (Fig. 4B, *p*=  0.035). Among these cells, the ES-derived astrocyte-like cells also conferred neurotoxicity (Fig. 4A, C *p*= 0.038). Importantly, this demonstrates that our ES-derived co-culture system of brainstem astrocyte-like cells and motor neurons can be used to model astrocyte-mediated neurotoxic effects using clinically relevant neuroinflammatory stimuli.

**Fig. 4:**
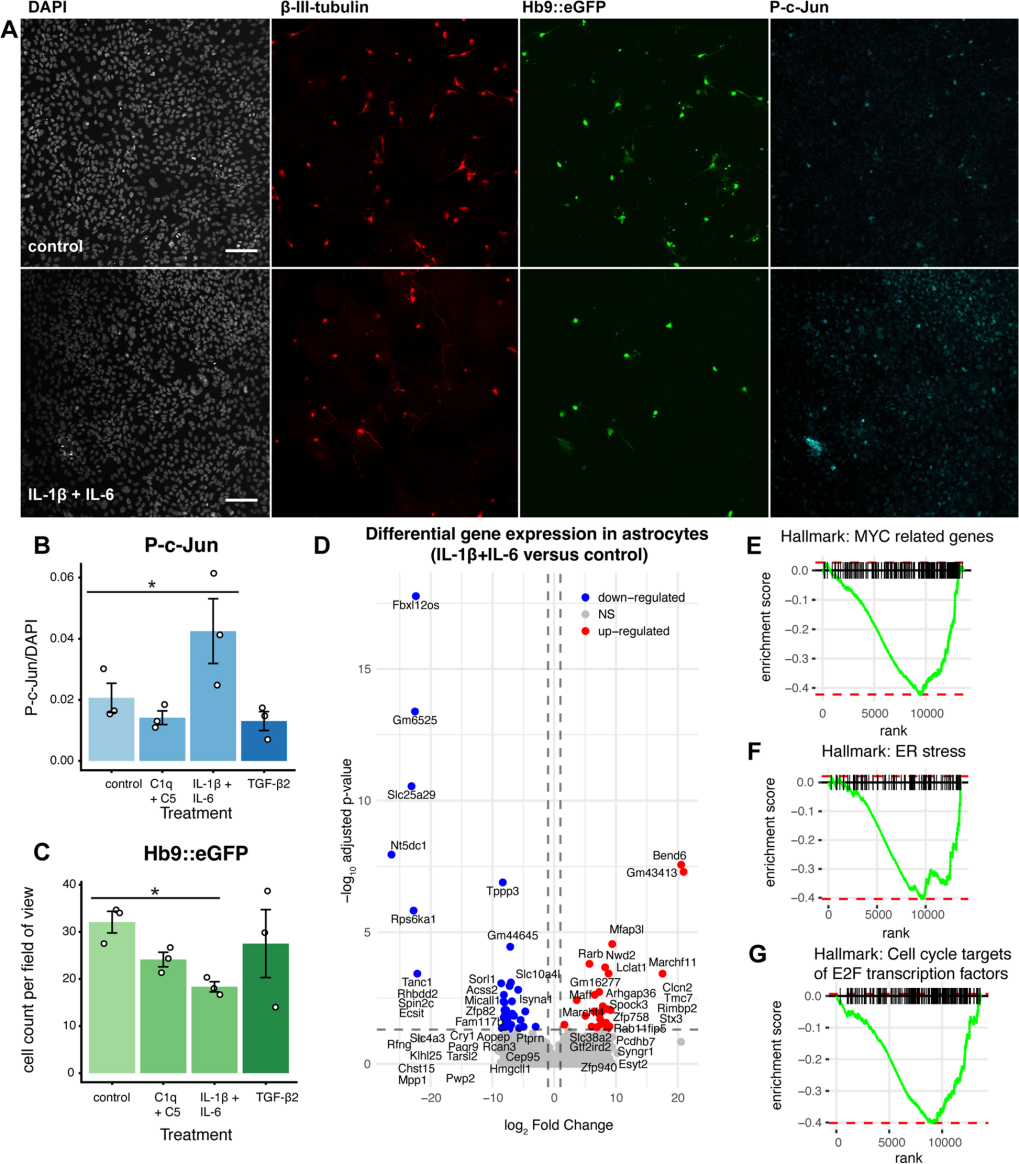
Translational relevance of the neurotoxic mechanism and hypothesis-generating mechanistic explanations. Contact-dependent experiments were pursued by co-culturing reactive ES-derived astrocytes stimulated with a panel of clinically relevant neuroinflammatory factors together with motor neurons (**A**). Following astrogliosis induced by IL-1β and IL-6, we saw the largest P–c-Jun upregulation (**B**), and a concordant astrocyte-mediated neurotoxic effect on motor neurons (**C**). Hypothesis-generating polyA + bulk-RNA-sequencing of FACS-sorted reactive astrocytes (**D**) demonstrated some tentative pathways possibly implicated in this (**E**–**G**), of which some are also implicated in the c-jun N terminal kinase pathway [95] (**E**). Significance level: NS, non-significant; *, *p* ≤ 0.05. Abbreviations: DAPI, 4’,6-diamidino-2-phenylindole dihydrochloride; ER, endoplasmic reticulum; eGFP, enhanced green fluorescent protein; Hb9, homeobox Hb9; IL-1α; IL-1β, interleukin 1β; IL-6, interleukin 6; P–c-Jun, phosphorylated c-Jun; TNF-α, tumor necrosis factor α. Scale bars: 100 μm

The data presented implicates a JNK-dependent pathway as a downstream mediator for astrogliosis. However, other pathways could also be implicated in mediation of the ES-astrocyte-induced neurotoxic effect. To explore this, we undertook hypothesis-generating polyA + RNA sequencing of ES-astrocytes and ES-motor neurons following co-culture. 

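For this experiment, ES-astrocytes were kept for 24 h with a control medium or 1 of 4 stimuli, ES-motor neurons were added onto them, and about 200 cells of each type were sorted for each sample. The stimuli were IL-1α at 3 ng/ml with TNF-α at 30 ng/ml, the complement component C1Q at 400 ng/ml with C5 at 500 ng/ml, IL-1β at 5 ng/ml with IL-6 at 10 ng/ml, and TGF-β2 at 5 ng/ml. With n = 4 biological replicates for each stimulus and cell type this gave 40 libraries, each unique in its counts. ES-astrocyte libraries held 2848750 to 13384392 (median 7167111.5) counts with the control medium, 2019196 to 14831839 (median 2332352.5) with IL-1α and TNF-α, 1510823 to 10158932 (median 3358157) with C1Q and C5, 2141079 to 16054290 (median 4994346.5) with IL-1β and IL-6, and 2787407 to 10099902 (median 4413882.5) with TGF-β2. ES-motor neuron libraries varied more and held 112775 to 445874 (median 208946.5) counts with IL-1α and TNF-α, 6557 to 3285492 (median 1280545) with C1Q and C5, 80315 to 14329617 (median 3089956.5) with IL-1β and IL-6, and 283205 to 12606121 (median 1509328) with TGF-β2. Over all libraries the median was 2459460.5, and 9 libraries, all of ES-motor neurons, held less than 20% of it. Each stimulus was compared with the control of the same cell type by the test used between the cell types, with the 4 libraries of each group alone in the fit, and a positive log2 fold change is higher with the stimulus. The authors' sample sheet gives plate index 1 of each replicate for the control and IL-1α with TNF-α and plate index 2 for the other 3 stimuli. Within a comparison of these 3 with the control, the plate and the stimulus therefore cannot be told apart. Within each group 2 libraries carry either second index primer. The primer went with depth, at a median total of 2661413 for S337 against 8283591 for S339 in ES-astrocytes. In ES-motor neurons the median total was 262032 for S338 against 2834497 for S340.

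**Figure D2:**
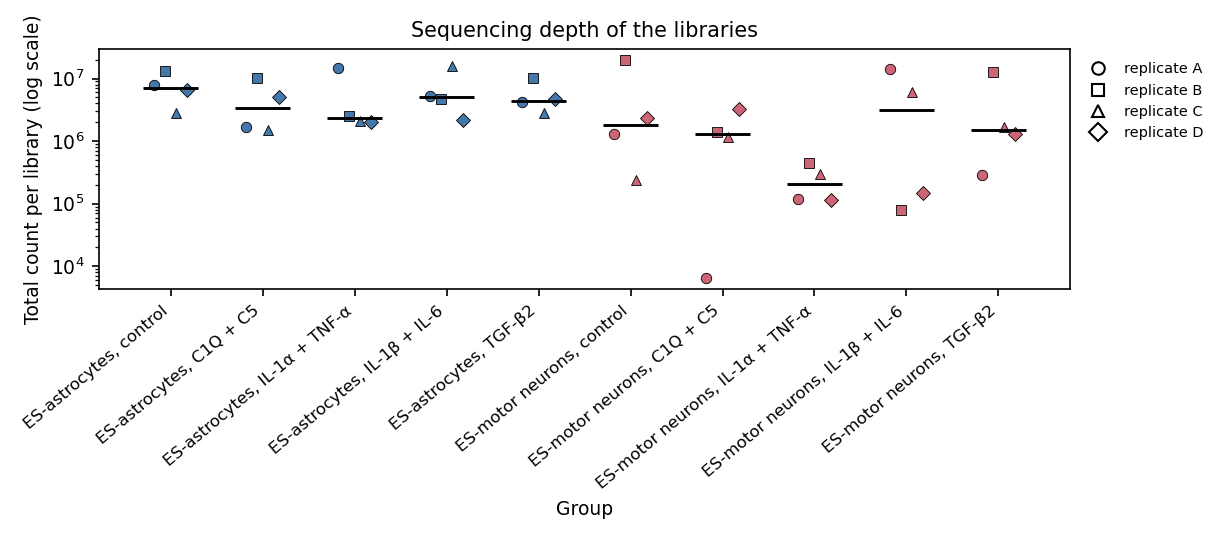
Total counts on genes of each of the 40 libraries, on a logarithmic axis, by stimulus in ES-astrocytes (blue) and ES-motor neurons (red), with 1 point per library, a marker shape per replicate letter and a line at the median of the group. ES-astrocyte libraries lie between 1510823 and 16054290 counts and ES-motor neuron libraries between 6557 and 19717324.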

We explored expression differences between IL-1β and IL-6 treated ES- astrocytes compared with control-treated ES-astrocytes (*n* = 4 biological replicates per treatment group). Among 64 differentially expressed genes **(**Fig. 4D**)**, tentative pathways of future interest for exploration pertained to MYC-regulated genes (normalized enrichment score [NES] -1.76, p_adjusted_ = 0.017), cell cycle mechanisms (NES-1.67, p_adjusted_ = 0.017), and endoplasmic reticulum-stress (NES -1.56, p_adjusted_ = 0.038) **(**Fig. 4E-G**)**. 

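In ES-astrocytes with IL-1β and IL-6 against control ES-astrocytes, edgeR's quasi-likelihood test called none of 10240 genes, with 119 at an unadjusted p under 0.05, and none with any 1 of the 8 libraries left out or with the second index primer as a covariate, a fit added after the totals per primer were seen. Limma-voom with quality weights also called 0 (494 at an unadjusted p under 0.05). DESeq2 called 56 (27 higher and 29 lower), and the number moved most, to 105 (39 higher and 66 lower), with DESeq2 and the second index primer as a covariate, a fit added after the number called between the primers was seen. Groups did not overlap in CPM for 186 of the genes tested, or 1.82%, where chance gives 2.86%. Of the 56 genes called by DESeq2, 25 passed the filter used for edgeR, 41 had groups that did not overlap and 21 had no counts in 1 of the groups. An edgeR fit of all 40 libraries called 2 genes, *Tppp3* and *Gm44645*, both lower with IL-1β and IL-6, the second of them named after its values were seen. DESeq2 with all 40 libraries in one fit, chosen after seeing the data, called 68 (28 higher and 40 lower), of which 17 were among the 56.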

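The 8 genes whose labels stand highest in Fig. 4D all fell below the filter on low counts. *Gm6525* (236 counts), *Slc25a29* (437), *Nt5dc1* (463) and *Rps6ka1* (289) were counted in 1 control library and in no library with IL-1β and IL-6, and *Bend6* (150) and *Gm43413* (292) in 1 library with IL-1β and IL-6 and in no control. *Fbxl12os* had 161 counts in 3 of 4 controls and none with IL-1β and IL-6. *Tppp3* (ENSMUSG00000014846, chromosome 8 from 105467493 to 105471526), which encodes a tubulin polymerization promoting protein, had 1129 counts in 4 of 4 controls and 2 with IL-1β and IL-6, a ratio of 467 in scaled counts (95% Clopper-Pearson interval 129 to 3863). Control replicate A, at 97.4 CPM, stood apart from the other controls and held most of these counts. The size of the ratio therefore rests mostly on that library, which the interval does not cover. With the 8 libraries of the comparison DESeq2 called *Tppp3* (adjusted p = 0.00265), not *Fbxl12os* (adjusted p = 0.356), and gave no adjusted p for the other 6. With the primer as a covariate it called 6 of the 8, all but *Fbxl12os* and *Bend6*.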

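The Hallmark gene sets of the paper were not used here. In their place stood 5 Reactome sets and 3 hand-written lists, of MYC targets, of E2F targets, which act in the cell cycle, and of endoplasmic reticulum (ER) stress genes, ranked by the unshrunken log2 fold change of the edgeR fit and tested with fgsea. A negative NES means that the genes of a set lie towards lower expression with IL-1β and IL-6. The NES was -1.64 (adjusted p = 0.0131) for the 94 genes of DNA Replication, -1.30 (adjusted p = 0.0370) for the 415 of Cell Cycle, -1.55 (adjusted p = 0.0426) for E2F-mediated regulation of DNA replication and -1.65 (adjusted p = 0.0322) for the list of E2F targets, all by fgsea with Benjamini-Hochberg adjustment over the 8 sets. The remaining 4 sets did not pass an adjusted p of 0.05 in fgsea, at -1.52 (adjusted p = 0.0710) for G1/S-specific transcription, -1.35 (adjusted p = 0.131) for MYC targets, -0.996 (adjusted p = 0.479) for ER stress and 1.23 (adjusted p = 0.244) for the unfolded protein response. Fgsea takes genes as independent. By fry and by camera with an estimated correlation between genes, none of the 8 sets passed, with smallest adjusted p-values of 0.114 and 0.116. Ranked by the signed square root of F, fgsea placed 6 of 8 past the threshold, MYC targets among them with an NES of -1.96 (adjusted p = 0.000561), and 0 with no filter on low counts. Past the threshold were 0 sets without control replicate A, 5 without B, 0 without C and 2 without D, and 0, 1, 0 and 0 without IL-1β and IL-6 replicates A, B, C and D. Without control replicate B, 4 of the 5 sets lay towards lower expression, Cell Cycle not among them, and the unfolded protein response lay towards higher expression, with an NES of 1.74 (adjusted p = 0.0167) by fgsea.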

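*Mthfd2*, *Ccl2*, *Tubb2a*, *Cdkn1a*, *Gins1*, *Prdx4* and *Ppia* were each compared between ES-astrocytes with IL-1β and IL-6 and control ES-astrocytes (SD, n = 4 each). *Mthfd2* (ENSMUSG00000005667, chromosome 6 from 83305691 to 83325908), an enzyme of mitochondrial folate metabolism, had 12.7 ± 13.4 CPM against 60.8 ± 69.1 CPM in the controls, a log2 fold change of -2.28 (standard error 1.12). *Ccl2* (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453), a chemokine, had no counts with IL-1β and IL-6 and 65 counts in 2 of 4 controls, at least 17.9-fold lower against 3 counts over the group (exact two-sided permutation test of the CPM, p = 0.429). *Tubb2a* (ENSMUSG00000058672, chromosome 13 from 34074274 to 34078007), a β-tubulin, had 18.8 ± 9.07 CPM against 25.1 ± 27.6 CPM. Its log2 fold change of -0.44 (standard error 0.95) turned positive without control replicate A (0.73) and with limma-voom (0.27). *Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727), an inhibitor of cyclin-dependent kinases, had 52.0 ± 32.5 CPM against 92.7 ± 52.0 CPM in the controls, a log2 fold change of -0.85 (standard error 0.55). *Gins1* (ENSMUSG00000027454, chromosome 2 from 150905400 to 150931280), of the replication fork, had 108 ± 31.9 CPM against 127 ± 40.4 CPM in the controls, a log2 fold change of -0.23 (standard error 0.39). *Prdx4* (ENSMUSG00000025289, chromosome X from 155323918 to 155340754), a peroxiredoxin of the ER, had 143 ± 95.9 CPM against 208 ± 102 CPM in the controls, a log2 fold change of -0.55 (standard error 0.54). *Ppia* (ENSMUSG00000071866, chromosome 11 from 6415443 to 6419817), the gene of cyclophilin A, had 479 ± 49.5 CPM against 577 ± 92.1 CPM in the controls, a log2 fold change of -0.28 (standard error 0.29). For the 6 genes tested, the adjusted p was 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the smallest exact p was 0.0857 (two-sided permutation test of the CPM). In control replicate A, *Mthfd2*, *Tubb2a*, *Cdkn1a* and *Ppia* lay far above the other 3 controls. With this library left out, the log2 fold change was -1.06 for *Mthfd2*, -0.36 for *Cdkn1a*, -0.13 for *Prdx4* and -0.15 for *Ppia*, the smallest changes of these genes with a single library left out. The largest were -3.15 for *Mthfd2*, -1.33 for *Cdkn1a* and -0.98 for *Prdx4*, each without IL-1β and IL-6 replicate B. For *Gins1* the log2 fold change ranged from -0.41 without control replicate A to -0.053 without IL-1β and IL-6 replicate A. *Tubb2a* and *Ppia* have closely related copies in the genome, with which the counting could have split reads.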

Within the leading edges of these respective gene sets, we found numerous genes recently implicated in a landmark study of astrocyte reactivity, among else *Mthfd2*, *Ccl2*, *Tubb2a*, *Cdkn1a, Gins1, Prdx4,* and *Ppia* [9], thus corroborating a neuroinflammation-induced astrogliosis. Moreover, leading edges also contained genes where the corresponding protein has been shown to be enriched following focal TBI, such as *Ranbp1*, *Hspa5, Prdx3, Vegfa*, and *LDHA* [33, 108]. 

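*Ranbp1* (ENSMUSG00000005732, chromosome 16 from 18239784 to 18248732), a regulator of nuclear transport, had 2354 ± 313 CPM against 2528 ± 499 CPM in the controls, a log2 fold change of -0.11 (standard error 0.34). Its sign turned without control replicate C (0.014), and it overlaps the gene *Gm49776* on the same strand. *Hspa5* (ENSMUSG00000026864, chromosome 2 from 34771970 to 34777547), the chaperone of the unfolded protein response, had 242 ± 91.1 CPM against 434 ± 207 CPM in the controls, a log2 fold change of -0.85 (standard error 0.42), and its CPM did not pass an exact two-sided permutation test (p = 0.0857). With single libraries left out, the log2 fold change of *Hspa5* ranged from -1.12 without IL-1β and IL-6 replicate C to -0.47 without control replicate A. *Prdx3* (ENSMUSG00000024997, chromosome 19 from 60864051 to 60874556), a mitochondrial peroxiredoxin, had 69.3 ± 34.8 CPM against 87.6 ± 9.55 CPM in the controls, a log2 fold change of -0.35 (standard error 0.45), which ranged from -0.59 without IL-1β and IL-6 replicate B to -0.14 without replicate A of the same group. *Vegfa* (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369), a growth factor of blood vessels, had 15 counts in 2 of 4 libraries with IL-1β and IL-6 and 83 counts in 2 of 4 controls, too few for the filter (exact two-sided permutation test of the CPM, p = 0.429). *Ldha* (ENSMUSG00000063229, chromosome 7 from 46841475 to 46855627), written LDHA in the paper and with processed pseudogenes in the annotation, had 27.2 ± 9.25 CPM against 76.2 ± 100.4 CPM in the controls, a log2 fold change of -1.51 (standard error 0.86). Without control replicate A, which had 226 CPM, the log2 fold change of *Ldha* was 0.043. None of *Ranbp1*, *Hspa5*, *Prdx3* and *Ldha* was differentially expressed by edgeR's quasi-likelihood test. Over the 14 leading-edge genes that the paper names, the 12 that passed the filter all had negative log2 fold changes, and as a list they did not pass fry (down, p = 0.0978). The paper chose these genes on the same samples, so the list is not independent evidence. In sequencing that it calls hypothesis-generating, the paper takes genes of these leading edges that an earlier study linked to astrocyte reactivity as further evidence of an astrogliosis induced by neuroinflammation, and it proposes the gene sets as tentative pathways for later exploration.

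**Figure D3:**
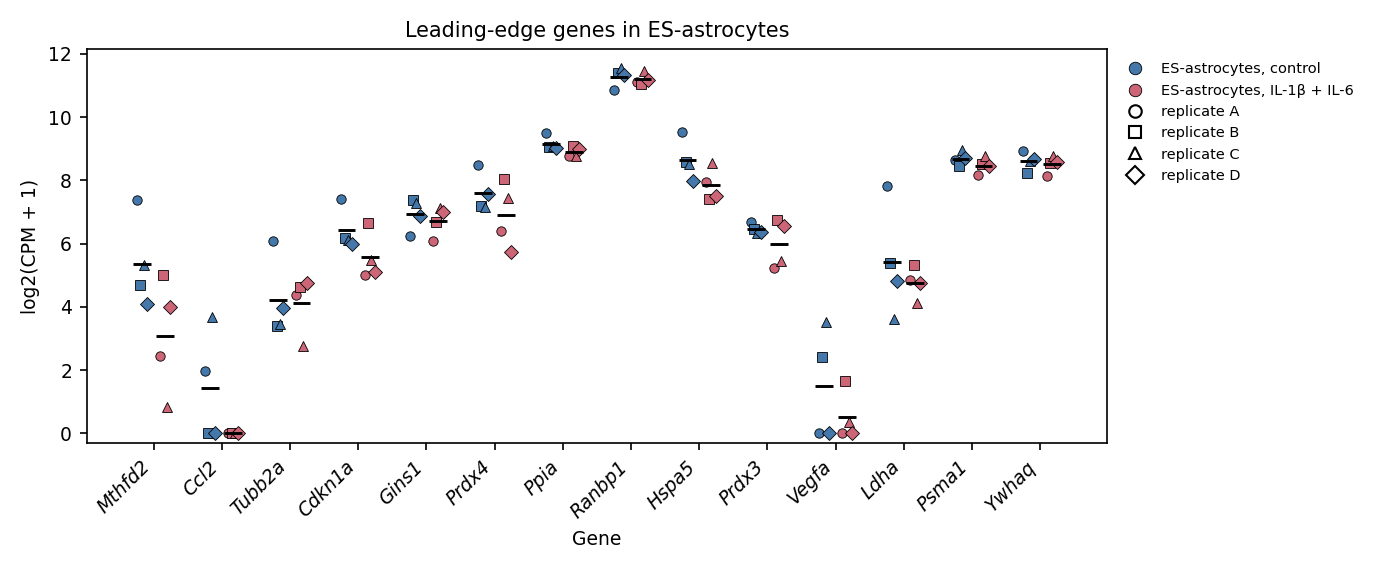
Expression, as log2(CPM + 1), of the leading-edge genes named in the paper in the 4 control ES-astrocyte libraries (blue) and the 4 ES-astrocyte libraries with IL-1β and IL-6 (red), with 1 point per library, a marker shape per replicate letter and a line at the mean of the 4 points. The points of the groups overlap for each gene, and control replicate A gives the highest points of *Mthfd2*, *Cdkn1a* and *Ldha*.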

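*Psma1* (ENSMUSG00000030751, chromosome 7 from 114264606 to 114276118), which encodes a subunit of the proteasome, had 356 ± 60.1 CPM (SD, n = 4) in ES-astrocytes with IL-1β and IL-6 and 413 ± 59.0 CPM in control ES-astrocytes. The log2 fold change was -0.22 (standard error 0.29), within the spread of the replicates (exact two-sided permutation test of the CPM, p = 0.257), and -0.096 without control replicate C, the smallest change with a single library left out. *Ywhaq* (ENSMUSG00000076432, chromosome 12 from 21390071 to 21417637), which encodes the 14-3-3 protein theta, had 368 ± 64.5 CPM with IL-1β and IL-6 and 396 ± 77.5 CPM in the controls, a log2 fold change of -0.12 (standard error 0.31; exact two-sided permutation test, p = 0.571). Without control replicate A it was 0.0089. Neither gene was differentially expressed by edgeR, and *Ywhaq* has processed pseudogenes in the annotation.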

Interestingly we also found genes that have been shown to be up-regulated on the protein-level following TAI, such as *Psma1*, and notably, upregulated in TAI compared with focal TBI (*Ywhaq*) [108].

## Discussion

We present an in vitro study of ventral brainstem/rostroventral spinal astrocytes and motor neurons derived from mouse embryonic stem cells. We show the resemblance between ES-astrocytes and mature mouse astrocytes with regard to transcriptome, protein expression, and functional features. Importantly, we show that ES-astrocytes following neuroinflammatory stimulation with TBI-relevant cytokines adopt a neurotoxic fate, thus possibly representing an additional secondary mechanism ensuing the primary axonal injury seen after CNS trauma.

### Regional identity is important in astrocyte and motor neuron co-culture studies

Stem-cell based model systems have become important translational research tools in neuroscience as access to human CNS cells is limited. We utilized ES-cells to differentiate ES-astrocytes. Although these cells were shown to share many hallmarks of *bona fide* astrocytes, there might be differences between the cell types unaccounted for as demonstrated for hiPSC-astrocytes that exhibit a relative immaturity [84]. Upon extended culture time, hiPSC-astrocytes undergo maturation similar to that seen in vivo [109], but this can generate unfeasibly long culture times in vitro. Over-expression of certain astrocytic transcriptions factors might solve this [110], as well as sorting methods targeted towards mature hiPSC-astrocytes [19]. As our cultures were not entirely homogenous and some cells thus likely retain immature features, we would have benefited from astrocytic sorting techniques. Yet, although stem cell-based model systems infer some confounding related to cell maturation, they entail a translational applicability otherwise difficult to achieve in neuroscience.

We chose to derive ES-astrocytes and ES-motor neurons that in vivo are situated in the ventral brainstem/rostroventral spinal cord. This is motivated in the context of traumatic CNS lesions, where the brainstem constitutes a particularly vulnerable region [10], but theoretically also across other CNS diseases. In this niche, motor neuron death has been linked to astrocytic malfunction, as shown in work on amyotrophic lateral sclerosis [20]. Presumably, interactions between astrocytes and motor neurons here could also be important across other pathologies. Recent work has implicated the cytokines we used (IL-1α, TNF-α, complement) in the context of forebrain [17] astrocyte-mediated neurotoxicity and spinal hiPSC [19] astrocyte-mediated neurotoxicity. Yet, no studies have compared brainstem/spinal (motor) neurons and brainstem/spinal astrocytes. This is however critical as astrocyte heterogeneity is vast, with profound regional implications [111, 112]. Astrocyte heterogeneity likely arises during embryonic stages, when astrocytes are positioned in a patterned fashion without signs of inter-compartmental movement [113]. This has functional implications under homeostasis as astrocytes support neurons with the same regional identity but *not* others [114]. This highlights the importance for astrocytic-neuronal co-cultures with the same regional identity, as neuronal responses otherwise may be confounded by regional mismatch. Reactive astrocytes also harness heterogeneity among them. Initial work demonstrated injury-specific genetic astrogliotic signatures [6]. More recent work utilizing one inductive stimuli followed by single-cell resolution examination of cortical astrocytes identify at least nine gene clusters with both regional and reactive identity [9]. These differences likely hold functional implications. It was e.g. shown that the astrocytic secretome of ventral spinal cord astrocytes is disparate from that of forebrain astrocytes following similar stimuli [18]. Our model system holds the benefit of portraying one stringent CNS niche. This strengthens the biological relevance of our findings, at the expense of limiting their extrapolation to other CNS regions.

### Astrocyte-mediated neurotoxicity might represent a CNS injury mechanism available for treatment

Following traumatic CNS lesions, numerous cellular injury mechanisms are prompted [115], among else (neuro)inflammation [116]. Here, we demonstrate that ES-astrocytes may adopt a neurotoxic phenotype, depicted through co-culture with ES-motor neurons. All astrocyte culture media contained FBS, well-known to prompt astrocytic gene alterations [117], and notably also astrocyte reactivity [118, 119]. Yet, the neurotoxic response seen can be inferred to the addition of the neuroinflammatory cytokines, due to identical culturing conditions across all treatment groups. This neuroinflammatory response was seen independent if the reactive ES-astrocytes were induced using the previously described “A1-inducing cytokines” [17, 19] or with the clinically relevant [33] neuroinflammatory factors IL-1β and IL-6. Previously, TGF-β has been shown to revert the neuroinflammatory response [17]. We did not find any such effect, possibly since FBS contains a high concentration of TGF-β at baseline [120, 121]. Taken together, ES-derived mouse astrocytes respond to neuroinflammatory stimulus of clinical relevance.

Even though we show a strong association between Jun activation and motor neuron death, we do not claim this to be a causal mechanism. Rather, Jun expression is used here as a non-specific biomarker for stress. As the inductive stimuli are inflammatory mediators, this stress is likely inflammatory, as shown by transcriptomic astrocytic alterations characteristic of astrogliosis. In contrast, motor neuron death here is an exclusive functional consequence of astrocytic inflammatory stimulation, where we demonstrate hypothesis-generating data for future work. We propose that astrocyte-induced neurotoxicity entails an additional cellular injury mechanism for neuronal death following e.g. trauma. Why astrocytes adopt a neurotoxic phenotype is beginning to unfold. Theoretically, an astrocyte could become “neurotoxic” due to loss-of-function, and consequently diminished homeostatic neuronal trophic support following CNS injury. This seems less likely as deletion of the A1-inducing cytokine genes in vivo results in improved neuronal survival [17]. Another explanation is that reactive astrocytes acquire a gain-of-function manifesting as neurotoxicity. Evidence for the latter has recently emerged, where astrocytes have been attributed to secrete lipids that confer the neurotoxic effect [122]. While we have no definitive mechanistic answers, we delineate a genetic signature in neurotoxic astrocytes with implications towards endoplasmic reticulum-stress and altered MYC pathway regulation. Albeit only correlative at this point, we find that several genes within the leading edges of these gene sets have been shown to be up-regulated at the protein level following TBI, including TAI [108], thus theoretically representing an avenue for further translational studies. Our findings must be expanded upon, preferably in a hiPSC system, as the mouse and human astrocytic genomes differ, especially with regard to inflammatory pathways [123].

Following CNS trauma and TAI, neurons are irretrievably lost. A tantalizing idea is to utilize stem cells differentiated into neurons as cell replacement. In order to succeed with this, the neurotoxic environment however likely needs to be modulated, either to halt neuronal loss or to optimize environmental survival-cues preceding cell replacement. Crude astrocyte obliteration is not feasible, as shown by in vivo work where astrocyte ablation both acutely or chronically was detrimental for neuronal survival in TBI [124], and for axonal regrowth in spinal cord injury [125]. These findings have been attributed to the astrogliotic scar, that encapsulates CNS lesions and limits the extent of inferred damage [7], thus demonstrating the duality of CNS neuroinflammation. A more complex idea might therefore be to selectively shift the astrocytic neuroinflammatory response. It has been proposed that TGF-β represents such a substance [17], and it has also been seen to be upregulated in pathways ensuing severe TBI in humans [33]. In our material, induction of astrocyte reactivity using TGF-β2 did not seem to infer any astrocyte-mediated neurotoxicity, possibly speaking in favor of this. Moreover, a recent study demonstrated that a mixture of three cytokines of which one was TGF-β1, improved outcome following TBI [126]. Paradoxically, the same study also demonstrated that IL-6 was beneficial for outcome [126]. This stands in contrast to our work, where a combination of IL-1β and IL-6 conferred an astrocyte-induced neurotoxic effect, and also previous work that has implicated IL-6 as a contributor to neurologic malfunction following mild TBI [127]. Whether these observed effects are due to a discrepant effect of IL-6 on peripheral and CNS immune cells remains to be elucidated. Astrocyte neuroinflammatory modulation might be a therapeutic avenue preceding cell-replacement of damaged CNS neurons. Future work must determine whether this strategy is feasible in the context of human cells and in vivo.

## Conclusion

Astrocyte-like cells derived from mouse embryonic stem cells hold the capacity to adopt a neurotoxic phenotype in the ventral brainstem/rostroventral spinal cord following induction with neuroinflammatory stimuli relevant in human severe TBI. This might represent an additional secondary mechanism ensuing the primary axonal injury seen after CNS trauma in the brainstem region.

## Supplementary Information

**Additional file 1: Supplementary Methods; Supplementary References.** **Supplementary Table 1. **Media constituents for motor neuron differentiation. **Supplementary Table 2. **Media constituents for astrocyte differentiation. **Supplementary Table 3. **Media constituents for primary SVZ cell culture. **Supplementary Table 4. **Neuroinflammatory factors used. **Supplementary Table 5. **Materials used for immunocytochemistry. **Supplementary Table 6. **Buffers used for flow-cytometry and fluorescence-activated cell sorting. **Supplementary Figure 1. **Glial fibrillary acidic protein is not an optimal marker of ES-astrocyte activation induced by IL-1 α and TNF- α. **Supplementary Figure 2. **Primary culture validation in subventricular zone-astrocytes. **Supplementary Figure 3. **Contact-independent co-culture system of astrocyte-mediated neurotoxicity. **Supplementary Figure 4. **Immunocytochemical depiction of translationally relevant neuroinflammatory mediators. 

## Data Availability

The datasets used and/or analyzed within the current study are available from the corresponding author on reasonable request. For RNA sequencing data, raw data and de-multiplexed raw counts have been deposited in NCBI’s Gene Expression Omnibus [49] and are accessible through GEO Series accession number GSE213804. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213804) and GEO Series accession number GSE232232 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232232).

## Abbreviations

AQP4: Aquaporin-4
BMP-4: Bone-morphogenetic protein 4
cAMP: Cyclic adenosine monophosphate
CNS: Central nervous system
CNTF: Ciliary neurotrophic factor
C1Q: Complement component 1Q
C5: Complement component 5
DAPI: 4’,6’-Diamidino-2-phenylindole dihydrochloride
(D)PBS: (Dulbecco’s) phosphate-buffered saline
EB: Embryoid body
EGF: Epidermal growth factor
eGFP: Enhanced green fluorescent protein
ES-: Embryonic stem cell-derived
ES-cells: Embryonic stem cells
FACS: Fluorescence-activated cell sorting
FBS: Fetal bovine serum
FGFb: Basic fibroblast growth factor
FGF1: Acidic fibroblast growth factor
FSK: Forskolin
GFAP: Glial fibrillary acidic protein
GLAST: Glutamate Aspartate Transporter
GLT-1: Glutamate transporter 1
GO: Gene Ontology
IL-: Interleukin-
JNK: C-Jun N-terminal kinase
Hb9: Homeobox gene 9
(h)iPSC: (Human) induced Pluripotent Stem Cells
Nefl: Neurofilament light
NES: Normalized enrichment score
P#: Passage#
P–c-Jun: Phosphorylated c-Jun
PFA: Paraformaldehyde
SVZ: Subventricular zone
TAI: Traumatic Axonal Injury
TBI: Traumatic Brain Injury
TGF: Transforming Growth Factor
TNF: Tumor Necrosis Factor

## References

[1] Freeman MR. Specification and morphogenesis of astrocytes. Science (1979). 2010/11/06. Department of Neurobiology, Howard Hughes Medical Institute, University of Massachusetts Medical School, Worcester, MA 01605, USA. ; 2010;330:774–8.10.1126/science.1190928PMC520112921051628

[2] Moulson AJ, Squair JW, Franklin RJM, Tetzlaff W, Assinck P. Diversity of Reactive Astrogliosis in CNS Pathology: Heterogeneity or Plasticity? Front Cell Neurosci. 2021;15.10.3389/fncel.2021.703810PMC834999134381334

[3] Anderson MA, Ao Y, Sofroniew M V. Heterogeneity of reactive astrocytes. Neurosci Lett. 2013/12/24. Department of Neurobiology, David Geffen School of Medicine, University of California Los Angeles, Los Angeles, CA 90095–1763, United States. Department of Neurobiology, David Geffen School of Medicine, University of California Los Angeles, Los Angeles, C; 2014;565:23–9.

[4] Sofroniew MV (2020). Astrocyte Reactivity: Subtypes, States, and Functions in CNS Innate Immunity. Trends Immunol The Author.

[5] Escartin C, Galea E, Lakatos A, O’Callaghan JP, Petzold GC, Serrano-Pozo A (2021). Reactive astrocyte nomenclature, definitions, and future directions. Nat Neurosci..

[6] Zamanian JL, Xu L, Foo LC, Nouri N, Zhou L, Giffard RG, et al. Genomic analysis of reactive astrogliosis. J Neurosci. 2012/05/04. Department of Neurobiology, Stanford University School of Medicine, Stanford, California 94305–5125, USA. ; 2012;32:6391–410.10.1523/JNEUROSCI.6221-11.2012PMC348022522553043

[7] Sofroniew MV (2015). Astrocyte barriers to neurotoxic inflammation. Nat Rev Neurosci Nature Publishing Group.

[8] Anderson MA, Ao Y, Sofroniew MV (2014). Heterogeneity of reactive astrocytes. Neurosci Lett Elsevier Ireland Ltd.

[9] Hasel P, Rose IVL, Sadick JS, Kim RD, Liddelow SA (2021). Neuroinflammatory astrocyte subtypes in the mouse brain. Nat Neurosci..

[10] Abu Hamdeh S, Marklund N, Lannsjö M, Howells T, Raininko R, Wikström J (2017). Extended Anatomical Grading in Diffuse Axonal Injury Using MRI: Hemorrhagic Lesions in the Substantia Nigra and Mesencephalic Tegmentum Indicate Poor Long-Term Outcome. J Neurotrauma.

[11] Adams JH, Doyle D, Ford I, Gennarelli TA, Graham DI, Mclellan DR (1989). Diffuse axonal injury in head injury: Definition, diagnosis and grading. Histopathology.

[12] Stahel PF, Kossmann T, Morganti-Kossmann MC, Hans VHJ, Barnum SR (1997). Experimental diffuse axonal injury induces enhanced neuronal C5a receptor mRNA expression in rats. Mole Brain Res Elsevier.

[13] Hans VHJ, Kossmann T, Lenzlinger PM, Probstmeier R, Imhof HG, Trentz O (1999). Experimental axonal injury triggers interleukin-6 mRNA, protein synthesis and release into cerebrospinal fluid. J Cereb Blood Flow Metab.

[14] Medana IM, Esiri MM (2003). Axonal damage: A key predictor of outcome in human CNS diseases. Brain.

[15] Ekmark-Lewén S, Flygt J, Kiwanuka O, Meyerson BJ, Lewén A, Hillered L (2013). Traumatic axonal injury in the mouse is accompanied by a dynamic inflammatory response, astroglial reactivity and complex behavioral changes. J Neuroinflammation.

[16] Csuka E, Hans VHJ, Ammann E, Trentz O, Kossmann T, Morganti-Kossmann MC (2000). Cell activation and inflammatory response following traumatic axonal injury in the rat. NeuroReport.

[17] Liddelow SA, Guttenplan KA, Clarke LE, Bennett FC, Bohlen CJ, Schirmer L (2017). Neurotoxic reactive astrocytes are induced by activated microglia. Nature..

[18] Clarke BE, Taha DM, Ziff OJ, Alam A, Thelin EP, Garcia NM (2020). Human stem cell-derived astrocytes exhibit region-specific heterogeneity in their secretory profiles. Brain.

[19] Barbar L, Jain T, Zimmer M, Kruglikov I, Sadick JS, Wang M (2020). CD49f Is a Novel Marker of Functional and Reactive Human iPSC-Derived Astrocytes. Neuron.

[20] Nagai M, Re DB, Nagata T, Chalazonitis A, Jessell TM, Wichterle H (2007). Astrocytes expressing ALS-linked mutated SOD1 release factors selectively toxic to motor neurons. Nat Neurosci.

[21] Statens jordbruksverks författningssamling [Internet]. 2019 [cited 2020 Mar 13]. Available from: http://www.jordbruksverket.se/download/18.7c1e1fce169bee5214fad877/1553851490782/2019-009.pdf

[22] Wichterle H, Lieberam I, Porter JA, Jessell TM. Directed differentiation of embryonic stem cells into motor neurons. Cell. 2002/08/15. Howard Hughes Medical Institute, Department of Biochemistry and Molecular Biophysics, Columbia University, New York, NY 10032, USA.; 2002;110:385–97.10.1016/s0092-8674(02)00835-812176325

[23] Kleiderman S, Sá JV, Teixeira AP, Brito C, Gutbier S, Evje LG (2016). Functional and phenotypic differences of pure populations of stem cell-derived astrocytes and neuronal precursor cells. Glia.

[24] Roybon L, Lamas NJ, Garcia-Diaz A, Yang EJ, Sattler R, Jackson-Lewis V (2013). Human stem cell-derived spinal cord astrocytes with defined mature or reactive phenotypes. Cell Rep The Authors.

[25] Kim BJ, Kim SS, Kim YI, Paek SH, Lee YD, Suh-Kim H (2004). Forskolin promotes astroglial differentiation of human central neurocytoma cells. Exp Mol Med.

[26] McManus MF, Chen LC, Vallejo I, Vallejo M. Astroglial differentiation of cortical precursor cells triggered by activation of the cAMP-dependent signaling pathway. J Neurosci. 1999/10/12. Reproductive Endocrine Unit, Massachusetts General Hospital, Harvard Medical School, Boston, Massachusetts 02114, USA.; 1999;19:9004–15.10.1523/JNEUROSCI.19-20-09004.1999PMC678274610516318

[27] Rajan P, McKay RDG (1998). Multiple routes to astrocytic differentiation in the CNS. J Neurosci.

[28] Bonni A, Sun Y, Nadal-Vicens M, Bhatt A, Frank DA, Rozovsky I, et al. Regulation of gliogenesis in the central nervous system by the JAK-STAT signaling pathway. Science (1979). 1997/10/23. Division of Neuroscience, Children’s Hospital, and Department of Neurobiology, Harvard Medical School, Boston, MA 02115, USA.; 1997;278:477–83.10.1126/science.278.5337.4779334309

[29] Kitchen P, Salman MM, Halsey AM, Clarke-Bland C, MacDonald JA, Ishida H (2020). Targeting Aquaporin-4 Subcellular Localization to Treat Central Nervous System Edema. Cell.

[30] Johansson CB, Momma S, Clarke DL, Risling M, Lendahl U, Frisén J (1999). Identification of a neural stem cell in the adult mammalian central nervous system. Cell Cell Press.

[31] Covacu R, Danilov AI, Rasmussen BS, Hallén K, Moe MC, Lobell A (2006). Nitric Oxide Exposure Diverts Neural Stem Cell Fate from Neurogenesis Towards Astrogliogenesis. Stem Cells Wiley.

[32] Burda JE, Bernstein AM, Sofroniew M V. Astrocyte roles in traumatic brain injury. Exp Neurol. Elsevier Inc.; 2016;275:305–15.10.1016/j.expneurol.2015.03.020PMC458630725828533

[33] Lindblad C, Pin E, Just D, Al Nimer F, Nilsson P, Bellander B-M, et al. Fluid Proteomics of CSF and Serum Reveal Important Neuroinammatory Proteins in Blood-Brain Barrier Disruption and Outcome Prediction Following Severe Traumatic Brain Injury: A Prospective, Observational Study. Crit Care [Internet]. BioMed Central; 2021;1–28. Available from: 10.21203/rs.3.rs-96625/v110.1186/s13054-021-03503-xPMC795566433712077

[34] Okusawa BYS, W KIMBYJOS, Meer MVANDER, Endres S, Lonnemann G, Hefter K, et al. C5a STIMULATES SECRETION OF TUMOR NECROSIS Comparison with Secretion of Interleukin 10 and Interleukin la. 1988;168.10.1084/jem.168.1.443PMC21889743260938

[35] Webster RO, Hong SR, Johnston RB, Henson PM. Biological Effects of the Human Complement Fragments C5a and C5ades Arg on Neutrophil Function. 1980;219:201–19.10.1016/0162-3109(80)90050-86254906

[36] Thelin EP, Hall CE, Gupta K, Carpenter KLH, Chandran S, Hutchinson PJ (2018). Elucidating Pro-Inflammatory Cytokine Responses after Traumatic Brain Injury in a Human Stem Cell Model. J Neurotrauma.

[37] Thelin EP, Hall CE, Tyzack GE, Frostell A, Giorgi-Coll S, Alam A (2020). Delineating Astrocytic Cytokine Responses in a Human Stem Cell Model of Neural Trauma. J Neurotrauma.

[38] Skiljan I. IrfanView - Official Homepage - One of the Most Popular Viewers Worldwide [Internet]. [cited 2021 Nov 22]. Available from: https://www.irfanview.com/

[39] Berglund R, Guerreiro-Cacais AO, Adzemovic MZ, Zeitelhofer M, Lund H, Ewing E, et al. Microglial autophagy-associated phagocytosis is essential for recovery from neuroinflammation. Sci Immunol. 2020;5.10.1126/sciimmunol.abb507733067381

[40] Hedlund E, Pruszak J, Lardaro T, Ludwig W, Viñuela A, Kim K-S (2008). Embryonic Stem Cell-Derived Pitx3-Enhanced Green Fluorescent Protein Midbrain Dopamine Neurons Survive Enrichment by Fluorescence-Activated Cell Sorting and Function in an Animal Model of Parkinson’s Disease. Stem Cells.

[41] Allodi I, Nijssen J, Benitez JA, Schweingruber C, Fuchs A, Bonvicini G (2019). Modeling Motor Neuron Resilience in ALS Using Stem Cells. Stem Cell Reports ElsevierCompany.

[42] Zachariadis V, Cheng H, Andrews N, Enge M. A Highly Scalable Method for Joint Whole-Genome Sequencing and Gene-Expression Profiling of Single Cells. Mol Cell. 2020;80:541–553.e5. Elsevier Inc.10.1016/j.molcel.2020.09.02533068522

[43] Zachariadis V, Cheng H, Andrews N, Enge M. Direct nuclear tagmentation and RNA-sequencing ( DNTR- seq ). protocols.io. 2020;

[44] Zhu YY, Machleder EM, Chenchik A, Li R, Siebert PD (2001). Reverse transcriptase template switching: A SMART™ approach for full-length cDNA library construction. Biotechniques.

[45] Ramsköld D, Luo S, Wang YC, Li R, Deng Q, Faridani OR (2012). Full-length mRNA-Seq from single-cell levels of RNA and individual circulating tumor cells. Nat Biotechnol.

[46] Picelli S, Faridani OR, Björklund ÅK, Winberg G, Sagasser S, Sandberg R (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat Protoc.

[47] Adey A, Morrison HG, Asan, Xun X, Kitzman JO, Turner EH, et al. Rapid, low-input, low-bias construction of shotgun fragment libraries by high-density in vitro transposition. Genome Biol. 2010;11.10.1186/gb-2010-11-12-r119PMC304647921143862

[48] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[49] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[50] Team RC. R: A language and environment for statistical computing. Vienna, Austria: R Foundation for Statistical Computing; 2018.

[51] Neuwirth E. RColorBrewer: ColorBrewer Palettes. 2014.

[52] Wilke CO. cowplot: Streamlined Plot Theme and Plot Annotations for “ggplot2.” Comprehensive R Archive Network (CRAN); 2019.

[53] Auguie B. gridExtra: Miscellaneous Functions for “Grid” Graphics. Comprehensive R Archive Network (CRAN); 2017.

[54] Wickham H, Averick M, Bryan J, Chang W, McGowan L, François R (2019). Welcome to the Tidyverse. J Open Source Softw.

[55] Fox J, Weisberg S (2019). An R Companion to Applied Regression.

[56] Ogle DH, Doll JC, Wheeler P, Dinno A. FSA: Fisheries Stock Analysis. R package; 2021.

[57] Dag O, Dolgun A, Meric Konar N. onewaytests: An R Package for One-Way Tests in Independent Groups Designs.

[58] Durinck S, Moreau Y, Kasprzyk A, Davis S, De Moor B, Brazma A (2005). BioMart and Bioconductor: A powerful link between biological databases and microarray data analysis. Bioinformatics.

[59] Durinck S, Spellman PT, Birney E, Huber W (2009). Mapping identifiers for the integration of genomic datasets with the R/ Bioconductor package biomaRt. Nat Protoc.

[60] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[61] Love M, Anders S, Huber W (2017). Analyzing RNA-seq data with DESeq2. Bioconductor.

[62] John CR, Watson D, Russ D, Goldmann K, Ehrenstein M, Pitzalis C (2020). M3C: Monte Carlo reference-based consensus clustering. Sci Rep.

[63] Witten D. PoiClaClu: Classification and Clustering of Sequencing Data Based on a Poisson Model. CRAN, R package; 2019.

[64] Zhu A, Ibrahim JG, Love MI (2019). Heavy-Tailed prior distributions for sequence count data: Removing the noise and preserving large differences. Bioinformatics.

[65] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[66] Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov M, Sergushichev A. Fast gene set enrichment analysis. 2019;

[67] Liberzon A, Birger C, Thorvaldsdóttir H, Ghandi M, Mesirov JP, Tamayo P (2015). The Molecular Signatures Database Hallmark Gene Set Collection. Cell Syst.

[68] Jassal B, Matthews L, Viteri G, Gong C, Lorente P, Fabregat A (2020). The reactome pathway knowledgebase. Nucleic Acids Res Oxford University Press.

[69] Consortium TGO. Gene Ontology : tool for the unification of biology. Nat Genet. 2000;25:25–9.10.1038/75556PMC303741910802651

[70] Kanehisa M (2000). KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res.

[71] Liberzon A, Subramanian A, Pinchback R, Thorvaldsdóttir H, Tamayo P, Mesirov JP (2011). Molecular signatures database (MSigDB) 3.0. Bioinformatics..

[72] Dolgalev I. msigdbr: MSigDB Gene Sets for Multiple Organisms in a Tidy Data Format. CRAN, R package; 2021.

[73] Carlson M. GO.db: A set of annotation maps describing the entire Gene Ontology. Bioconductor, R package; 2021.

[74] Rowitch DH, Kriegstein AR (2010). Developmental genetics of vertebrate glial-cell specification. Nature.

[75] Zuchero JB, Barres BA (2015). Glia in mammalian development and disease. Development (Cambridge).

[76] Allodi I, Hedlund E (2014). Directed midbrain and spinal cord neurogenesis from pluripotent stem cells to model development and disease in a dish. Front Neurosci.

[77] Ye ZC, Sontheimer H (1998). Astrocytes protect neurons from neurotoxic injury by serum glutamate. Glia.

[78] Eng LF, Ghirnikar RS, Lee YL (2000). Glial Fibrillary Acidic Protein: GFAP-Thirty-One Years (1969–2000)*. Neurochem Res.

[79] Roybon L, Lamas NJ, Garcia-Diaz A, Yang EJ, Sattler R, Jackson-Lewis V, et al. Human stem cell-derived spinal cord astrocytes with defined mature or reactive phenotypes. Cell Rep. 2013/09/03. Project A.L.S./Jenifer Estess Laboratory for Stem Cell Research, Columbia University Medical Center, P&S 16–440, 630 West 168(th) Street, New York, NY 10032, USA Columbia Stem Cell Initiative (CSCI), Departments of Pathology and Cell Biology and Neurology; 2013;4:1035–48.10.1016/j.celrep.2013.06.021PMC422965723994478

[80] Molofsky A V, Krenick R, Ullian E, Tsai H -h., Deneen B, Richardson WD, et al. Astrocytes and disease: a neurodevelopmental perspective. Genes Dev. 2012;26:891–907.10.1101/gad.188326.112PMC334778722549954

[81] Regan MR, Huang YH, Yu SK, Dykes-Hoberg MI, Jin L, Watkins AM (2007). Variations in promoter activity reveal a differential expression and physiology of glutamate transporters by glia in the developing and mature CNS. J Neurosci.

[82] Abbott NJ, Rönnbäck L, Hansson E (2006). Astrocyte-endothelial interactions at the blood-brain barrier. Nat Rev Neurosci.

[83] Philippidou P, Dasen JS (2013). Hox Genes: Choreographers in Neural Development. Architects of Circuit Organization. Neuron..

[84] Krencik R, Weick JP, Liu Y, Zhang ZJ, Zhang SC (2011). Specification of transplantable astroglial subtypes from human pluripotent stem cells. Nat Biotechnol Nature Publishing Group.

[85] Lozzi B, Huang TW, Sardar D, Huang AYS, Deneen B. Regionally Distinct Astrocytes Display Unique Transcription Factor Profiles in the Adult Brain. Front Neurosci. Frontiers Media S.A.; 2020;14.10.3389/fnins.2020.00061PMC704662932153350

[86] Hochstim C, Deneen B, Lukaszewicz A, Zhou Q, Anderson DJ (2008). Identification of Positionally Distinct Astrocyte Subtypes whose Identities Are Specified by a Homeodomain Code. Cell.

[87] Gaetani L, Blennow K, Calabresi P, Di Filippo M, Parnetti L, Zetterberg H (2019). Neurofilament light chain as a biomarker in neurological disorders.

[88] Khalil M, Teunissen CE, Otto M, Piehl F, Sormani MP, Gattringer T, et al. Neurofilaments as biomarkers in neurological disorders. Nat Rev Neurol. Nature Publishing Group; 2018. p. 577–89.10.1038/s41582-018-0058-z30171200

[89] Thams S, Lowry ER, Larraufie MH, Spiller KJ, Li H, Williams DJ (2019). A Stem Cell-Based Screening Platform Identifies Compounds that Desensitize Motor Neurons to Endoplasmic Reticulum Stress. Molecular Therapy Cell Press.

[90] Pfaff SL, Mendelsohn M. Requirement for LIM Homeobox Gene Isl1 in Motor Neuron Generation Reveals a Motor Neuron-Dependent Step in Interneuron Differentiation. Cell. 1996.10.1016/s0092-8674(00)80985-x8565076

[91] Cahoy JD, Emery B, Kaushal A, Foo LC, Zamanian JL, Christopherson KS (2008). A Transcriptome Database for Astrocytes, Neurons, and Oligodendrocytes: A New Resource for Understanding Brain Development and Function. J Neurosci.

[92] Pekny M, Wilhelmsson U, Pekna M (2014). The dual role of astrocyte activation and reactive gliosis. Neurosci Lett Elsevier Ireland Ltd.

[93] Weber A, Wasiliew P, Kracht M. Interleukin-1 (IL-1) Pathway. Sci Signal. 2010;3:cm1–cm1.10.1126/scisignal.3105cm120086235

[94] Zhang P, Miller BS, Rosenzweig SA, Bhat NR (1996). Activation of c-Jun N-terminal kinase/stress-activated protein kinase in primary glial cultures. J Neurosci Res.

[95] Zeke A, Misheva M, Reményi A, Bogoyevitch MA (2016). JNK Signaling: Regulation and Functions Based on Complex Protein-Protein Partnerships. Microbiol Mol Biol Rev.

[96] Schreck I, Al-Rawi M, Mingot JM, Scholl C, Diefenbacher ME, O’Donnell P (2011). C-Jun localizes to the nucleus independent of its phosphorylation by and interaction with JNK and vice versa promotes nuclear accumulation of JNK. Biochem Biophys Res Commun..

[97] Jochum W, Passegué E, Wagner EF (2001). AP-1 in mouse development and tumorigenesis. Oncogene.

[98] Raivich G. c-Jun Expression, activation and function in neural cell death, inflammation and repair. J Neurochem. 2008. p. 898–906.10.1111/j.1471-4159.2008.05684.x18793328

[99] Gao K, Wang CR, Jiang F, Wong AY, Su N, Jiang JH, et al. Traumatic scratch injury in astrocytes triggers calcium influx to activate the JNK/c-Jun/AP-1 pathway and switch on GFAP expression. Glia. 2013/10/15. Neuroscience Research Institute, Key Laboratory for Neuroscience (Ministry of Education), Key Laboratory for Neuroscience (National Health and Family Planning Commission), Department of Neurobiology, School of Basic Medical Sciences, Health Science Center; 2013;61:2063–77.

[100] Iram T, Ramirez-Ortiz Z, Byrne MH, Coleman UA, Kingery ND, Means TK (2016). Megf10 Is a receptor for C1Q that mediates clearance of apoptotic cells by astrocytes. J Neurosci.

[101] MacDonald JM, Doherty J, Hackett R, Freeman MR (2013). The c-Jun kinase signaling cascade promotes glial engulfment activity through activation of draper and phagocytic function. Cell Death Differ Nature Publishing Group.

[102] Doetsch F, Caillé I, Lim DA, García-Verdugo JM, Alvarez-Buylla A (1999). Subventricular Zone Astrocytes Are Neural Stem Cells in the Adult Mammalian Brain. Cell.

[103] Covacu R, Estrada CP, Arvidsson L, Svensson M, Brundin L (2014). Change of fate commitment in adult neural progenitor cells subjected to chronic inflammation. J Neurosci.

[104] Molofsky A V, Deneen B. Astrocyte development: A Guide for the Perplexed. Glia. 2015/05/13. Department of Psychiatry, University of California-San Francisco, San Francisco, California. Center for Cell and Gene Therapy, Baylor College of Medicine, Houston, Texas.; 2015;63:1320–9.10.1002/glia.2283625963996

[105] Middeldorp J, Hol EM (2011). GFAP in health and disease. Prog Neurobiol Elsevier Ltd.

[106] Woodcock T, Morganti-Kossmann MC. The role of markers of inflammation in traumatic brain injury. Front Neurol. 2013;4 MAR:1–18.10.3389/fneur.2013.00018PMC358668223459929

[107] Helmy A, De Simoni MG, Guilfoyle MR, Carpenter KLH, Hutchinson PJ. Cytokines and innate inflammation in the pathogenesis of human traumatic brain injury. Prog Neurobiol. 2011;95:352–72. [Internet]. Elsevier Ltd;10.1016/j.pneurobio.2011.09.00310.1016/j.pneurobio.2011.09.00321939729

[108] Abu Hamdeh S, Shevchenko G, Mi J, Musunuri S, Bergquist J, Marklund N (2018). Proteomic differences between focal and diffuse traumatic brain injury in human brain tissue. Sci Rep.

[109] Sloan SA, Darmanis S, Huber N, Khan TA, Birey F, Caneda C (2017). Human Astrocyte Maturation Captured in 3D Cerebral Cortical Spheroids Derived from Pluripotent Stem Cells. Neuron.

[110] Canals I, Ginisty A, Quist E, Timmerman R, Fritze J, Miskinyte G (2018). Rapid and efficient induction of functional astrocytes from human pluripotent stem cells. Nat Methods.

[111] Westergard T, Rothstein JD (2020). Astrocyte Diversity: Current Insights and Future Directions. Neurochem Res..

[112] Zhang Y, Barres BA (2010). Astrocyte heterogeneity: an underappreciated topic in neurobiology. Curr Opin Neurobiol.

[113] Tsai HH, Li H, Fuentealba LC, Molofsky AV, Taveira-Marques R, Zhuang H (1979). Regional astrocyte allocation regulates CNS synaptogenesis and repair. Science.

[114] Morel L, Chiang MSR, Higashimori H, Shoneye T, Iyer LK, Yelick J (2017). Molecular and functional properties of regional astrocytes in the adult brain. J Neurosci.

[115] Werner C, Engelhard K (2007). Pathophysiology of traumatic brain injury. Br J Anaesth..

[116] Kumar A, Loane DJ. Neuroinflammation after traumatic brain injury: Opportunities for therapeutic intervention. Brain Behav Immun [Internet]. Elsevier Inc.; 2012;26:1191–201. Available from: 10.1016/j.bbi.2012.06.00810.1016/j.bbi.2012.06.00822728326

[117] Foo LC, Allen NJ, Bushong EA, Ventura PB, Chung WS, Zhou L (2011). Development of a method for the purification and culture of rodent astrocytes. Neuron.

[118] Zhang Y, Sloan SA, Clarke LE, Caneda C, Plaza CA, Blumenthal PD (2016). Purification and Characterization of Progenitor and Mature Human Astrocytes Reveals Transcriptional and Functional Differences with Mouse. Neuron Cell Press.

[119] Perriot S, Mathias A, Perriard G, Canales M, Jonkmans N, Merienne N (2018). Human Induced Pluripotent Stem Cell-Derived Astrocytes Are Differentially Activated by Multiple Sclerosis-Associated Cytokines. Stem Cell Reports Cell Press.

[120] Khan SA, Joyce J, Tsuda T. Quantification of active and total transforming growth factor-β levels in serum and solid organ tissues by bioassay. BMC Res Notes. 2012;5.10.1186/1756-0500-5-636PMC355631223151377

[121] Oida T, Weiner HL (2010). Depletion of TGF-β from fetal bovine serum. J Immunol Methods.

[122] Guttenplan KA, Weigel MK, Prakash P, Wijewardhane PR, Hasel P, Rufen-Blanchette U, et al. Neurotoxic reactive astrocytes induce cell death via saturated lipids. Nature. 2021;10.1038/s41586-021-03960-yPMC1205401034616039

[123] Li J, Pan L, Pembroke WG, Rexach JE, Godoy MI, Condro MC, et al. Conservation and divergence of vulnerability and responses to stressors between human and mouse astrocytes. Nat Commun [Internet]. Springer US; 2021;12:1–20. Available from: 10.1038/s41467-021-24232-310.1038/s41467-021-24232-3PMC823331434172753

[124] Bush TG, Puvanachandra N, Horner CH, Polito A, Ostenfeld T, Svendsen CN (1999). Leukocyte infiltration, neuronal degeneration, and neurite outgrowth after ablation of scar-forming, reactive astrocytes in adult transgenic mice. Neuron.

[125] Anderson MA, Burda JE, Ren Y, Ao Y, O’Shea TM, Kawaguchi R, et al. Astrocyte scar formation aids central nervous system axon regeneration. Nature. 2016/03/31. Department of Neurobiology, David Geffen School of Medicine, University of California, Los Angeles, California 90095–1763, USA. Departments of Psychiatry and Neurology, David Geffen School of Medicine, University of California, Los Angeles, California 900; 2016;532:195–200.10.1038/nature17623PMC524314127027288

[126] Li Z, Xiao J, Xu X, Li W, Zhong R, Qi L, et al. M-CSF, IL-6, and TGF-β promote generation of a new subset of tissue repair macrophage for traumatic brain injury recovery. Sci Adv. 2021;7.10.1126/sciadv.abb6260PMC795445533712456

[127] Yang SH, Gangidine M, Pritts TA, Goodman MD, Lentsch AB (2013). Interleukin 6 mediates neuroinflammation and motor coordination deficits after mild traumatic brain injury and brief hypoxia in mice. Shock.

# Supplementary material for: Stem cell-derived brainstem mouse astrocytes obtain a neurotoxic phenotype in vitro upon neuroinflammation
**Source:** J Inflamm (Lond). 2023 Jun 27;20:22. doi: 10.1186/s12950-023-00349-8
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Methods; Supplementary References. Supplementary Table 1. Media constituents for motor neuron differentiation. Supplementary Table 2. Media constituents for astrocyte differentiation. Supplementary Table 3. Media constituents for primary SVZ cell culture. Supplementary Table 4. Neuroinflammatory factors used. Supplementary Table 5. Materials used for immunocytochemistry. Supplementary Table 6. Buffers used for flow-cytometry and fluorescence-activated cell sorting. Supplementary Figure 1. Glial fibrillary acidic protein is not an optimal marker of ES-astrocyte activation induced by IL-1 α and TNF- α. Supplementary Figure 2. Primary culture validation in subventricular zone-astrocytes. Supplementary Figure 3. Contact-independent co-culture system of astrocyte-mediated neurotoxicity. Supplementary Figure 4. Immunocytochemical depiction of translationally relevant neuroinflammatory mediators.

**Supplementary Material**

**Stem cell-derived brainstem mouse astrocytes obtain a neurotoxic phenotype *in vitro* upon neuroinflammation**

Caroline Lindblad^1*^, Susanne Neumann^1^, Sólrún Kolbeinsdóttir^2^, Vasilios Zachariadis^2^, Eric P Thelin^1,3^, Martin Enge^2^, Sebastian Thams^1,3^, Lou Brundin^1,3^, Mikael Svensson^1,4^

+46708-236282

Supplementary Methods

**Directed differentiation of embryonic stem cells into brainstem motor neurons**

ES cells were seeded in T25 flasks (VWR) coated with 0.1 % gelatin (Merck Millipore) in ES medium **(Supplementary Table 1)**. Following two days of expansion, differentiation was induced by dissociating ES cells using 0.05 % trypsin (Gibco). Cells were collected, centrifuged at 400 rcf, and subsequently replated as single-cells in differentiation medium **(Supplementary Table 1)** on semiadhesive plates (VWR). One day following this procedure, neural spheres (embryoid bodies [EBs]) emerged, were collected, and plated in fresh differentiation medium. Two days after initiation of differentiation, EBs were reseeded in differentiation medium supplemented with 1μM retinoic acid and 0.5 μM smoothened agonist in non-treated plates (Corning). On day five, medium was replaced with fresh differentiation medium, supplemented with only 10 ng/mL glial cell-line derived neurotrophic factor.

On day six, EBs were dissociated into single cell populations of neurons and glial progenitor cells. EBs were collected, and washed using 0.8% 45%-glucose (Sigma-Aldrich) diluted in 1X Dulbecco’s phosphate buffered saline (Thermo-Fisher Scientific) (DPBS-glucose). EBs were dissociated using 0.05% trypsin (Gibco) and trituration. Trypsinization was inhibited using sterile-filtered fetal bovine serum (FBS, **Supplementary** **Table 1**). Dissociated cells were centrifuged (400 rcf, 5 mins) and filtered through a 40 μm cell strainer (fisherbrand). Cell number was assessed and cells were resuspended in either motor neuron medium **(Supplementary Table 1)** or as described below for other down-stream assays.

**RNA extraction from subventricular zone stem cells**

Twenty-four hours after plating, subventricular zone stem cells (see **Primary culture validation using subventricular zone stem cells**) were supplemented with 100µl PBS/1ml culture medium and incubated for one and eight hours. The cells were subsequently detached from the PDL-coated wells using a Cell Scraper and RLT- lysis buffer supplemented with 1% β-mercaptoethanol. Meanwhile, the cells were mechanically dissociated with pipetting the suspension harshly up and down. Total RNA was isolated using the RNeasy mini kit (Qiagen 74104) according to the manufacturer’s recommendations, contaminating genomic DNA was eliminated by on-column digestion using DNase I (Qiagen 79254). The RNA was stored at -70^◦^C until analysis.

**Bulk RNA sequencing of undifferentiated subventricular zone stem cells**

RNA sequencing was performed by the National Genomics Infrastructure (NGI) Sweden at Scilife, Stockholm. Strand-specific Illumina TruSeq RNA libraries using poly-A selection were prepared for n = 5 total RNA samples from isolated subventricular zones. Quality analysis was performed using Bioanalyzer (conc. >250 ng, RIN>9). Libraries were sequenced using Multiplex in 3 lanes of Illumina HiSeq 2500 (HiSeq Control Software 2.2.58/RTA 1.18.64) high Output V4, PE 2x125bp. Reads were mapped against the reference genome Mouse (Mus Musculus, GRCm38). The raw sequence data consisted of sequence reads in FastQ format, using the Phred33/Sanger/Illumina 1.8+ encoding (Bcl to FastQ conversion was done using bcl2fastq_v2.19.1.403 from the CASAVA software suite). Analysis was performed using the nf-core/rnaseq best-practice analysis pipeline. Raw data and processed files for subsequent analysis was delivered to on Uppmax/GRUS (DELIVERY_P9913_2019-01-09; <https://supr.snic.se/project/10596/>). Using STAR feature counts and Ensembl annotation release a summary of read counts over genes was obtained. For RNA sequencing data, raw data and de-multiplexed raw counts have been deposited in NCBI’s Gene Expression Omnibus [1]and are accessible through GEO Series accession number GSE232232 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232232>).

Supplementary Tables

| **Supplementary Table 1: Media constituents for motor neuron differentiation** | | | | |
| --- | --- | --- | --- | --- |
| **ES medium** | **Constituent** | **Concentration (% of total solution)** | **Manufacturer** | **Article number** |
|  | EmbryoMax | 80% | EMD Millipore | SLM-220-B |
|  | Fetal bovine serum | 15% | Thermo Fisher Scientific | 10082-147 |
|  | L-glutamine 200 mM | 1% | Thermo Fisher Scientific | 25030081 |
|  | EmbryoMax® Nucleosides | 1% | Millipore Sigma | ES-008-D |
|  | EmbryoMax® Non-essential aminoacids | 1% | Millipore Sigma | TMS-001-C |
|  | β -mercaptoethanol | 0.07 % of a 1% solution | Acros | 125472500 |
|  | Penicillin-streptomycin | 1% | Thermo Fisher Scientific | 15140122 |
|  | LIF | 0.01% | EMD Millipore | ESG1107 |
| **Differentiation medium** | **Constituent** | **Concentration (of total solution)** | **Manufacturer** | **Article number** |
|  | Advanced DMEM/F12 | 44% | Thermo Fisher Scientific | 12634-028 |
|  | Neurobasal | 44% | Thermo Fisher Scientific | 21103-049 |
|  | Knockout serum replacement | 10% | Gibco | 10828-028 |
|  | L-glutamine | 1% | Thermo Fisher Scientific | 25030081 |
|  | β -mercaptoethanol | 0.07% of a 1% solution | Acros | 125472500 |
|  | Penicillin-streptomycin | 1% | Thermo Fisher Scientific | 15140122 |
| **MN medium** | **Constituent** | **Concentration (of total solution)** | **Manufacturer** | **Article number** |
|  | Neurobasal | 95.5% | Thermo Fisher Scientific | 21103-049 |
|  | L-glutamine | 0.25 % | Thermo Fisher Scientific | 25030081 |
|  | B-27 | 2% | Thermo Fisher Scientific | 17504-044 |
|  | β -mercaptoethanol | 0.07% of a 1% solution | Acros | 125472500 |
|  | Fetal bovine serum | 2% | Thermo Fisher Scientific | 10082-147 |
|  | Penicillin-streptomycin | 1% | Thermo Fisher Scientific | 15140122 |
| **Supplements** | **Constituent** | **Concentration (in final solution)** | **Manufacturer** | **Article number** |
|  | Retinoic acid (RA) | 1 μM | Sigma-Aldrich | R2625 |
|  | Sonic hedgehog agonist (SAG) | 0.5 μM | EMD Millipore | 566660-1mg |
|  | Glial cell-derived neurotrophic factor (GDNF); recombinant human | 10 ng/mL | R&D | 212GD-010 |
| **Additional buffers or material** | **Constituent** | **Concentration (in final solution)** | **Manufacturer** | **Article number** |
|  | Trypsin | 0.05% | Gibco | 15400-054 |
|  | Gelatin | 0.1% | Merck Millipore | ES-006-B |
|  | Mouse irradiated fibroblasts | NA | Thermo Fisher Scientific | A34180 |
|  | Cell strainer (40 μM) | NA | Fisherbrand | 22363547 |
|  | Easy flask/T25, Nunc^TM^ Δ coated | NA | VWR | 734-2004 |
|  | Cell culture dish, Nunc^TM^ Δ coated, Ø 10 cm | NA | VWR | 734-2704 |
|  | Corning® Cell culture dishes, non-treated | NA | Sigma-Aldrich | CLS430591-100EA |
|  | Cell counter | NA | Bio-Rad | TC20^TM^ |
| Above, media constituents and additional material needed for motor neuron differentiation from embryonic stem cells are provided. Abbreviations: ES, embryonic stem cell; MN, motor neuron. | | | | |

| **Supplementary Table 2: Media constituents for astrocyte differentiation** | | | | |
| --- | --- | --- | --- | --- |
| **Astrocyte-medium** | **Constituent** | **Concentration (of total solution)** | **Manufacturer** | **Article number** |
|  | Advanced DMEM/F12 | 87% | Thermo Fisher Scientific | 12634-028 |
|  | B27 | 2% | Thermo Fisher Scientific | 17504-044 |
|  | Fetal bovine serum | 10% | Thermo Fisher Scientific | 10082-147 |
|  | Penicillin-streptomycin | 1% | Thermo Fisher Scientific | 15140122 |
| **Supplemental factors** | **Constituent** | **Concentration (in final solution)** | **Manufacturer** | **Article number** |
|  | Recombinant rat fibroblast growth factor (FGF) basic | 25 ng/mL | R&D | 3339-FB |
|  | Recombinant human epidermal growth factor (EGF) | 20 ng/mL | R&D | 236-EG-200 |
| **Differentiation factors** | **Constituent** | **Concentration (in final solution)** | **Manufacturer** | **Article number** |
|  | Recombinant human Bone morphogenetic protein 4 (BMP-4) | 20 ng/mL | R&D | 314-BP-010 |
|  | Ciliary neurotrophic factor (CNTF) | 10 ng/mL | Invitrogen | PRC7015 |
|  | Fibroblast growth factor 1 (acidic) | 50 ng/mL | R&D | 231-BC |
|  | Forskolin | 10 μM | Sigma-Aldrich | F6886 |
| **Additional buffers or material** | **Constituent** | **Concentration (in final solution)** | **Manufacturer** | **Article number** |
|  | 96 well glass bottom plates | NA | Greiner Bio-One | 655090 |
|  | Cell culture dish, Nunc^TM^ Δ coated | NA | VWR | 734-2704 |
|  | Poly-L-ornithine hydrobromide | 100 μg/mL | Sigma-Aldrich | P3655 |
|  | Laminin (mouse) | 1 μg/mL | Thermo Fisher Scientific | 23017015 |
| Above, media constituents and additional material needed for astrocyte differentiation from glial progenitors are provided. | | | | |

| **Supplementary Table 3: Media constituents for primary SVZ cell culture** | | | | |
| --- | --- | --- | --- | --- |
| **Dissociation Medium** | **Constituent** | **Concentration** | **Manufacturer** | **Article number** |
|  | Leibovitz's L-15 Medium, GlutaMAX™ Supplement |  | **Gibco™** | 31415086 |
|  | Papain | 1:100 (0,454 mg/ml) | Worthington Biochemical Corporation | LS003126 |
|  | Filter used | Syringe Filters, Filtropur S 0.2 | Sarsted | 103573-246 |
| **Expansion Medium** | **Constituent** | **Concentration** | **Manufacturer** | **Article number** |
|  | DMEM/F-12, GlutaMAX™ Supplement | 2 % | Gibco™ | 31331093 |
|  | Penicillin-Streptomycin | 0.01% | Sigma-Aldrich | P4458 |
|  | B27 Supplement | 2 % | Gibco™ | 17504044 |
|  | Epidermal Growth Factor from murine submaxillary gland | 20 ng/mL | Sigma-Aldrich | E4127 |
|  | Recombinant Human FGF basic/FGF2/bFGF Protein | 5 ng/mL | R&D systems | 233-FB |
| **Additives** | **Constituent** | **Concentration** | **Manufacturer** | **Article number** |
|  | DNase I  grade II, from bovine pancreas | 200 U/ml | Merk/Roche | 10104159001 |
|  | Bovine Albumin Fraction V (7.5% solution) | 1 % | Gibco™ | 15260037 |
|  | Epidermal Growth Factor from murine submaxillary gland | 20 ng/mL | Sigma-Aldrich | E4127 |
|  | Recombinant Human FGF basic (FGFb) Protein | 5 ng/mL | R&D systems | 233-FB |
| **Equipment** | **Company** | **Model/Article Number** | **CO_2_** | **Temperature** |
| **Incubation Condition** | Thermo Fischer Scientific | Heraeus® HERAcell® | 5.0% | 37 °C |
| **Equipment** | **Company** | **Model/Article Number** |  |  |
| **Centrifuge** | Hettrich Zentrifugen | Rotina 48R |  |  |
| **Cell counter** | Bio-Rad | 1450102 TC20™ Automated Cell counter |  |  |
| Nunc™ Cell Culture/Petri Dishes | Thermo Scientific™ | 172931 |  |  |
| Coating | Poly-D-lysine hydrobromide | 20 μg/mL | Sigma-Aldrich | P6407 |
| Above, media constituents and additional material needed for astrocyte differentiation from SVZ cells are provided. Abbreviations: SVZ, subventricular zone. | | | | |

| **Supplementary Table 4: Neuroinflammatory factors used** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Positive controls** | **Cytokine** | **Concentration** | **Cytokine plasma T_1/2_** | **Manufacturer** | **Article number** |
|  | IL-1α | 3 ng/ml | 2.5 minutes-1 hour | Sigma-Aldrich | I5396 |
|  | TNF-α | 30 ng/ml | 6 minutes | Cell Signaling Technology | 5178SF |
| **Neuro-inflammatory factors enriched in human TBI** | **Neuro-inflammatory factor** | **Concentration** | **Neuro-inflammatory**  **factor T_1/2_** | **Manufacturer** | **Article number** |
|  | C1Q | 400 ng/ml | 12.4 hours* | MyBioSource | #MBS143105 |
|  | C5 | 500 ng/ml | 34 minutes** | EMD Millipore | #204888 |
|  | IL-1β | 5 ng/ml | 3 minutes-4 hours* | R&D | #201-LB-005/CF |
|  | IL-6 | 10 ng/ml | 3-55 minutes* | R&D | #7270-IL-010/CF |
|  | TGF-β2 | 5 ng/ml | 2.5 hours* | R&D | #7346-B2-005/CF |
| Neuroinflammatory mediators used in the current study. T_1/2_ was derived from Refs. [2–8]  *Assessed in blood.  **Not assessed in blood; T_1/2_ of C5 convertase.  **Abbreviations:** C1Q, complement component 1Q; C5, complement component 5; IL-, interleukin-; TGF, transforming growth factor; TNF, tumor necrosis factor, T_1/2_, half-life. | | | | | |

| **Supplementary Table 5: Materials used for immunocytochemistry** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Buffers** | **Buffer type** | **Constituent** | **Concentration** | **Manufacturer** | **Article number** |
|  | Blocking buffer | PBS | 1X | Thermo Fisher Scientific | 18912-014 |
|  | Blocking buffer | Normal donkey serum | 20% | Merck Millipore | S30-100ml |
|  | Blocking buffer | Triton X-100 | 0.3% | Sigma-Aldrich | 93443 |
|  | Blocking buffer | Sodium azide | 0.1% | VWR | 103692K |
|  | Washing buffer | PBS | 1X | Thermo Fisher Scientific | 18912-014 |
|  | Washing buffer | Triton X-100 | 0.3% | Sigma-Aldrich | 93443 |
| **Primary Antibodies** | **Antibody name** | **Company** | **Article no** | **Dilution** | **Host animal** |
|  | GFAP | Abcam | Ab53554 | 1:1000 | goat |
|  | Nestin | Millipore | MAB353 | 1:100 | mouse |
|  | β -III-tubulin | Millipore | MAB1637 | 1:500 | mouse |
|  | β -III-tubulin D71G9 | Cell Signaling Technology | 5568S | 1:400 | Rabbit |
|  | AQP4 | Santa Cruz | SC-20812 | 1:100 | rabbit |
|  | vimentin | Sigma-Aldrich | V2258 | 1:500 | mouse |
|  | GLT-1 | Millipore | AB1783 | 1:200 | guinea pig |
|  | NF1A | Active Motif | 39397, 39398 | 1:500 | rabbit |
|  | P-C-Jun (Ser63) | Cell Signaling Technology | 9261L | 1:100 | rabbit |
|  | P-C-Jun (Ser73) | Cell Signaling Technology | 9164S/9164L | 1:100 | rabbit |
| **Secondary antibodies** | **Antibody name** | **Company** | **Article no** | **Dilution** | **Host animal** |
|  | Alexa 488 | Life technologies, Thermo Fisher Scientific | A21206 | 1:500 | Donkey, anti-rabbit |
|  | Alexa 488 | Life technologies, Thermo Fisher Scientific | A21202 | 1:500 | Donkey, anti-mouse |
|  | Alexa 488 | Life technologies, Thermo Fisher Scientific | A11055 | 1:500 | Donkey, anti-goat |
|  | Alexa 555 | Life technologies, Thermo Fisher Scientific | A31572 | 1:500 | Donkey, anti-rabbit |
|  | Alexa 555 | Life technologies, Thermo Fisher Scientific | A31570 | 1:500 | Donkey, anti-mouse |
|  | Alexa 555 | Life technologies, Thermo Fisher Scientific | A21432 | 1:500 | Donkey, anti-goat |
|  | Alexa 647 | Life technologies, Thermo Fisher Scientific | A31573 | 1:500 | Donkey, anti-rabbit |
|  | Alexa 647 | Life technologies, Thermo Fisher Scientific | A31571 | 1:500 | Donkey, anti-mouse |
|  | Alexa 647 | Life technologies, Thermo Fisher Scientific | A32849 | 1:500 | Donkey, anti-goat |
|  | Cy3 | Jackson ImmunoResearch | 706-165-148 | 1:500 | Donkey anti-guinea pig |
| **Nuclear marker** | **Name** | **Company** | **Article no** | **Dilution** | **Host animal** |
|  | 4’,6-diamidino-2-phenylindole dihydrochloride (DAPI) | Invitrogen | D21490 | 1:25000 | NA |
| Primary and secondary antibodies used for immunocytochemistry in the current study. **Abbreviations:** AQP4, aquaporin-4; GFAP, glial fibrillary acidic protein; GLT-1, glutamate transporter 1; NF1A, nuclear factor 1A; P-c-Jun, phosphorylated c-Jun (at serine 63 or 73); | | | | | |

| **Supplementary Table 6: Buffers used for flow-cytometry and fluorescence-activated cell sorting** | | | | |
| --- | --- | --- | --- | --- |
| **Flow cytometry buffer** | **Constituent** | **Concentration (in final solution)** | **Manufacturer** | **Article number** |
|  | Dulbecco’s phosphate buffered saline (DPBS) | 93% | Thermo Fisher Scientific | 14190169 |
|  | Glucose, 45% | 0.8% | Sigma-Aldrich | G8769 |
|  | Bovine serum albumin, 1% | 0.25% | Sigma | A2153 |
|  | N-2 | 1% | Gibco | 17502-048 |
|  | B27 | 2% | Thermo-Fisher Scientific | 17504-044 |
|  | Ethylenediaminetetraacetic acid (EDTA), 0.5M | 0.5 mM | Thermo Fisher Scientific | 15575020 |
|  | Fetal bovine serum | 2.5% | Thermo Fisher Scientific | 10082-147 |
| **Flow cytometry stainings** | **Constituent** | **Concentration** | **Manufacturer** | **Article number** |
|  | LIVE/DEAD Near-infra red Dead Cell Stain | 1:500 | Invitrogen | AC7 |
|  | Permeabilization kit, eBioscience^TM^ Foxp3/Transcription factor staining buffer set | NA | Thermo Fisher Scientific | #00-5523-00 |
|  | Ki67 | NA | BD Bioscience | V450 |
| **FACS buffer** | **Constituent** | **Concentration (in final solution)** | **Manufacturer** | **Article number** |
|  | DPBS | 95% | Thermo Fisher Scientific |  |
|  | Glucose, 45% | 0.8% | Sigma-Aldrich | G8769 |
|  | Bovine serum albumin, 1% | 0.25% | Sigma | A2153 |
|  | N-2 | 1% | Gibco | 17502-048 |
|  | B27 | 2% | Thermo-Fisher Scientific | 17504-044 |
|  | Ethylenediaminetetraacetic acid (EDTA), 0.5M | 1 mM | Thermo Fisher Scientific | 15575020 |
|  | Fetal bovine serum | 1% | Thermo Fisher Scientific | 10082-147 |
| Above, buffer constituents and additional material needed for flow-cytometry or fluorescence-activated cell sorting media are provided. Abbreviations: FACS, fluorescence-activated cell sorting. | | | | |

Supplementary Figures and Supplementary Figure Legends

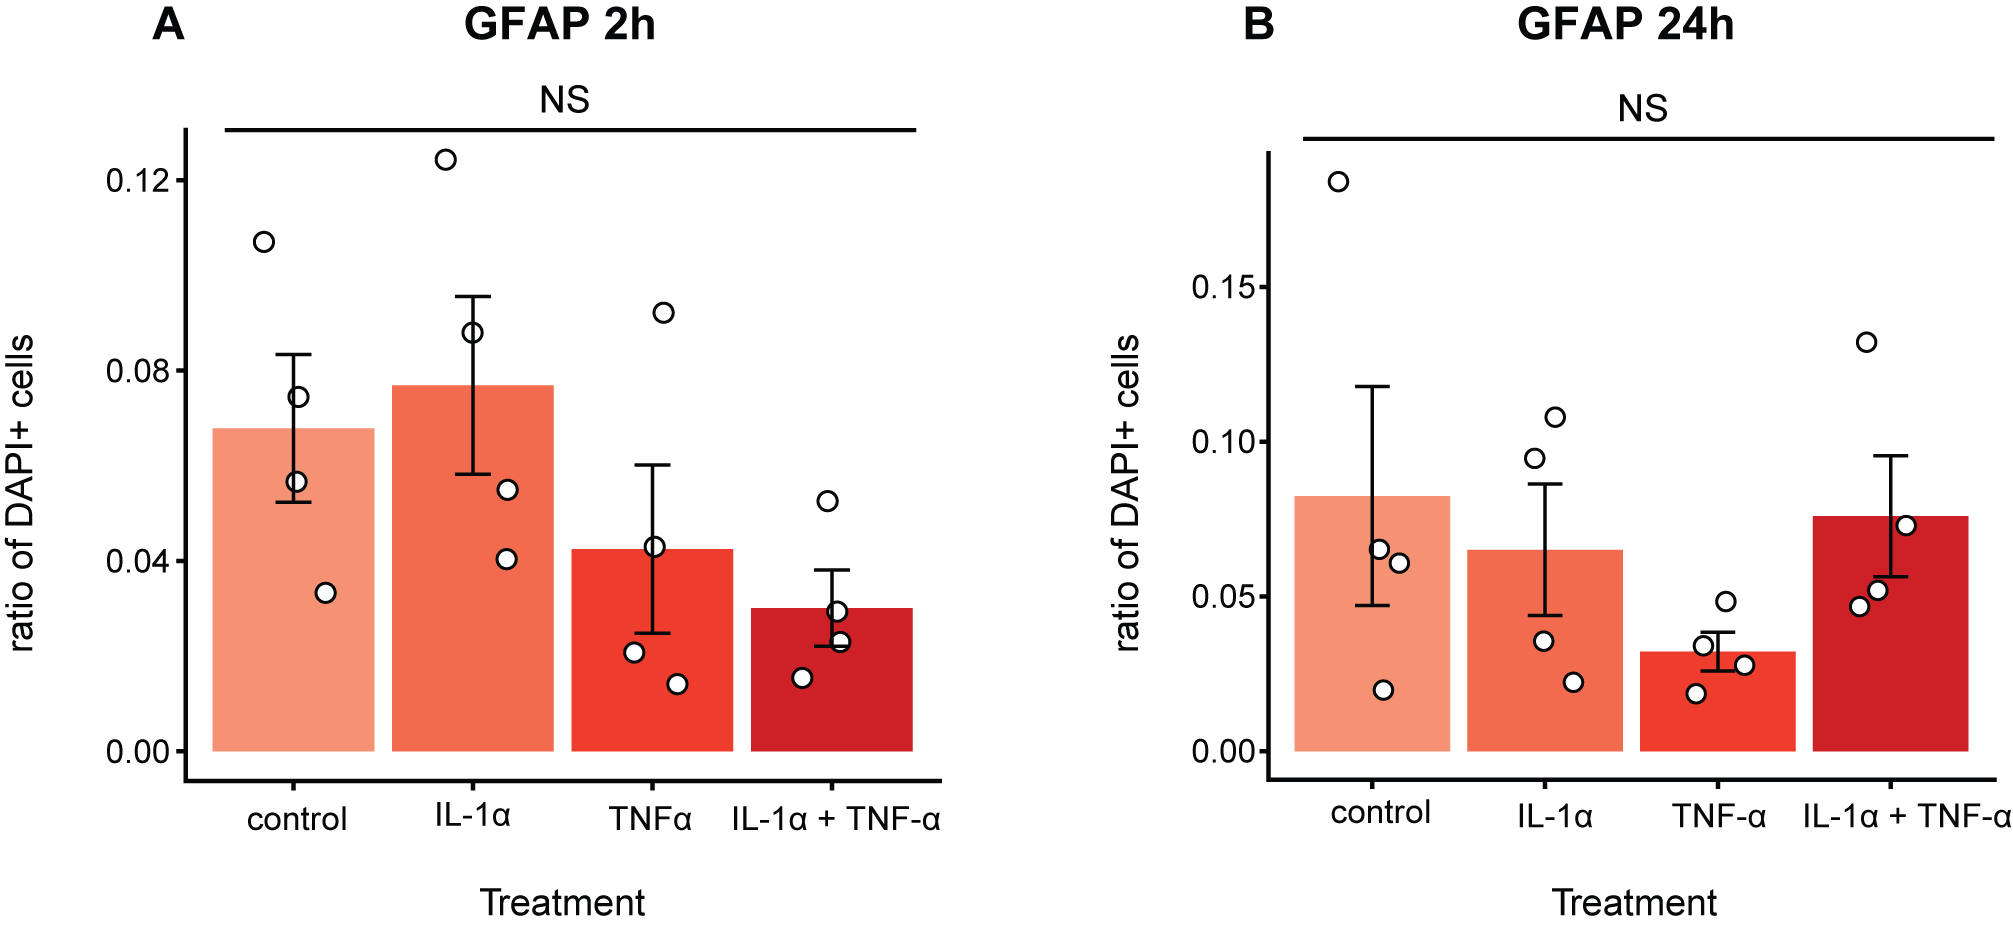

**Supplementary Figure 1: Glial fibrillary acidic protein is not an optimal marker of ES-astrocyte activation induced by IL-1 α and TNF- α.**

ES-astrocyte activation induced by the cytokines IL-1 α and TNF- α conferred a high increase in the phosphorylation of c-Jun but not of GFAP either at 2 hours of stimulation **(A)** or at 24 hours of stimulation **(B)**. **Abbreviations:** ES, embryonic stem cell-derived; GFAP, glial fibrillary acidic protein; IL-, interleukin; NS, non-significant; TNF, tumor necrosis factor.

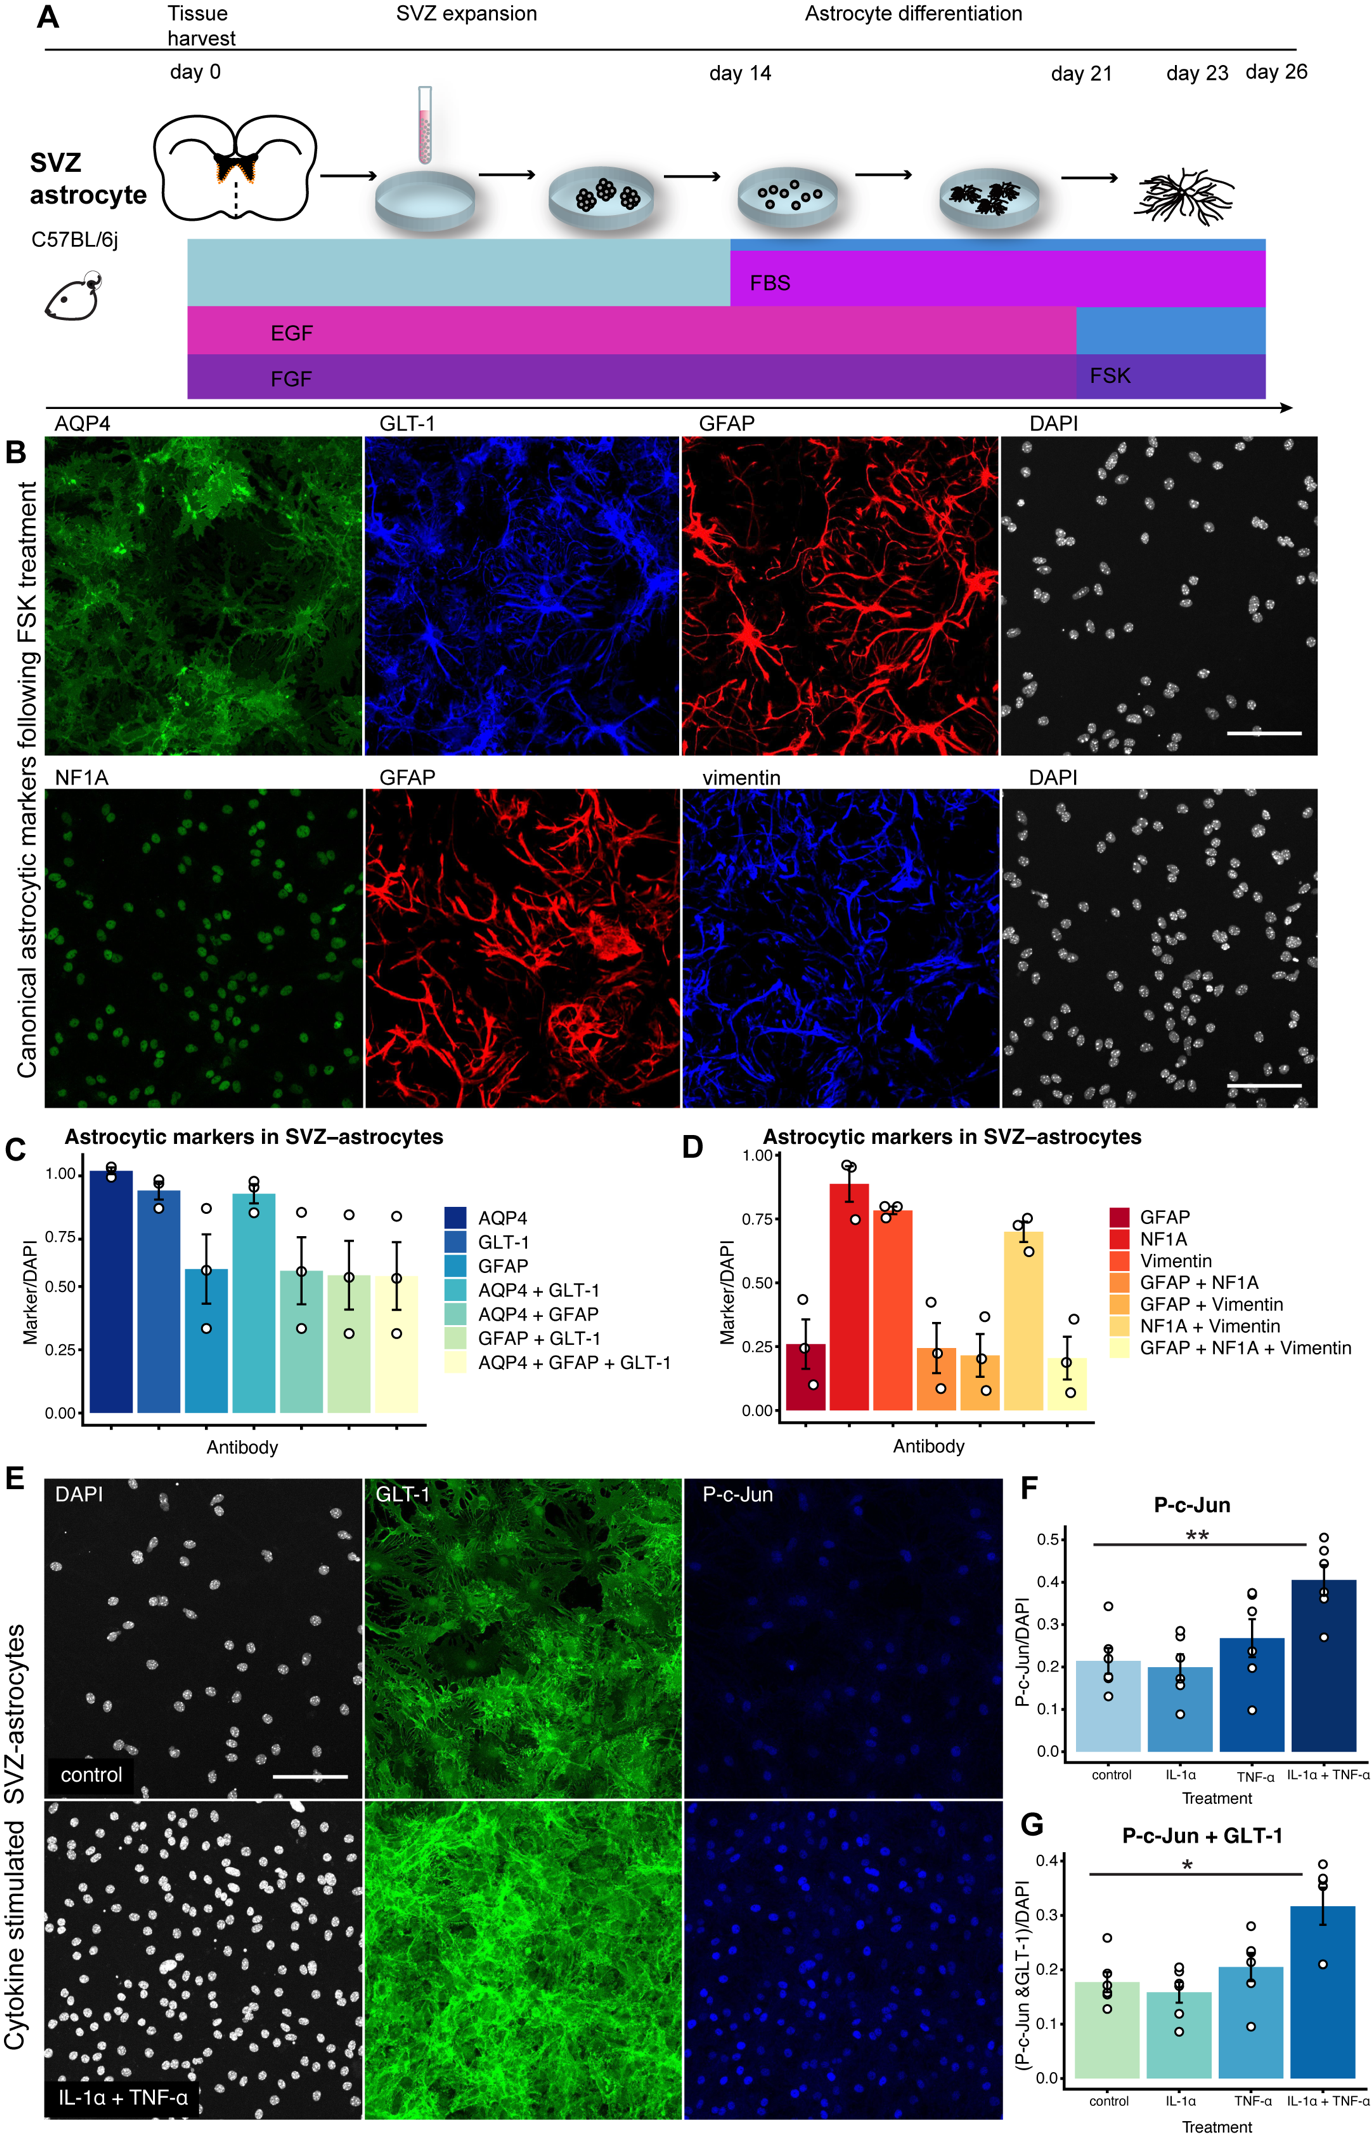

**Supplementary Figure 2: Primary culture validation in subventricular zone-astrocytes.**

We validated our culture protocols using subventricular zone (SVZ) cells that we differentiated into astrocytes **(A)**. The SVZ-derived astrocytes expressed numerous canonical astrocytic markers at the protein level **(B)**. Of note, the majority of markers were expressed in >75% of cells with consequent high extent of co-localization **(C, D)**. Following cytokine exposure **(E)**, P-c-Jun was significantly upregulated **(F)**, and the cell phenotype of P-c-Jun activated cells was astrocytic **(G)**. **Significance level:** *, p ≤ 0.05; **, p ≤ 0.01. **Abbreviations:** AQP4, aquaporin-4; DAPI, 4’,6-diamidino-2-phenylindole dihydrochloride; EGF epidermal growth factor; FBS, fetal bovine serum; FGF, fibroblast growth factor; FSK, forskolin; GFAP, glial fibrillary acidic protein; GLT-1, glutamate transporter 1; IL-1α, interleukin 1α; NF1A, nuclear factor 1A; P-c-Jun, phosphorylated c-Jun; SVZ, sub ventricular zone; TNF-α, tumor necrosis factor α. **Scale bars**: 100 μm.

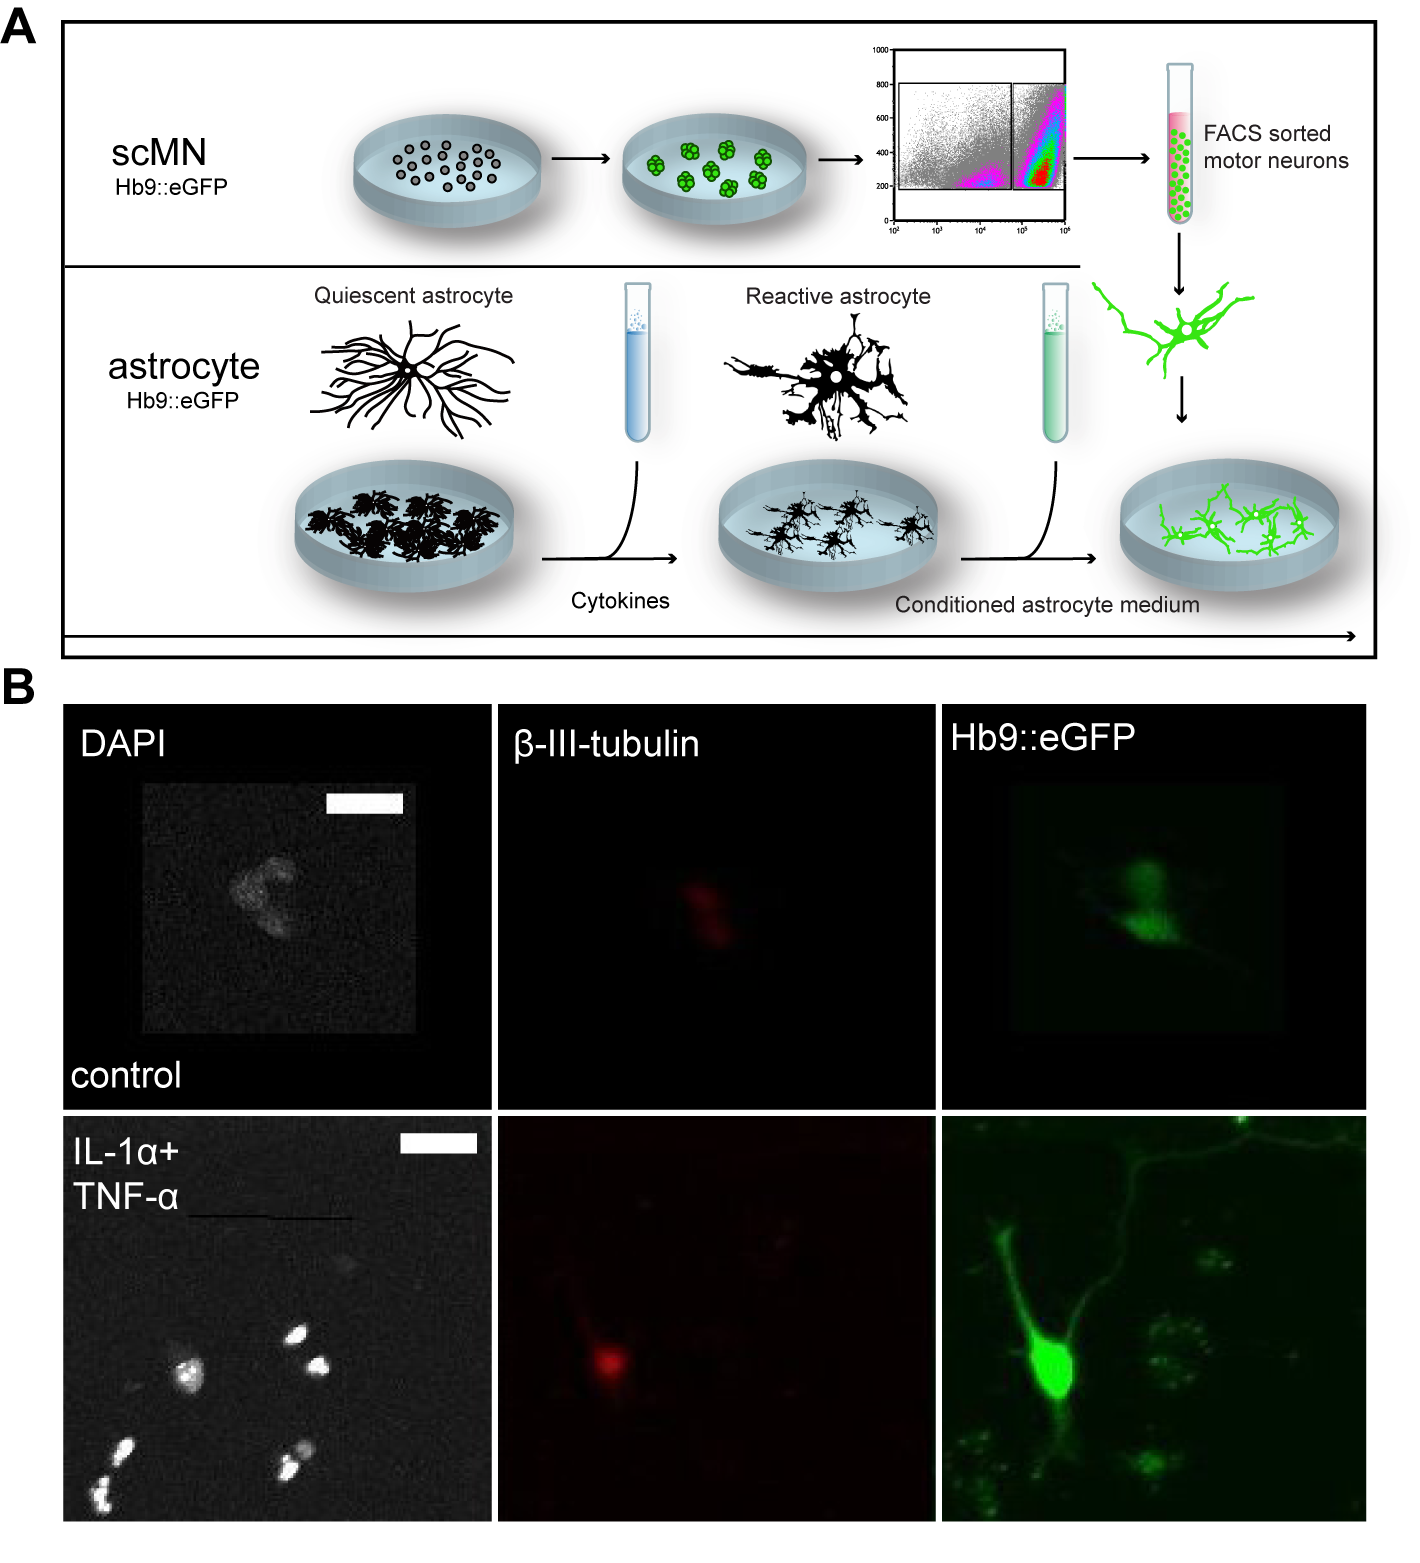

**Supplementary Figure 3: Contact-independent co-culture system of astrocyte-mediated neurotoxicity.**

We assessed whether the observed neurotoxic effect was contact-dependent or cell-autonomous by cultivating motor neurons individually, and by transferring conditioned (non-concentrated) reactive astrocyte medium to them **(A)**. Cell survival was very low **(B)**, indicating that astrocytic trophic support is pivotal following FACS sorting. **Abbreviations:** DAPI, 4’,6-diamidino-2-phenylindole dihydrochloride; FACS, fluorescence activated cell sorting; eGFP, enhanced green fluorescent protein; Hb9, homeobox Hb9; IL-1α, interleukin 1α; sc, spinal cord/brainstem; TNF-α, tumor necrosis factor α. **Scale bars**: **B**, 25 μm.

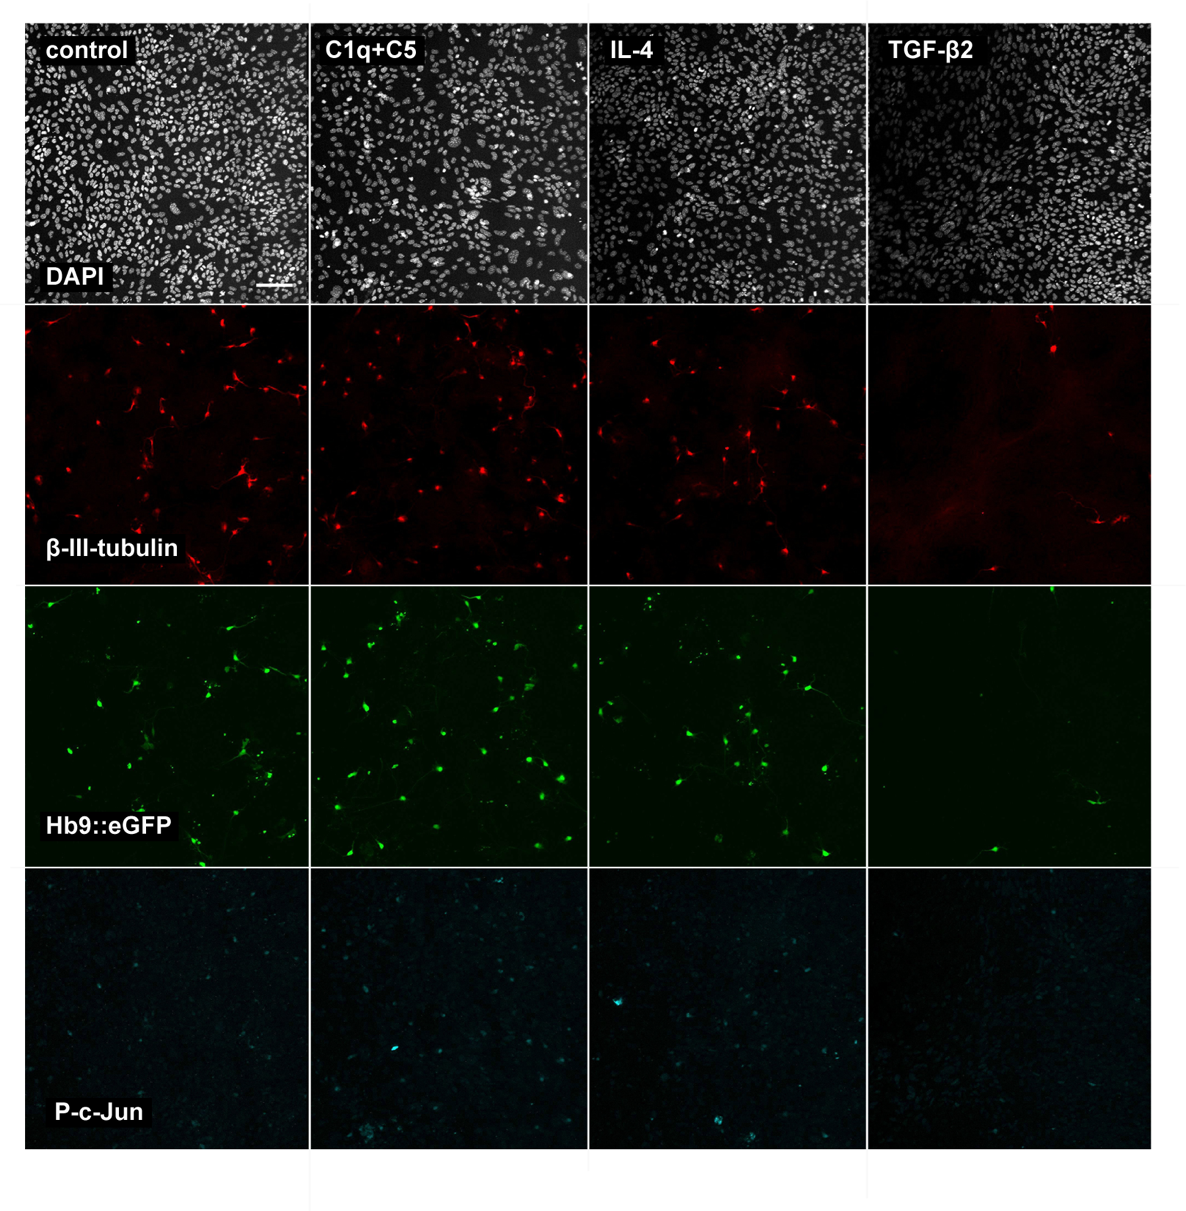

**Supplementary Figure 4: Immunocytochemical depiction of translationally relevant neuroinflammatory mediators.** ES-derived astrocytes were co-cultured with motor neurons following stimulation with a panel of neuroinflammatory mediators recently described by us [9]. **Scale bar**: 100 μm. **Abbreviations:** C, complement component; DAPI, 4’,6-diamidino-2-phenylindole dihydrochloride; eGFP, enhanced green fluorescent protein; Hb9, homeobox Hb9; IL-4, interleukin 4; P-c-Jun, phosphorylated c-Jun; TGF-β2, transforming growth factor β 2.

**Supplementary References**

1. Edgar R, Domrachev M, Lash AE. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 2002;30:207–10.

2. Poole S, Bird TA, Selkirk S, Gaines-Das RE, Choudry Y, Stephenson SL, et al. Fate of injected interleukin 1 in rats: Sequestration and degradation in the kidney. Cytokine. 1990;2:416–22.

3. Beutler BA, Milsark IW, Cerami A. Cachectin/tumor necrosis factor: production, distribution, and metabolic fate in vivo. J Immunol [Internet]. 1985;135:3972–7. Available from: http://www.ncbi.nlm.nih.gov/pubmed/2999236

4. Veerhuis R, Van Es LA, Daha MR. In vivo degradation of rat C1q induced by intravenous injection of soluble IgG aggregates. Immunology. 1985;54:801–80110.

5. DiScipio RG. The conversion of human complement component C5 into fragment C5b by the alternative-pathway C5 convertase. Biochemical Journal. 1981;199:497–504.

6. McLennan IS, Weible MW, Hendry IA, Koishi K. Transport of transforming growth factor-β2 across the blood-brain barrier. Neuropharmacology. 2005;48:274–82.

7. CASTELL J V., GEIGER T, GROSS V, ANDUS T, WALTER E, HIRANO T, et al. Plasma clearance, organ distribution and target cells of interleukin‐6/hepatocyte‐stimulating factor in the rat. Eur J Biochem. 1988;177:357–61.

8. Klapproth J, Castell J, Geiger T, Andus T, Heinrich PC. Fate and biological action of human recombinant interleukin 1β in the ratin vivo. Eur J Immunol [Internet]. 1989;19:1485–90. Available from: https://onlinelibrary.wiley.com/doi/10.1002/eji.1830190821

9. Lindblad C, Pin E, Just D, Al Nimer F, Nilsson P, Bellander B-M, et al. Fluid Proteomics of CSF and Serum Reveal Important Neuroinammatory Proteins in Blood-Brain Barrier Disruption and Outcome Prediction Following Severe Traumatic Brain Injury: A Prospective, Observational Study. Crit Care [Internet]. BioMed Central; 2021;1–28. Available from: https://doi.org/10.21203/rs.3.rs-96625/v1

How the deposited data were processed for this re-analysis (not part of the article)

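Polyadenylated cytosolic RNA was measured in 40 samples of about 200 sorted cells, 4 biological replicates (letters A to D) of ES-astrocytes and of ES-motor neurons for each of 5 treatments, namely a control medium and 4 pairs or single factors given to ES-astrocytes. The authors prepared cDNA with oligo-dT primers and a template switch, fragmented it with Tn5, sequenced the pooled libraries paired-end, demultiplexed them and mapped the reads with STAR. They deposited whole-number counts of reads per Ensembl gene, not normalized, with 1 column per sample and no pooling of replicates. The STAR version, the tool that counted reads on genes, the strand setting, the genome build and the annotation are not given in the sources used here. From these counts the authors computed rlog values for principal components, differential expression with DESeq2 at a false discovery rate of 10%, shrunken fold changes for volcano plots and enrichment with fgsea on unshrunken fold changes. The authors' sample sheet gives the plate index and the index primers of each library. Each column of the table was assigned to its sample through this sheet and the sample labels, all 40 samples were mapped, and no pair of columns held identical counts. The table has 55487 genes and no line that names no gene.

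Symbols and coordinates were taken from GENCODE M21 (build GRCm38) by Ensembl identifier, which named 55141 genes, and the 346 others held 0.133% of all counts. The median total over the 40 libraries was 2459460.5 counts, from 1510823 to 16054290 in ES-astrocytes and from 6557 to 19717324 in ES-motor neurons. A count of 0 was read as a limit of 3 counts, which came to 0.187 to 1.99 CPM per ES-astrocyte library and 0.152 to 458 CPM per ES-motor neuron library, so that a gene of low expression can be missed in the shallow ES-motor neuron libraries. Where a group had no counts of a gene, the fold is a lower bound from counts summed over each group and scaled by effective library size, against 3 counts over the group, and where it had 1 to 3 counts the ratio is given with its 95% Clopper-Pearson interval. No molecular identifiers are named, so that these limits cover counting error only.

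Groups were formed by cell type and treatment. The comparisons were control ES-motor neurons against control ES-astrocytes, each of the 4 stimuli against the control within each cell type, the cell types over all 5 treatments with treatment as a term, and the interaction of IL-1β and IL-6 with the cell type. Each was tested with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr on the groups, scaled by TMM, and tested with glmQLFit (robust) and glmQLFTest, with the libraries of the comparison alone in the fit. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change above 1. Standard errors were derived from the log2 fold change and the quasi-likelihood F. CPM of single genes were compared by exact two-sided permutation tests of the difference in mean log2(CPM + 1). Principal components were computed with DESeq2 1.42.0 (rlog, 500 genes of highest variance, summed count over 1). Gene sets were tested with fgsea 1.28.0 and with fry and camera (estimated correlation) of limma 3.58.1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared the tables, the tests of single values and the plots.

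The design, the alternatives apart from 3, the gene lists and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names in its text on these RNA-seq data and the genes labelled in Fig. 1I, of the labels of Fig. 4D only those above 5 on the −log10 adjusted p axis, one by one and never as a list for a test, for each comparison the 5 called genes of largest absolute log2 fold change among those whose groups do not overlap in CPM, and of a hand-written list its summary and the 3 members of smallest p. The values in the paper's text and figures had been seen when the rule was written. Gene sets were 5 Reactome sets as shipped with fgsea, with members matched to the counts in 487 of 505 for Cell Cycle, 28 of 30 for E2F mediated regulation of DNA replication, 13 of 13 for G1/S-Specific Transcription, 99 of 100 for DNA Replication, 15 of 22 for Unfolded Protein Response (UPR), and 15 hand-written lists: ER stress, MYC targets (of whose 30 symbols *Phb1* was not found), E2F targets, reactive astrocytes, A1 astrocytes, cytokine response, TGF-β response, neurons, motor neurons, astrocytes, neural progenitors, fibroblasts or mesenchyme, oligodendrocyte lineage, microglia and pluripotent cells. These lists were written from general knowledge and not from a database, and they share members with each other and with the genes that the paper names. The Hallmark sets, the Gene Ontology and the other gene set collections of the paper were not used here.

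The alternatives for each count of calls and each named gene were DESeq2 (alpha 0.1 for independent filtering), RLE normalization, no filter beyond a summed count over 1, at least 10 counts in every library of a group, edgeR without robust dispersion, no fold change threshold, an adjusted p of up to 0.1, the replicate letter as a block, all 40 libraries in one fit, leaving out the 9 libraries under 20% of the median total (491892 counts), limma-voom with quality weights, and each library left out in turn. For principal components, vst, log2(CPM + 1), all genes with a summed count over 1, all 40 libraries and single libraries left out were tried, and for gene sets other rankings, fry, camera, a block and no filter. DESeq2 with all 40 libraries in one fit, the second index primer as a covariate in edgeR and, for IL-1β and IL-6 in ES-astrocytes, the same covariate in DESeq2 were added after seeing the data. Each count of calls was also computed over the 35 splits of the 8 libraries into groups of 4, or over 40 drawn splits for all treatments and 100 for the interaction. Added after seeing the data were also exact permutation tests of the median of the neuron and E2F target lists over the 20 ES-astrocyte libraries, 10000 random divisions of these libraries, and edgeR and DESeq2 fits of the second index primer within each cell type. Correlations across libraries were tested with 100000 permutations.

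The tests were first tested on simulated data, made from the means and totals of the real libraries with 200 genes changed. Each of these changes was at least as large as the log2 shift planted in the list of MYC targets (below). For ES-motor neurons against ES-astrocytes, with 10805 genes, edgeR recovered 24.5% of them with 8 false calls, DESeq2 46.5% with 51 and limma-voom 11.5% with 0. For IL-1β and IL-6 in ES-astrocytes, with 10932 genes, the recovered shares were 18.5% with 1 false call, 39% with 75 and 7.5% with 1. EdgeR thus missed most of the planted changes there, so that 0 calls by edgeR leave changes of that size open. Each tool tested the same 177 changed genes, after the filter on low counts, whereas the reported DESeq2 fit also kept genes below that filter. For the other comparisons edgeR recovered 15% to 81.5%, and no recovered gene had the wrong sign. The list of MYC targets, planted with a log2 shift of -2, was found by fgsea, fry and camera in a simulation of 10997 genes for IL-1β and IL-6 in ES-astrocytes, with 0 other sets past the threshold. Genes were drawn there independently of each other, so that this says nothing about false sets among correlated genes. A smaller shift was not planted. The paper's other assays and its RNA-seq of the subventricular zone were not analysed here, since the counts cover these 40 samples only.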

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

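Of the tests in this part, those of depth and of neurons for control ES-astrocyte replicate A, those of depth and plate for *Hoxa5*, those of the second index primer within the cell types and of the control libraries against all stimuli, and the other splits for the hand-written lists were chosen only after the result was seen. In each of the 10 groups of 4 libraries, 6 measures were examined: the total count, the genes detected, and the shares of counts on mitochondrial genes, on *Actb*, on *Gapdh* and on the 50 genes of highest count. In 12 of these 60 pairs of a group and a measure, 1 library stood apart from the other 3, where chance sets a library apart in about 1 in 20, and in none of the 10 groups did it in genes detected or in *Actb*. The total was 19717324 in control ES-motor neuron replicate B (other replicates 240859 to 2383502), 14831839 in ES-astrocyte replicate A with IL-1α and TNF-α (2019196 to 2535419) and 12606121 in ES-motor neuron replicate B with TGF-β2 (283205 to 1695346). Mitochondrial genes held 1.12% of the counts in control ES-astrocyte replicate A, against 3.53 to 3.87% in its group. The 50 genes of highest count held 24.1% in ES-motor neuron replicate A with C1Q and C5, the library of the lowest total (6557), and 22.6% in ES-motor neuron replicate A with IL-1β and IL-6. *Gapdh* held 0.0419% in control ES-astrocyte replicate A (others 0.00247 to 0.00312%), 0.0148% in ES-astrocyte replicate B with IL-1α and TNF-α, 0.00607% in ES-astrocyte replicate B with IL-1β and IL-6, and in ES-motor neurons 0.0281%, 0.0153% and 0.0150% in replicate A with IL-1α and TNF-α, with C1Q and C5, and with IL-1β and IL-6.

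Across the 20 ES-astrocyte libraries the share of *Actb* and the share of *Gapdh* moved in opposite directions (Pearson's r -0.69, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted 0.000120; Spearman's rho -0.80, permutation p = 4e-05, adjusted 0.000480). Across the 20 ES-motor neuron libraries r was -0.66 (permutation p = 0.000330, adjusted 0.00111) and rho -0.60 (permutation p = 0.00571, adjusted 0.0140). Without the 2 libraries farthest from the median *Actb* share, r was -0.77 and -0.47. Within the libraries of each second index primer, r was -0.73 for S337, -0.50 for S338, -0.74 for S339 and -0.77 for S340 (permutation p = 0.000170, 0.140, 0.00763 and 0.00405, adjusted 0.00102, 0.168, 0.0153 and 0.00972) and rho -0.85, -0.44, -0.67 and -0.87 (permutation p = 0.00274, 0.205, 0.0388 and 0.00212, adjusted 0.0110, 0.274, 0.0776 and 0.0110). After adjustment the relation did not pass for S338 by either measure, nor for S339 by rho. Without the 2 libraries farthest from the median *Actb* share, r was -0.84, -0.88, -0.49 and -0.73 for the 4 primers in this order. Over the 12 relations computed in this family the p-values were adjusted by the Benjamini-Hochberg method. A candidate explanation is a bias of amplification by GC content or transcript length. In ES-astrocytes the *Actb* share followed the correlation of a library's deviations with GC content (r -0.72, permutation p = 0.000370), while in ES-motor neurons it did not (r -0.18, permutation p = 0.438; rho 0.018, permutation p = 0.941), and whether the trend causes the relation stays open. *Gapdh* has processed pseudogenes, with which its reads could be shared, and this was not tested. No biological explanation was tested, and differences between the sorted cells stay open too.

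Control ES-astrocyte replicate A stood apart from the other 3 controls. Its mean Spearman correlation with them over 6715 genes was 0.538, against 0.703 to 0.718 for the others, it detected 15481 genes, and *Actb* held 0.315% of its counts (others 3.67 to 7.82%). Over the named genes, 1 library stood apart in 22 of 100 pairs of a gene and a group, and in 10 of these it was this library: *Tubb3* at 885 CPM, *Ppia* at 714, *Ldha* at 226, *Cdkn1a* at 171, *Mthfd2* at 164, *Tppp3* at 97.4, *Tubb2a* at 66.3, *Slc25a29* at 43.0, *Rps6ka1* at 28.4 and *Mnx1* at 20.3. On the first pair of principal components, taken one by one, no library stood apart in either group of controls (4 tests). A difference in depth is argued against, since its total of 7866943 lay inside the 1510823 to 16054290 of the other ES-astrocyte libraries. A few dominant genes are argued against, since without the 50 genes of highest count its correlation was 0.533 (others 0.698 to 0.714). Its deviations followed GC content (Spearman correlation across genes, which are not independent replicates, 0.47, others -0.29 to -0.17) and transcript length (-0.34, others 0.18 to 0.21). After removal of these trends its correlation was 0.632, still below the 0.736 to 0.746 of the others, which argues against the trends as the whole cause and leaves a part of them open. Genomic DNA is argued against by a share of 0.00181% of counts on olfactory and vomeronasal receptor genes, inside the 0.000663% to 0.00520% of the other ES-astrocyte libraries.

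Cells of the ES-motor neuron culture in control ES-astrocyte replicate A are argued against as well. Abundant genes higher in ES-motor neurons lay at a median of -4.34% of the distance between the cell types, whereas abundant genes higher in ES-astrocytes lay at 77.9% of it, and admixed cells would move both by the same share. Whether other neurons were present cannot be told apart from their absence, because the 14 genes of the hand-written neuron list went both ways (6 higher and 8 lower, median difference -0.32 on the log2 scale). In this library 13 of 18 genes of the ER stress list and 20 of 29 of the MYC target list were higher than in the other controls (median differences 0.91 and 0.83 on the log2 scale). Larger median differences were those of the A1 astrocyte list (1.36, 5 of 7 genes higher), the reactive astrocyte list (1.31, 5 of 7) and the oligodendrocyte lineage list (1.29, 4 of 5), which rest on few genes. Lower there were the fibroblast or mesenchyme list (-1.02, 7 of 11 genes lower) and the astrocyte list (-0.94, 6 of 10), and these 7 lists were picked from the 15 after their values were seen. Other controls moved about as far on the fibroblast list (2.41 in B, -1.41 in D) and the oligodendrocyte list (-1.49 in B and D). The reactive and A1 astrocyte lists lay at -1.19 and -1.07 in D, so that these 4 lists do not mark replicate A. On the ER stress and MYC target lists the other controls lay at -0.31 to -0.15. A different state of the cells or a mixed sample may lie behind control replicate A, and a mislabelled sample was not tested. No condition in the design distinguishes replicate A, so no biological explanation was tested.

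In 6 of the other 12 pairs the library apart was an ES-motor neuron control, for genes that are low there: *Ednrb* at 3.91 CPM in replicate C, *Slc1a3* at 3.35 and *Mki67* at 2.51 in replicate A, and *Pax6* at 3.89, *Cd44* at 3.16 and *Gfap* at 0.0487 in replicate B. In the remaining 6, of ES-astrocytes, it was a control for *Fbxl12os* (23.7 CPM) and *Gm6525* (37.7) in replicate D and *Nt5dc1* (38.2) in replicate B, and a library with IL-1β and IL-6 for *Vegfa* (2.13 CPM, replicate B) and for *Bend6* (31.9) and *Gm43413* (62.0), both in replicate A. Chance sets a library apart in about 1 group in 20, and a gene counted in 1 library alone always stands apart by this measure. Genes with at least 100 counts in 1 library and 0 in the other 3 were found in each group of ES-astrocytes, 358 in the controls, 215 with IL-1β and IL-6, 115 with IL-1α and TNF-α, 110 with C1Q and C5 and 54 with TGF-β2. A candidate explanation is the sporadic capture of transcripts from about 200 cells followed by amplification. A fixed limit of 100 counts is easier to reach in deeper libraries, and the controls had the highest median total. With no such limit, the genes counted in 1 library alone numbered 4959 in the controls, 4604 with IL-1β and IL-6, 4790 with IL-1α and TNF-α, 5194 with C1Q and C5 and 4710 with TGF-β2, so that no excess in the first 2 groups is shown. No molecular identifiers are named, and sporadic capture cannot be told apart from transcripts of a few cells.

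Over all 5 treatments, which the paper does not compare between the cell types, edgeR called 1972 of 13227 genes, 511 higher and 1461 lower in ES-motor neurons, with treatment as a term of the fit. Of the 228 genes called between the controls, 219 were among them. None of the other splits among 40 drawn gave as many (split count 1 with the real one), so that chance is excluded. A difference in depth is argued against as the whole cause, since 1641 genes were called without the libraries under 20% of the median total, but limma-voom moved the balance of the calls to 2219 higher and 888 lower. The largest fitted changes among called genes without overlap were of *Bub1*, *Knl1*, *Aspm* and *Rassf4*, with no counts in ES-motor neurons and at least 734-fold, 759.8-fold, 650.5-fold and 471-fold lower against 3 counts over the group, and of *Ahnak* (5255 counts in ES-astrocytes and 1 in ES-motor neurons, a ratio of 2907, 95% Clopper-Pearson interval 521 to 114832). The second index primer differs between the cell types in every library. A batch by primer as the whole cause is argued against, since 22 of the 24 genes tested of the neuron and motor neuron lists were higher in ES-motor neurons. The 2 primers used within a cell type, with treatment as a term, parted the libraries by 0 of 13195 genes in ES-astrocytes (388 at an unadjusted p under 0.05) and 3 of 9479 in ES-motor neurons (1370 at an unadjusted p under 0.05) by edgeR. DESeq2 parted them by 86 genes in ES-astrocytes and 143 in ES-motor neurons, against 1846 between the cell types, although in the 8 ES-astrocyte libraries of the control and of IL-1β and IL-6 it called 238 by primer and 56 by stimulus. The 2 primers of a cell type also differ in depth, with median totals of 2661413 and 8283591 in ES-astrocytes. In ES-motor neurons these were 262032 and 2834497, so that primer and depth are hard to tell apart in these calls. The 3 genes of edgeR were *Cbx3*, *Slc18a3* and *Tagln3*, named after their values were seen, and *Slc18a3* is on the motor neuron list. The primers of one cell type were not used in the other, so that whether a batch by primer adds to the calls cannot be told apart from the cell type, and the cell type, a biological difference that the design gives, stays open.

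In ES-motor neurons with TGF-β2, which the paper does not compare by RNA-seq, edgeR called 1 of 7947 genes, with 221 at an unadjusted p under 0.05. *Hoxa5* (ENSMUSG00000038253, chromosome 6 from 52201754 to 52204587) had 169 ± 81.0 CPM (SD, n = 4) against 20.1 ± 3.97 CPM in the controls, a log2 fold change of 3.05 (standard error 0.44, adjusted p = 0.0103 by edgeR), higher in 4 of 4 libraries. No other split of the 8 libraries called a gene (split count 1 of 35 with the real one, the smallest share the design allows), so that chance is excluded for this comparison taken alone, but not over the 8 comparisons of a stimulus with its control, of which it is the one with a call. Limma-voom did not call *Hoxa5* (log2 fold change 3.12, adjusted p = 0.0634). Without control replicate C the adjusted p was 0.0647, without TGF-β2 replicate A 0.0556 and without TGF-β2 replicate D 0.0793, so that the call rests on each of these libraries. Without the libraries under 20% of the median total the log2 fold change was 2.76 (adjusted p = 0.362), within the standard error of 3.05, which argues against depth, and over all alternatives the adjusted p was 1.40e-07 to 0.362. The other stimuli with plate index 2 gave log2 fold changes of 0.73 (standard error 0.64) for IL-1β and IL-6 and 0.12 (standard error 0.70) for C1Q and C5, which argues against the plate. *Hoxa5* overlaps transcripts of *Hoxa3* and *Gm28308* on the same strand, and reads shared with them stay open. In ES-astrocytes with TGF-β2 the log2 fold change was 1.17 (adjusted p = 1.00 by edgeR), and whether the effect differs between the cell types was not tested. An effect of TGF-β2, given to ES-astrocytes before ES-motor neurons were plated, on ES-motor neurons stays open and untested.

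Adjusted over the list alone, 1 member of the cytokine response list passed in ES-astrocytes with IL-1α and TNF-α, and 1 member each of the ER stress list and the motor neuron list in ES-motor neurons with C1Q and C5, while over all genes tested none did. The first was *Saa3* (log2 fold change 12.21, adjusted p over the list alone 0.000349, over all genes 0.374, by edgeR), with 2175 counts in 4 of 4 libraries with the stimulus and none in the controls, at least 1057-fold higher against 3 counts over the group (exact two-sided permutation test of the CPM, p = 0.0286, n = 4 against 4). With no filter on low counts edgeR called it over all genes (log2 fold change 12.20). Control and stimulus share the plate index here and the controls were the deeper group (median total 7167111.5 against 2332352.5), which argues against plate and depth, while reads shared with other Saa genes could not be checked from gene counts. As a set, 5 of 8 genes of the list were higher (fry adjusted p = 0.114 over the lists). The members in ES-motor neurons were *Xbp1* (log2 fold change -2.80, adjusted p over the list alone 0.0223, over all genes 0.828, by edgeR), which edgeR called with no filter (log2 fold change -2.86), and *Mnx1* (-1.44, 0.0237 and 0.997). As sets these lists did not pass (14 of 17 lower, fry adjusted p = 0.0668, and 5 of 6 lower, fry adjusted p = 0.303). For C1Q and C5 the plate index and the stimulus cannot be told apart, and replicate A held 6557 counts.

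In ES-astrocytes with IL-1β and IL-6, the hand-written neuron list passed fry (adjusted p = 0.0187 over 13 lists), with 12 of 14 genes higher (median log2 fold change 0.52, mean 0.45) and none differentially expressed, also adjusted over the list alone. Chance was not excluded, since 2 of 35 splits placed as many lists past the threshold. A possible explanation is ES-motor neurons left in the sorted samples, but the 2 genes tested of the motor neuron list were lower (median log2 fold change -0.90, fry adjusted p = 0.561), too few to decide. The list was also higher with the other stimuli against the same controls, in 12 of 14 genes for IL-1α and TNF-α, 12 of 14 for C1Q and C5 and 11 of 14 for TGF-β2 (median log2 fold changes 0.23, 0.27 and 0.23; fry adjusted p = 0.114, 0.564 and 0.268). Over the 20 ES-astrocyte libraries, 10 of 15 genes were higher with each of the 4 stimuli, against a median of 4 when the libraries were divided at random (118 of 10000 random divisions gave as many). A candidate explanation is that the 4 control libraries lie apart from all stimulated ones. The 16 stimulated libraries differed from the controls by a median of 0.46 on the log2 scale (exact two-sided permutation p = 0.0188, adjusted 0.0751 over 4 tests), and the libraries with IL-1β and IL-6 differed from the other stimulated ones by 0.16 (exact two-sided permutation p = 0.286, adjusted 0.320). These unadjusted values, and the random divisions, are in line with controls that lie apart from all stimulated libraries, but the list was picked after its values were seen and neither p passed after adjustment. Whether the controls or an effect that all stimuli share lies behind such a difference stays open, since the design does not separate them, and the list is not shown to differ between this stimulus and the others.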

How the results depend on the processing

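The tests chosen only after a result was seen are DESeq2 with all 40 libraries in one fit and the second index primer as a covariate in edgeR and DESeq2. Of 157 counts of calls, shares of variance and list tests under another processing choice, 105 kept their side of the threshold or stayed within 1.5 times the reported count and 52 did not, and with single libraries left out 134 of 160 did. Of 497 values of named genes under another choice, 458 kept direction and call, 20 gained a call, 10 lost it and 9 changed sign, and with single libraries left out these numbers were 455, 3, 17 and 13 of 488. Of 48 values of single gene sets under another choice 27 were kept, 4 gained significance, 16 lost it and 1 changed sign. By edgeR as reported, 228 genes were called between the control cell types, 1 (*Hoxa5*) for TGF-β2 in ES-motor neurons and none in the other 7 comparisons of a stimulus with its control (93 to 322 at an unadjusted p under 0.05). For the values that follow, the cause was not tested unless a sentence gives it.

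With DESeq2, 771 genes were called between the control cell types (281 higher and 490 lower, against 58 and 170 by edgeR). In ES-astrocytes it called 56 for IL-1β and IL-6, 25 for IL-1α and TNF-α, 40 for C1Q and C5 and 58 for TGF-β2. In ES-motor neurons it called 1 for IL-1β and IL-6 (*A530041M06Rik*), 1 for IL-1α and TNF-α (*Pdxk*) and 17 for TGF-β2, the single genes being named after their values were seen. It also called 4 Hox genes (*Hoxa5*, *Hoxb5*, *Hoxb6* and *Hoxb8*) and 25 genes for the interaction of IL-1β and IL-6 with the cell type, and gave *Tubb3* between the cell types a log2 fold change of -0.034. In 1 fit of all 40 libraries DESeq2 called 733 genes between the control cell types, 68, 12, 24 and 25 for IL-1β and IL-6, IL-1α and TNF-α, C1Q and C5, and TGF-β2 in ES-astrocytes, 5, 6, 12 and 10 for the same stimuli in ES-motor neurons and 6 Hox genes, with *Tubb3* at -0.13. The 5 of IL-1β and IL-6 in ES-motor neurons were *Ccnd3*, *Cenpf*, *Gm3764*, *Spag4* and *Sstr2*, named after their values were seen.

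With no filter on low counts edgeR called 1 gene for IL-1α and TNF-α in ES-astrocytes (*Saa3*), and in ES-motor neurons 1 for IL-1β and IL-6 and 1 for IL-1α and TNF-α (*Lypla2* in both, against the same controls), 3 for C1Q and C5 (*Shisa5*, *Trmt61b* and *Xbp1*) and 11 for TGF-β2. *Hoxd4* then stood at 0.077, and 0 gene sets passed, with the ER stress list at an NES of 1.03. A filter of at least 10 counts in every library of a group gave 352 genes between the cell types, 3 for TGF-β2 in ES-motor neurons (*Hoxa5*, *Hoxb5* and *Snx18*) and 1 Hox gene (*Hoxb5*). An adjusted p of up to 0.1 gave 345, 4 (*Hoxa5*, *Hoxb5*, *Kitl* and *Snx18*) and 1 (*Hoxb5*) for the same comparisons, since more genes pass a wider threshold. An edgeR fit of all 40 libraries gave 433 genes between the cell types, 2 for IL-1β and IL-6 (*Gm44645* and *Tppp3*) and 2 for C1Q and C5 (*Arhgap36* and *Ranbp9*) in ES-astrocytes and 5 Hox genes (*Hoxa5*, *Hoxb4*, *Hoxb5*, *Hoxb6* and *Hoxc5*), with *Hoxd4* at 0.0070. RLE normalization gave *Tubb3* a log2 fold change of -0.030. The single genes outside the named ones were chosen after their values were seen. With the second index primer as a covariate edgeR called 3 for TGF-β2 in ES-motor neurons (*Hoxa5*, *Hoxb5* and *Snx18*), and for IL-1β and IL-6 in ES-astrocytes it called 0 and DESeq2 105 (39 higher and 66 lower).

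Limma-voom with quality weights called 464 genes between the control cell types, 3107 over all 5 treatments (2219 higher and 888 lower, against 511 and 1461 by edgeR), 1 Hox gene (*Hoxa5*) and 0 for TGF-β2 in ES-motor neurons (473 at an unadjusted p under 0.05), with *Hoxd4* at 2.64 and *Tubb2a* with IL-1β and IL-6 at 0.27. Relative to edgeR, limma-voom moved the median log2 fold change of all genes by 0.27 between the control cell types, 0.44 over all treatments, 0.11 for C1Q and C5 and 0.21 for TGF-β2 in ES-astrocytes, and for the interaction RLE normalization moved it by 0.17 and DESeq2 by 0.20, so that changes under these settings are relative to those shifts. PC1 held 26.1% of the variance with all genes in place of the 500 most variable, 54.6% after vst and 55.0% on log2(CPM + 1). Of the 8 gene sets, 0 passed by camera and 0 by fry, which allow for correlation between genes, while all 8 kept the direction they had in fgsea.

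Depth limits which genes can be tested in ES-motor neurons. Without the libraries under 20% of the median total, 81 genes were called between the control cell types, where 1 library is left out, and 0 for TGF-β2 in ES-motor neurons by edgeR (247 at an unadjusted p under 0.05), both with fewer libraries, and *Hoxd4* stood at 0.17. This alternative was not run for ES-astrocytes, of which no library is under that limit, nor for IL-1α and TNF-α in ES-motor neurons, of which none of the 4 libraries reaches it. In the shallowest library, ES-motor neuron replicate A with C1Q and C5, 3 counts correspond to 458 CPM, so that most genes cannot be detected in it, while in the deepest ES-astrocyte library they correspond to 0.187 CPM. The filter on low counts left 4479 genes for IL-1α and TNF-α in ES-motor neurons and 10865 for C1Q and C5 in ES-astrocytes. In simulated data, edgeR recovered 49.5% to 81.5% of the changed genes over 4664 to 8129 genes for the 4 comparisons of a stimulus in ES-motor neurons and 18.5% to 21.5% of the changed genes over 10550 to 11519 genes for those in ES-astrocytes, so that the shallower libraries did not give the lower recovery among the genes simulated.

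The counts showed little sign of a pairing of the libraries by replicate letter, which does not exclude a pairing by design. The deviations of libraries with the same letter from their group means correlated above 0.1 in 0 of 4 pairs in 7 of the 9 comparisons and in 1 of 4 in the comparisons of TGF-β2 (over 13227 genes), with correlations of -0.22 to 0.39. With the letter as a replicate block, edgeR called 41 genes between the control cell types and 4 for TGF-β2 in ES-motor neurons (*Hoxa5*, *Hoxb5*, *Nfia* and *Snx18*, the last 3 named after their values were seen), 0 gene sets passed fry, and *Hoxd4* stood at 0.91. Among named genes, the calls of *Aurkb*, *Cenpe*, *Isl1* and *Mki67* were not made with the block, which takes up 3 residual degrees of freedom.

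Leaving out single libraries gave 72 to 401 genes between the control cell types, 0 to 2 Hox genes, 39.9% to 64.5% of the variance on PC1 (lowest without ES-motor neuron replicate B and highest without ES-astrocyte replicate A), 0 to 2 genes for TGF-β2 and 0 to 2 for C1Q and C5 in ES-motor neurons, 0 to 2 for the interaction and 0 to 5 gene sets. For TGF-β2 in ES-motor neurons *Hoxc5* was added without control replicate A, *Hoxb5* without B and *Snx18* without D, and none was called without control replicate C or TGF-β2 replicate A or D. For C1Q and C5 in ES-motor neurons *Lsm14b* and *Snd1* were called without control replicate D. For the interaction, *Arhgap36* and *Mfap3l* were called without ES-astrocyte replicate A with IL-1β and IL-6, and *Nwd2* without replicate B of the same group. These genes, apart from the named *Mfap3l*, were chosen after their values were seen. Signs of log2 fold changes turned for genes of small change. *Hoxd4* ranged from -0.40 to 1.75, *Tubb3* from -0.32 to 1.29 and *Nfia* from -1.04 to 0.0079 (positive without ES-astrocyte replicate B) between the cell types, and for IL-1β and IL-6 in ES-astrocytes *Tubb2a* from -0.71 to 0.73, *Ranbp1* from -0.23 to 0.014, *Ldha* from -1.79 to 0.043 and *Ywhaq* from -0.23 to 0.0089 (positive without control replicate C for *Ranbp1* and without control replicate A for the other 3).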

Differences from the paper's values

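DESeq2 with all 40 libraries in one fit and the fits with the second index primer as a covariate, named in this part, were chosen only after the values were seen. For ES-astrocytes with IL-1β and IL-6 against controls, the paper reports 64 differentially expressed genes, and edgeR called 0 of 10240 (119 at an unadjusted p under 0.05), with 0 by limma-voom. Among the alternatives set before the data were examined, DESeq2 with the 8 libraries of the comparison called 56, within 1.5 times the paper's number. RLE normalization, no filter on low counts, the stricter filter, edgeR without robust dispersion, no fold change threshold, an adjusted p of up to 0.1, the replicate block, limma-voom and each single library left out called 0, and an edgeR fit of all 40 libraries called 2. DESeq2 with all 40 libraries in one fit, chosen after seeing the values, called 68. With the second index primer as a covariate, also chosen after seeing the values, edgeR called 0 and DESeq2 105. DESeq2 with all 40 libraries called 6 of the 8 genes whose labels stand highest in Fig. 4D and dropped *Gm6525* and *Rps6ka1*, DESeq2 with the primer as a covariate also called 6, dropping *Fbxl12os* and *Bend6*, whereas DESeq2 with 8 libraries and no covariate called *Tppp3* alone among them and edgeR with all 40 libraries likewise called *Tppp3*.

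The paper states that *Slc1a3*, *Fgfr3*, *Slc1a2*, *Pax6* and Nkx6.1 are higher in ES-astrocytes. All 5 were lower in ES-motor neurons here, by log2 fold changes of -5.92 for *Slc1a3*, -2.19 for *Slc1a2*, -3.87 for *Pax6* and -1.85 for *Nkx6-1*, and with no counts of *Fgfr3* in ES-motor neurons, but edgeR called none of them (adjusted p = 0.136, 0.262, 0.243 and 0.0514, *Fgfr3* being under the filter). DESeq2 with the 8 control libraries called all 5 (adjusted p = 0.00783 for *Slc1a3*, 0.0335 for *Fgfr3*, 0.0395 for *Slc1a2*, 0.0163 for *Pax6* and 0.00110 for *Nkx6-1*). Limma-voom called *Slc1a3*, *Slc1a2*, *Pax6* and *Nkx6-1*, an edgeR fit of all 40 libraries called *Slc1a3* and *Nkx6-1*, as did edgeR without ES-astrocyte replicate A, and the stricter filter, edgeR without robust dispersion and an adjusted p of up to 0.1 called *Nkx6-1*. DESeq2 with all 40 libraries in one fit, chosen after seeing the values, called *Slc1a3*, *Fgfr3* and *Nkx6-1* and dropped *Slc1a2* and *Pax6*. *Fabp7* and *Cd44*, which the paper also states as higher in ES-astrocytes, and *Nefl*, stated as higher in ES-motor neurons, were called by edgeR in the same directions. The call of *Cd44* was lost without any 1 control library other than ES-astrocyte replicate A (adjusted p = 0.0614 to 0.141 by edgeR).

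For *Mnx1* the paper gives an adjusted p of a smaller order than the 0.0176 of edgeR, and DESeq2 gave 8.12e-08, in a range of 2.55e-09 to 0.0573 over the alternatives and single libraries left out. The call of *Mnx1* was lost without ES-astrocyte replicate B (0.0525 by edgeR) and without ES-motor neuron replicates B (0.0514) and C (0.0573). The paper states that MYC-regulated genes, the cell cycle and ER stress were enriched towards lower expression with IL-1β and IL-6, from Hallmark sets that were not used here. Of the cell cycle sets used here, Cell Cycle, DNA Replication, E2F-mediated regulation of DNA replication and the list of E2F targets passed in fgsea with the sign the paper states, and G1/S-specific transcription had that sign but did not pass (adjusted p = 0.0710 by fgsea). The list of MYC targets did not pass (NES -1.35, adjusted p = 0.131 by fgsea), but did with the ranking by the signed square root of F (NES -1.96, adjusted p = 0.000561 by fgsea) and by the Wald statistic of DESeq2 (NES -1.76, adjusted p = 0.00658 by fgsea). The ER stress list did not pass in fgsea under any of these rankings (adjusted p = 0.479, 0.123 and 0.358), nor by fry (0.240) or camera (0.296). With no filter on low counts its NES was 1.03. The unfolded protein response set lay towards higher expression, at an NES of 1.23, 1.21 and 1.26 under these rankings, without passing. Without control replicate B it passed as higher (NES 1.74, adjusted p = 0.0167 by fgsea), against the direction the paper states for ER stress. Of the 14 genes that the paper places in the leading edges, *Cdkn1a*, *Ldha* and *Hspa5* lay in the leading edge of a set used here, *Gins1*, *Psma1*, *Ywhaq*, *Ppia* and *Ranbp1* were members of a set but outside its leading edge, and the other 6 were in none of the sets. The paper states that no Hox gene differed between the cell types, as for edgeR here, while DESeq2 called 4 Hox genes (*Hoxa5*, *Hoxb5*, *Hoxb6* and *Hoxb8*), the stricter filter, an adjusted p of up to 0.1 and limma-voom 1 each, an edgeR fit of all 40 libraries 5 and edgeR without ES-astrocyte replicate A 2 (*Hoxb4* and *Hoxb5*). The share of PC2 printed in Fig. 1H matches the 22.7% found here.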

Other observations

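Of the tests in this part, the splits of the libraries for DESeq2 on the genes that pass the count filter and for the hand-written lists, DESeq2 with all 40 libraries in one fit, the second index primer as a covariate, and the control libraries against all stimuli for the E2F list were chosen only after the result was seen. Chance was excluded for the genes called between the control cell types, since no other split of the 8 libraries called as many (split count 1 of 35 with the real one). Where edgeR called no gene, the splits say nothing about chance, because every split calls at least 0: 35 of 35 splits for IL-1β and IL-6, and as many for IL-1α and TNF-α, C1Q and C5 and TGF-β2 in ES-astrocytes, for the first 3 of these stimuli in ES-motor neurons and for the Hox genes. For C1Q and C5 in ES-motor neurons another split called 24 genes. The genes that DESeq2 called for IL-1β and IL-6 in ES-astrocytes were not more than other splits of the same libraries gave. On the genes that pass the count filter, which was run first, DESeq2 called 12, and 20 of 35 splits called as many (median 13, range 3 to 54). On all genes it called 56, and 18 of 35 splits called as many (median 56, range 21 to 242). The split of these 8 libraries by the second index primer, a technical difference that is balanced over the 2 groups, called 54 and 238, more than the split by stimulus. Over all ES-astrocyte libraries the median total was 2661413 for S337 and 8283591 for S339. The primer therefore goes with depth, and these calls are not shown to come from the primer itself. With the primer as a covariate, DESeq2 called 18 for IL-1β and IL-6 on the genes that pass the count filter and 105 on all genes, and edgeR 0 (168 at an unadjusted p under 0.05). By edgeR the split by primer called 0 genes in each comparison of a stimulus with its control, as many as the split by stimulus in all of them but TGF-β2 in ES-motor neurons, and with the primer as a covariate edgeR called 0 in the same 7 and 3 for TGF-β2 in ES-motor neurons (*Hoxa5*, *Hoxb5* and *Snx18*, the last 2 chosen after their values were seen).

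The 68 genes that DESeq2 called for IL-1β and IL-6 in ES-astrocytes with all 40 libraries in one fit shared 17 with the 56 called with 8 libraries. Among the 68, 7 were counted in 1 of the 8 libraries and 8 in 2, 15 had over 90% of their counts in 1 library, 16 had groups that did not overlap in CPM (2.86% of genes by chance) and 14 passed the count filter, and the largest absolute log2 fold change was 49.07. Among the 56, 0 were counted in 1 or 2 libraries, 41 had groups that did not overlap and the largest absolute log2 fold change was 10.24.

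For the gene sets with IL-1β and IL-6, no other split placed 4 sets past the threshold of fgsea. The split count was 1 of 35 with the real one, the smallest share the design allows. These 4 sets share leading-edge genes such as *Cdt1* and *Pcna*, so that they are not 4 separate results. Fry and camera placed none, and chance is not excluded for the sets. A candidate explanation was control replicate A, in which genes of the MYC and ER stress lists were high. Without it no set passed, but no set passed either without control replicate C or IL-1β and IL-6 replicate A, C or D, so that leaving out 5 of the 8 libraries removed all sets (5 passed without control replicate B, 4 of them lower and the unfolded protein response higher with the stimulus, 2 without D and 1 without IL-1β and IL-6 replicate B) and the part of replicate A cannot be told apart from the loss of 1 library. The NES of the MYC list was -0.62 without control replicate A. For the leading-edge genes as a list, fry gave p = 0.0978, and in an exact permutation over all 35 splits 4 gave a p as small, so that chance was not excluded. This p was 0.0543 without control replicate D, the lowest with a single library left out, and 0.171 without IL-1β and IL-6 replicate A, the highest.

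The E2F target list was lower with each stimulus in ES-astrocytes against the same 4 controls, in 26 of 30 genes for IL-1β and IL-6, 25 of 30 for IL-1α and TNF-α, 24 of 30 for C1Q and C5 and 25 of 29 for TGF-β2 (median log2 fold changes -0.59, -0.54, -0.24 and -0.47), and passed fry for none of them. Over the 20 libraries 13 of 30 genes were lower with each of the 4 stimuli, against a median of 8 when the libraries were divided at random (717 of 10000 random divisions gave as many). A candidate explanation is that the controls lie apart from all stimulated libraries. The 16 stimulated libraries differed from the controls by a median of -0.41 on the log2 scale (exact two-sided permutation p = 0.0471, adjusted 0.0941 over 4 tests), and the libraries with IL-1β and IL-6 differed from the other stimulated ones by -0.19 (exact two-sided permutation p = 0.320, adjusted 0.320). The unadjusted values are in line with controls that lie apart, but neither p passed after adjustment, and the random divisions did not exclude chance. An effect that all stimuli share, which the design does not separate from the controls, stays open, and the lower cell cycle sets are not shown to be particular to this stimulus.

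The paper does not report the expression data for the other stimuli or for ES-motor neurons with a stimulus. In ES-astrocytes edgeR called 0 of 10444 genes for IL-1α and TNF-α (93 at an unadjusted p under 0.05), 0 of 10865 for C1Q and C5 (106) and 0 of 10794 for TGF-β2 (136), while DESeq2 called 25 (20 higher and 5 lower), 40 (33 and 7) and 58 (48 and 10) and limma-voom 0 each (514, 657 and 837 at an unadjusted p under 0.05). In ES-motor neurons edgeR called 0 of 8327 genes for IL-1β and IL-6 (98 at an unadjusted p under 0.05), 0 of 4479 for IL-1α and TNF-α (143) and 0 of 7348 for C1Q and C5 (322). Without control replicate D edgeR called 2 for C1Q and C5 (*Lsm14b* and *Snd1*, chosen after their values were seen). DESeq2 called 1, 1 and 0 there (*A530041M06Rik* and *Pdxk*, chosen after their values were seen) and limma-voom 0 each (265, 252 and 867 at an unadjusted p under 0.05). Groups did not overlap in CPM for 1.90% of the genes tested for IL-1α and TNF-α, 1.82% for C1Q and C5 and 2.31% for TGF-β2 in ES-astrocytes, and in ES-motor neurons for 1.92% for IL-1β and IL-6, 2.66% for IL-1α and TNF-α, 3.16% for C1Q and C5 and 2.66% for TGF-β2, where chance gives 2.86%. Within a comparison with the control, the plate index and the stimulus cannot be told apart for C1Q and C5, IL-1β and IL-6, and TGF-β2. Only for *Hoxa5* with TGF-β2 were the other stimuli of plate index 2 used to argue against the plate.

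Whether IL-1β and IL-6 acted differently on the 2 cell types was tested as an interaction over 16 libraries. EdgeR called 0 of 12104 genes (552 at an unadjusted p under 0.05), limma-voom 0 (646) and DESeq2 25, and since every split calls at least 0, the 100 of 100 splits drawn that called as many by edgeR say nothing about chance. Without ES-astrocyte replicate A with IL-1β and IL-6 edgeR called 2 (*Arhgap36* and *Mfap3l*) and without replicate B 1 (*Nwd2*), chosen, apart from *Mfap3l*, after their values were seen.

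Of the 15 hand-written lists, 10 passed fry between the control cell types, which no other split reached (split count 1 of 35 with the real one), so that chance is excluded. Higher in ES-motor neurons were neurons (14 of 14 genes, median log2 fold change 1.48, fry adjusted p = 5.16e-05; 4 called over all genes, 8 adjusted over the list alone) and motor neurons (7 of 8, 4.92, 0.000197; 4 and 5). Lower were E2F targets (28 of 28, -2.87, 3.13e-05; 13 and 23), MYC targets (25 of 28, -0.77, 0.0137; 1 and 1), neural progenitors (9 of 9, -2.60, 0.000371; 1 and 7) and genes of fibroblasts or mesenchyme (4 of 4, -7.69, 0.000197; 3 and 4). Lower as well were the reactive astrocyte list (3 of 4, -1.55, 0.00314; 1 and 1), the A1 astrocyte list (3 of 4, -1.96, 0.0111; 1 and 2), the TGF-β response list (4 of 5, -0.41, 0.00135; 2 and 2) and the astrocyte list. The ER stress list (-0.65, 0.122), the cytokine response list (-0.30, 0.982) and the oligodendrocyte lineage list (-0.30, 0.262) did not pass, the last pair having a negative median but an upward test, and no gene of the microglia and pluripotent cell lists passed the filter on low counts. Called over all genes were *Gap43*, *Ina*, *Nefl* and *Nefm* among neurons, *Isl1*, *Isl2*, *Mnx1* and *Slc5a7* among motor neurons, *Acta2*, *Dcn* and *Tagln* among fibroblasts or mesenchyme, *Odc1* among MYC targets, *Fabp7* among neural progenitors, *Cd44* among reactive astrocytes, *Fbln5* among A1 astrocytes and *Acta2* and *Tagln* in the TGF-β response list, which shares them with the fibroblast list. Adjusted over the list alone, *Chat* was added for motor neurons, *Fn1* for fibroblasts or mesenchyme and *Serping1* for A1 astrocytes. Members outside the 3 of smallest p in a list are named after their values were seen.

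With IL-1β and IL-6 in ES-astrocytes the other lists did not pass fry. The adjusted p was 0.0932 for E2F targets (26 of 30 lower, median log2 fold change -0.59), 0.106 for A1 astrocytes (3 of 4 lower), 0.300 for MYC targets (22 of 27 lower), 0.453 for reactive astrocytes (4 of 4 higher, median 0.67), 0.456 for ER stress (15 of 17 lower), 0.465 for the cytokine response (3 of 5 lower), 0.561 for astrocytes (7 of 9 lower), 0.643 for fibroblasts or mesenchyme, 0.775 for neural progenitors and 0.793 for the oligodendrocyte lineage. The TGF-β response list (adjusted p = 0.914) and the oligodendrocyte lineage had a negative median and an upward test. With TGF-β2 in ES-astrocytes the TGF-β response list had 4 of 8 genes higher (fry adjusted p = 0.208). In the other comparisons no list passed, with smallest adjusted p-values by fry of 0.564 for C1Q and C5 in ES-astrocytes and 0.390, 0.976 and 0.281 for IL-1β and IL-6, IL-1α and TNF-α, and TGF-β2 in ES-motor neurons.

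The paper stained the proteins of *Mki67* and *Tubb3* and phosphorylated c-Jun, not total c-Jun, in its ES-derived cultures. The proteins of *Vim* and *Nfia* it shows in astrocytes of the subventricular zone. Its text does not name the transcripts of these 5 genes in the ES-derived cells, and the *Jun* transcript is not a measure of phosphorylated c-Jun. *Mki67*, a gene of cycling cells, had 2392 counts in control ES-astrocytes and 3 in control ES-motor neurons, a ratio of 629 in scaled counts (95% Clopper-Pearson interval 215 to 3051; adjusted p = 0.0155 by edgeR). The call was lost without ES-motor neuron replicate C (0.0756 by edgeR) and without D (0.0740). The ratio of *Mki67* rests mostly on control ES-motor neuron replicate B, which held 19717324 counts, against 240859 to 2383502 in the other replicates. In ES-motor neuron replicate A *Mki67* stood apart at 2.51 CPM. *Jun* was higher in ES-motor neurons by a log2 fold change of 3.52 (standard error 1.14) and not called by edgeR (adjusted p = 0.203), but called by DESeq2 (0.0226) and limma-voom (0.0459), in a range of 0.0152 to 0.407 over the alternatives and single libraries left out. *Tubb3*, stained as a marker of neurons, had 334 ± 184 CPM (SD, n = 4) in ES-motor neurons and 326 ± 376 CPM in ES-astrocytes, a log2 fold change of 0.017 (standard error 0.71), whose sign turned with RLE normalization and with DESeq2. *Vim* (log2 fold change 0.064, standard error 0.37) and *Nfia* (-0.42, 0.91) were not called either, with adjusted p-values of 0.986 and 0.951 by edgeR.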
